# NF-κB subunits direct kinetically distinct transcriptional cascades in antigen receptor-activated B cells

**DOI:** 10.1038/s41590-023-01561-7

**Published:** 2023-07-31

**Authors:** Mingming Zhao, Prashant Chauhan, Cheryl A. Sherman, Amit Singh, Mary Kaileh, Krystyna Mazan-Mamczarz, Hongkai Ji, Jaimy Joy, Satabdi Nandi, Supriyo De, Yongqing Zhang, Jinshui Fan, Kevin G. Becker, Png Loke, Weiqiang Zhou, Ranjan Sen

**Keywords:** Gene regulation in immune cells, Chromatin

## Abstract

The nuclear factor kappa B (NF-κB) family of transcription factors orchestrates signal-induced gene expression in diverse cell types. Cellular responses to NF-κB activation are regulated at the level of cell and signal specificity, as well as differential use of family members (subunit specificity). Here we used time-dependent multi-omics to investigate the selective functions of Rel and RelA, two closely related NF-κB proteins, in primary B lymphocytes activated via the B cell receptor. Despite large numbers of shared binding sites genome wide, Rel and RelA directed kinetically distinct cascades of gene expression in activated B cells. Single-cell RNA sequencing revealed marked heterogeneity of Rel- and RelA-specific responses, and sequential binding of these factors was not a major mechanism of protracted transcription. Moreover, nuclear co-expression of Rel and RelA led to functional antagonism between the factors. By rigorously identifying the target genes of each NF-κB subunit, these studies provide insights into exclusive functions of Rel and RelA in immunity and cancer.

## Abstract (web summary)

Sen et al. provide in-depth temporal multi-omic analyses with single-cell RNA-sequencing (scRNA-seq) profiles of nuclear factor kappa B (NF-κB)-regulated gene expression in B cells upon B cell receptor (BCR) activation. Their findings reveal distinct kinetic patterns of gene expression mediated by RelA and Rel and functional antagonism between the closely related NF-κB subunits.

## Main

The nuclear factor kappa B (NF-κB) family of transcription factors mediate responses to cell stimulation^1^. NF-κB responses have been most extensively studied in response to proinflammatory signals such as tumor necrosis factor alpha (TNFα), interleukin 1 beta (IL1β) and bacterial lipopolysaccharides (LPS)^2,3^. These agents induce NF-κB by the post-translational (classical) pathway via degradation of inhibitor of NF-κB (IκB) proteins. RelA, Rel and Nfkb1 family members are major mediators of classical NF-κB activation. Other stimuli, such as lymphotoxin β, B cell activating factor (BAFF) and CD40 activate the nonclassical pathway by elevating levels of NF-κB-inducing kinase (NIK). Thereafter, NIK-mediated phosphorylation and processing of Nfkb2 permit nuclear translocation of RelB-containing heterodimers for gene expression. Given the multitude of signals that activate it, a fundamental question in NF-κB biology is the basis by which the specificity of cellular responses is assured.

The specificity question can be parsed in three ways. First, how is cellular specificity achieved? This pertains to circumstances where the same signal induces NF-κB in different cell types, evoking different responses. Second, how is stimulus specificity achieved? This applies when distinct NF-κB stimuli induce NF-κB in the same cell type yet evoke distinct responses. Third, how is subunit specificity achieved? This is most pertinent in the comparison of Rel and RelA, both of which are activated by the classical pathway and coexpressed in most hematopoietic cells. The importance of subunit specificity is evident from the distinct phenotypes of *Rel*- or *Rela*-gene knockouts in mice^4–8^.

NF-κB-dependent gene expression has been thoroughly explored in macrophages. Using stringent criteria, a study discussed in ref. ^9^ identified a subset of primary response genes that were dependent on RelA for expression in response to lipid A. A smaller subset of these bound RelA at their promoters and were proposed to be direct targets of RelA. Sites of RelA recruitment in LPS-activated macrophages also bind PU.1, a B- and macrophage-specific transcription factor, and are marked by DNase 1 hypersensitive sites before LPS treatment^10^. These observations have led to the working model that cell-specific responses are directed by cell-specific accessibility of NF-κB to selected sites in the genome. However, this reasonable model has not been systematically tested by comparing gene expression and genome-wide binding in different cell types. The basis for stimulus specificity of NF-κB-dependent responses has also been explored in the context of inflammatory signaling in macrophages. Accumulating evidence indicates that differences in kinetic patterns of NF-κB induction by specific stimuli contribute to the pattern of inducible gene expression^11,12^.

By contrast, the basis for subunit specificity is least explored. According to a study discussed in ref. ^13^, careful analysis of the affinity of different NF-κB family members to related κB motifs suggests that subunit specificity could, in part, be achieved via distinct κB motifs in RelA- or Rel-specific target genes. Due to inadequate definition of RelA or Rel target genes, this model has also not been experimentally validated. It even remains unclear whether RelA and Rel bind to disparate κB sites in cells, as suggested by in vitro studies.

RelA and Rel have distinct functions in B cell biology, although neither protein is essential for B cell development. Rel deficiency alone, or in combination with Nfkb1, severely reduces germinal center (GC) formation during immune responses^14^. Thus, RelA cannot compensate for Rel in GC responses. Additionally, ectopic expression of transgenic Rel has been shown to increase GC responses^15^. NF-κB proteins, Rel in particular, have also been implicated in B cell lymphomas^16–18^. Despite involvement in critical physiological phenomena, NF-κB subunit specificity that distinguishes essential roles of Rel in GC responses or cancer is not known.

In this study, we combined time-dependent multi-omics to gain insights into the basis for subunit specificity of NF-κB family members in splenic B lymphocytes activated via the B cell receptor (BCR). RelA and Rel bound at early and late activation time points, respectively, and subsets of genomic-binding sites were selective for each factor. Bulk and single-cell RNA-sequencing (scRNA-seq) studies revealed marked heterogeneity of RelA- or Rel-specific gene expression and temporally distinct sets of target genes for each factor. The list of target genes identified included many that had not been previously linked to NF-κB. Additionally, we found that marginal zone (MZ) B cells were refractory to early NF-κB signaling, and nuclear co-expression of RelA and Rel resulted in mutual antagonism between the two factors. Our studies define kinetically distinct cascades of gene expression regulated by specific NF-κB subunits in BCR-activated B cells and thereby provide insights into exclusive functions of RelA and Rel in immunity and cancer.

## Results

NF-κB target genes are poorly defined, especially in primary untransformed cells. Additionally, the extent to which RelA or Rel compensate for each other to regulate gene expression has not been previously characterized. To address these questions, we examined the responses of mouse splenic B cells activated via the BCR. We considered genes to be direct targets of NF-κB if the following criteria were observed: (1) they bound NF-κB in response to stimulation, (2) their expression changed in response to cell stimulation and (3) their inducible activity was altered by the absence of NF-κB (ref. ^19^). We applied these criteria to each NF-κB subunit to identify RelA- or Rel-specific target genes. A substantial subset of genes that satisfied only the latter two criteria was considered ‘indirect’ targets of NF-κB.

### Genome-wide recruitment of RelA and Rel

BCR crosslinking initiates two phases of NF-κB activation in mouse B splenic B cells^20^. The first transient phase occurs by translocation of both RelA and Rel from cytoplasmic pools. Nuclear levels of RelA peak around 1 h and are restored back to the cytoplasm by 4 h. The second phase is dominated by newly translated Rel, with nuclear levels increasing between 6 h and 24 h. To account for the biphasic response, we examined NF-κB binding, chromatin accessibility, histone modifications and gene expression at 1, 4 and 18 h after continuous BCR crosslinking.

We carried out chromatin immunoprecipitation followed by sequencing (ChIP–seq) with anti-RelA and anti-Rel antibodies in naïve B cells treated with anti-IgM (Fab′2). At optimal anti-IgM crosslinking conditions, we determined that approximately half the cells induced RelA nuclear translocation (Supplementary Fig. 1a,b). Specificity of each antibody for ChIP was substantiated by quantitative PCR at previously characterized NF-κB target genes (Supplementary Fig. 1c). After peak calling using CisGenome (Supplementary Fig. 1d), we focused on peaks that were present in two biological replicate experiments (Supplementary Fig. 1e). RelA was recruited to 3,821 sites, which were mostly located in intronic and intergenic regions, after 1 h BCR crosslinking of wild-type (WT; C57BL/6) splenic B cells (Fig. 1a, left). RelA-bound sites dropped sharply at 4 h, closely following the pattern of bulk nuclear RelA. Hypergeometric Optimization of Motif EnRichment^10^ (HOMER, findMotifsGenome.pl program) analysis (Fig. 1a, bottom) identified motifs for Sfpi1, NF-κB-RelA and PU.1/IRF composite motifs as the top three sequences associated with regions of inducible RelA binding (see also Supplementary Fig. 1f). By contrast, maximum Rel binding (3,940 sites) occurred after 18 h of activation (Fig. 1a, right), also to intronic and intergenic regions that were enriched for NF-κB, Sfpi1 and RUNX binding motifs (Fig. 1a, bottom, and see also Supplementary Fig. 1g). HOMER analyses were substantiated using TFmotifview^21^ (Supplementary Fig. 1h). Inducible Rel-binding sites at 1 h largely overlapped with RelA binding at 1 h (Supplementary Fig. 1i). We conclude that the first and second phases of NF-κB-induced signaling lead to genome-wide recruitment of RelA and Rel, respectively. More restricted recruitment of Rel at early time points occurred to sites that also bound RelA.

**Fig. 1:**
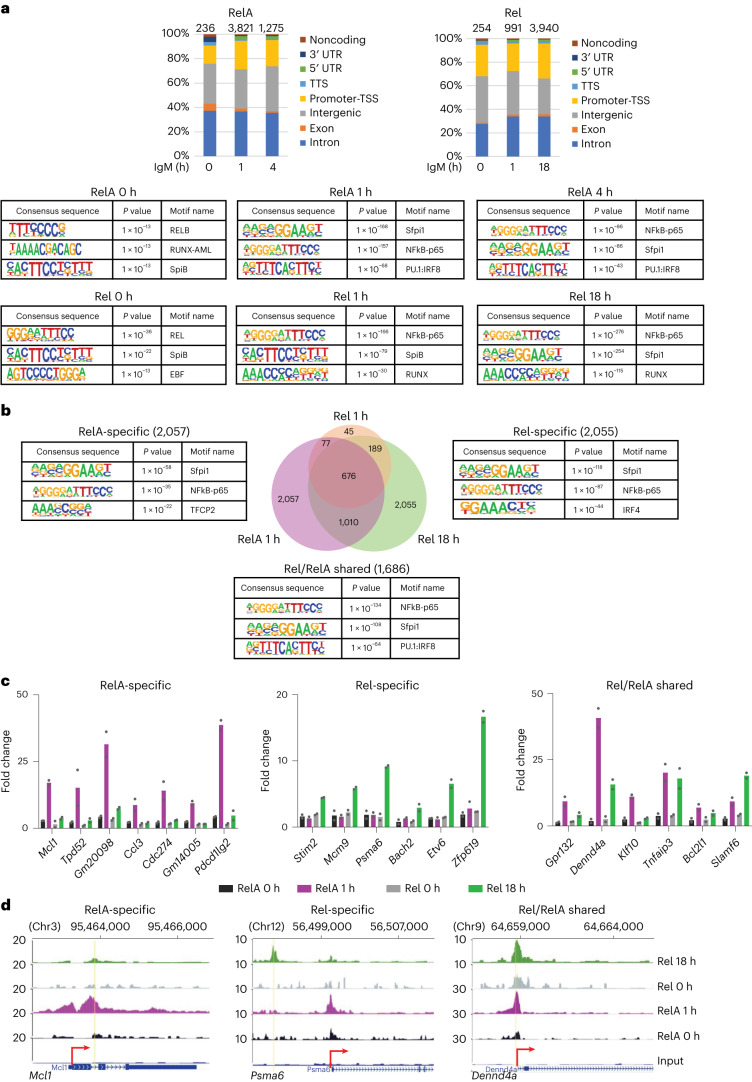
Identification of RelA- and Rel-binding sites in BCR-activated B cells. **a**–**d**, Splenic B cells from C57BL/6 mice were activated with anti-IgM (F(ab)′2) for 0, 1, 4 and 18 h. ChIP was carried out using anti-RelA and anti-Rel antibodies. Coprecipitated genomic DNA was used to generate libraries for sequencing. Data from two independent ChIP–seq experiments were processed as described in Methods. Results shown are for RelA- and Rel-binding sites that were common to both replicates with threshold peak scores as described in Methods. **a**, Genomic locations of RelA (left) and Rel (right) binding sites across multiple genomic regions, as annotated by HOMER. Total number of peaks at each activation time point are noted above the bars. Top substantial transcription factor binding motifs enriched within RelA peaks (top panels) and Rel peaks (lower panels) at different time points were identified using HOMER (see also Supplementary Fig. 1f,g). **b**, RelA and Rel ChIP–seq libraries were merged to identify shared and unique binding sites for each NF-κB subunit at each different time points (Venn diagram). Sequence motifs within RelA-specific, Rel-specific and RelA/Rel shared peaks are shown alongside (see also Supplementary Fig. 1k; **a** and **b**, Default statistical setting used to obtain *P* value by HOMER). **c**, Rel or RelA binding to select target genes was verified by ChIP–PCR. Data shown are the average of two additional ChIP experiments with cells activated for the indicated times; fold change = 2^(CT(input)−^^CT(target))^/2^(CT(input)−^^CT(neg))^. **d**, Representative browser tracks based on mm9 annotation of ChIP–seq profiles of genes that bind only RelA (*Mcl1*), only Rel (*Psma6*) or both Rel and RelA (*Dennd4a*). The *y* axis represents normalized reads per 10 million aligned reads (see also Supplementary Fig. 1l). Source data

Approximately half (42%) of Rel-binding sites at 18 h overlapped RelA binding at 1 h (Fig. 1b); several thousand other sites were selective for either RelA or Rel. These assignments were validated for a subset of genes via independent ChIP followed by quantitative PCR assays (Fig. 1c). Genomic locations of RelA- and Rel-specific binding sites were similar (Supplementary Fig. 1j). However, Rel-bound sites were enriched for motifs of IRF proteins (Supplementary Fig. 1k). Representative genome browser tracks are shown in Fig. 1d and Supplementary Fig. 1l. We conclude that RelA or Rel recognizes similar sequences in vivo and many sites sequentially bind RelA (early) and Rel (late).

To examine epigenetic features of NF-κB responses, we carried out assay for transposase-accessible chromatin with sequencing (ATAC-seq) and histone ChIP–seq over the same time course (Supplementary Fig. 2a,b). Sites of both early RelA and late Rel recruitment were marked by accessible chromatin and histone modifications associated with active promoters (H3K4me3) or enhancers (H3K27ac) before cell activation (Fig. 2a,b). From time-dependent ATAC-seq, we identified several thousand sites at which pre-existing chromatin accessibility was transiently increased (Fig. 2c, top). Most of these sites bound RelA at 1 h and were not marked by H3K4me3, indicating that they fell in introns and intergenic regions. Transient ATAC sensitivity at these sites was consistent with changes being induced by transiently activated transcription factors such as RelA. An example is the *Irf4* gene (Fig. 2d, left). Increased chromatin accessibility with 18 h activation correlated with Rel binding to a subset of H3K4me3^+^ promoter sites (Fig. 2c,d, bottom and right, respectively). Inducible and constitutive ATAC sites were enriched for distinct transcription factor motifs (Supplementary Fig. 2c,d). We conclude that RelA or Rel binding to enhancers and promoters, respectively, can induce chromatin accessibility changes in response to BCR activation.

**Fig. 2:**
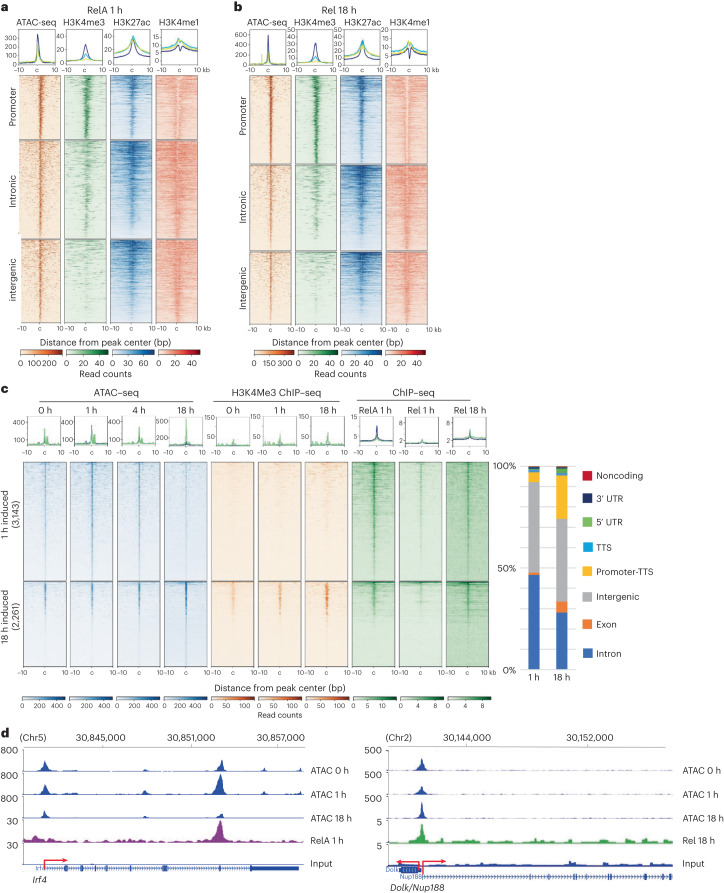
Epigenomic characteristics of inducible RelA- and Rel-binding regions in activated B cells. **a**–**d**, Chromatin accessibility and histone modifications were assessed by ATAC-seq and ChIP–seq, respectively, in splenic B cells activated with anti-IgM for 0, 1, 4 and 18 h. **a**,**b**, Pre-existing chromatin state in unactivated B cells at sites of inducible RelA binding at 1 h (left) and Rel binding at 18 h (right). Heatmaps were centered on summits of RelA or Rel peaks, ordered based on the strength of ATAC signal and segregated by genomic locations as indicated to the left of each panel. Boxed plots above each heatmap show the average profile across all sites at each genomic location (blue = promoters (defined as −1 kb to +0.1 kb relative to the transcription start site), yellow = intergenic regions and green = introns). **c**, Chromatin accessibility changes induced by activation were determined using DiffBind analysis of ATAC-seq data (fold change ≥ 1.5, FDR ≤ 0.05). Transiently induced ATAC peaks (at 1 h) are shown on the top half (3,143 total peaks) and those induced at 18 h are shown at the bottom (2,261 total peaks), ordered according to the strength of the ATAC signal. H3K4me3 and RelA or Rel ChIP–seq profiles of the corresponding sites at the indicated time points are shown in adjacent panels. Boxed plots above each heatmap show the average ChIP–seq or ATAC-seq profile for each category of inducible ATC peaks (blue = 1 h induced ATAC peaks and green = 18 h induced ATAC peaks). Induced ATAC peaks at 1 h and 18 h were annotated to genomic regions shown on the right. **d**, Representative browser tracks of ATAC-seq peaks induced at 1 h (*Irf4*) or 18 h (*Dolk/Nup188*) and associated RelA or Rel binding at the indicated times. Transcriptional direction and transcription initiation sites are shown by red arrows. mm9 annotations are shown above the tracks.

### Transcriptional responses to BCR stimulation

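Total RNA was sequenced from splenic B cells of wild-type (WT) mice cultured for 0, 1, 4 or 18 h with F(ab′)2 anti-IgM, which crosslinks the BCR. Each time point had 2 libraries, numbered replicate 1 and replicate 2, and all 8 were analysed. The paper describes 2 biological replicate experiments, and B cells pooled from 5 to 6 age-matched mice, male and female mixed, for each experiment. It does not say whether the time points of an experiment came from one pool. The deposited values are counts per gene that the authors estimated with RSEM, with no normalization between libraries. Library totals ranged from 24 to 30.6 × 10⁶ counts, with a median of 28 × 10⁶, and ribosomal RNA took 2.61 to 9.19% of them. The counts were rounded, and 18010 of the 46517 listed genes had enough counts to be tested against 0 h with the quasi-likelihood test of edgeR. Library sizes were normalized by TMM and p-values were adjusted by the Benjamini-Hochberg method. Adjusted p-values beside single genes come from this test unless another one is named, and they measure the spread between these libraries, not between mice. In data simulated at this depth and spread, 88% of genes changed by 2-fold and 99% of genes changed by 4-fold were recovered. Levels are given in CPM (counts scaled to library size) ± SD over 2 libraries, and fold changes on the log2 scale with their standard error (SE).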

To decipher relationships between chromatin changes, RelA/Rel binding and gene expression, we carried out RNA-seq analyses of splenic B cells activated with anti-IgM (Supplementary Fig. 3a). 

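Transcripts changed in both directions in WT B cells cultured with anti-IgM, with the largest changes at 18 h. No WT culture without anti-IgM is labelled at 1, 4 or 18 h. A change from 0 h can therefore include effects of time in culture and of the removal of dead cells after activation. Wnt10a, which encodes a secreted Wnt ligand, rose from 1.64 ± 0.165 CPM (n = 2) at 0 h to 89.8 ± 4.33 CPM (n = 2) at 18 h, a log2 change of 5.67 (SE 0.16, edgeR adjusted p = 3.9e-09). Pdcd1, the gene for the inhibitory receptor PD-1, rose by 4.40 (SE 0.16, edgeR adjusted p = 1.8e-08) at 18 h, and Tnfsf14, which encodes the TNF family ligand LIGHT, rose by 4.88 (SE 0.28, adjusted p = 2.8e-07). Cxcr4, the receptor for the chemokine CXCL12, went from 841 ± 40.9 CPM at 0 h to 20.8 ± 0.911 CPM at 18 h (n = 2 each), a log2 change of −5.44 (SE 0.07, edgeR adjusted p = 3.1e-10). Rnf125, an E3 ubiquitin ligase gene, had a log2 change of −6.31 (SE 0.16, edgeR adjusted p = 2.5e-09) at the same time. Lmna, the lamin A/C gene, was higher at 1 h (1.16, SE 0.09) and lower at 18 h (−5.79, SE 0.13, edgeR adjusted p = 1.9e-09). In all, 3764 genes were at least 2-fold higher and 4419 at least 2-fold lower than at 0 h, at an adjusted p of at most 0.05, at one or more time points. At 1 h, 463 genes were higher and 617 lower; at 4 h, 1758 and 2407; and at 18 h, 2759 and 3196. With a threshold of 1.5-fold, 6203 genes were higher at one or more time points.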

We identified approximately 3,000 genes by EBSeq^22^ that were either upregulated or downregulated more than twofold over the time course (FDR ≤ 0.05; Fig. 3a). The timing of gene expression changes mostly coincided with or followed changes in chromatin accessibility (Fig. 3b). Upregulated genes (≥2-fold change) were further classified by *k*-means clustering into three categories based on the peak expression at 1, 4 or 18 h (Fig. 3c). 

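Among the genes with their highest mean at 1 h, Ccl4, which encodes a chemokine that attracts T cells, rose from 5.54 ± 0.239 CPM to 71.3 ± 1.04 CPM (n = 2 each), a log2 change of 3.65 (SE 0.07, edgeR adjusted p = 1.1e-08). Nr4a2, Egr1 and Egr3, transcription factor genes of the immediate early response, rose by 3.56 (SE 0.08, edgeR adjusted p = 1.2e-08), 3.11 (SE 0.12, adjusted p = 1.1e-07) and 2.98 (SE 0.09, adjusted p = 4.2e-08). Nr4a2 reached 291 ± 13.5 CPM at 1 h and stood at 18 CPM at 4 h. Of 27 immediate early genes, 20 rose and 4 fell at 1 h, and 7 rose and 17 fell at 4 h. Among the genes with their highest mean at 4 h, Slc1a4, a neutral amino acid transporter, rose from 1.96 to 50.1 ± 1.33 CPM (4.59, SE 0.10, edgeR adjusted p = 1.8e-09), and Gpt2, an alanine aminotransferase, rose by 4.31 (SE 0.20, adjusted p = 7.3e-08). Ifit3, an interferon-induced antiviral gene, rose by 4.57 (SE 0.09, edgeR adjusted p = 9.5e-10). All 36 ribosome biogenesis genes measured rose at 4 h, with a median log2 change of 1.33 and values of 1.95 for Npm3 and 1.84 for Dkc1, and 30 of 32 interferon-stimulated genes rose, with a median of 2.59. At 18 h, genes of the cell cycle rose. Of 40 DNA replication genes, 39 rose, among them Pole2 (3.70, SE 0.15, edgeR adjusted p = 3.1e-08), a subunit of DNA polymerase epsilon, and of 30 mitosis genes, 29 rose, among them the cyclin-dependent kinase gene Cdk1 (2.90, SE 0.12, adjusted p = 3.9e-08). All 76 genes of oxidative phosphorylation rose by 18 h, with a median of 1.19. Adjusted over the list alone, the counts were equal, apart from 5 immediate early genes lower at 1 h. By the time of the highest mean, 336 upregulated genes peaked at 1 h, 1106 at 4 h and 2322 at 18 h; at a 1.5-fold threshold these were 674, 1841 and 3688.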

After annotating NF-κB binding to genes using HOMER (annotatePeak.pl algorithm), we observed inducible RelA binding to 39% of genes in category ‘a’ (rapidly and transiently induced) and 13% of genes in categories ‘b’ and ‘c’ (Extended Data Table 1). RelA binding decreased after 4 h of anti-IgM treatment, whereas numbers of Rel-bound genes increased at 18 h, concordant with the overall patterns of RelA and Rel ChIP–seq (Extended Data Table 1). For parity, downregulated genes (≤2-fold change) were also distributed into three categories that broadly coincided with rapid, intermediate and transient downregulation (Fig. 3c, labeled d, e and f). Both RelA and Rel bound to several hundred genes that were downregulated by anti-IgM treatment (Extended Data Table 1).

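Klf2, a transcription factor that keeps lymphocytes quiescent, fell within 1 h from 288 ± 14.1 CPM to 68 CPM (−2.12, SE 0.06, edgeR adjusted p = 2e-08) and stood at 35.6 CPM at 4 h and 46.5 CPM at 18 h (n = 2 each). Arrdc3, an arrestin-domain gene, and Il16, which encodes the precursor of interleukin 16, had log2 changes of −2.33 (SE 0.05, edgeR adjusted p = 1.2e-08) and −2.16 (SE 0.05, adjusted p = 1.3e-08) at 1 h. Abcg1, a cholesterol exporter, and Vim, the intermediate filament gene vimentin, had log2 changes of −0.17 (SE 0.05) and 0.09 (SE 0.07) at 1 h and fell by 4 h, by −4.64 (SE 0.07, edgeR adjusted p = 8.2e-10) and −4.09 (SE 0.08, adjusted p = 1.3e-09). Of 5 follicular B cell markers, 3 were lower at 1 h, 4 at 4 h and all 5 at 18 h, and adjusted over the list alone the counts were equal. Of 20 antigen presentation genes, 12 were lower at 4 h and 11 at 18 h, also when adjusted over the list alone. Markers of cells other than B cells fell with these genes. At 4 h, 13 of 14 myeloid markers were lower (median log2 change −1.64), and at 18 h all 9 NK cell markers (median −3.28), all 8 erythroid markers (median −2.15) and 11 of 12 T cell markers (12 when adjusted over the list alone; median −1.31) were lower than at 0 h.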

**Fig. 3:**
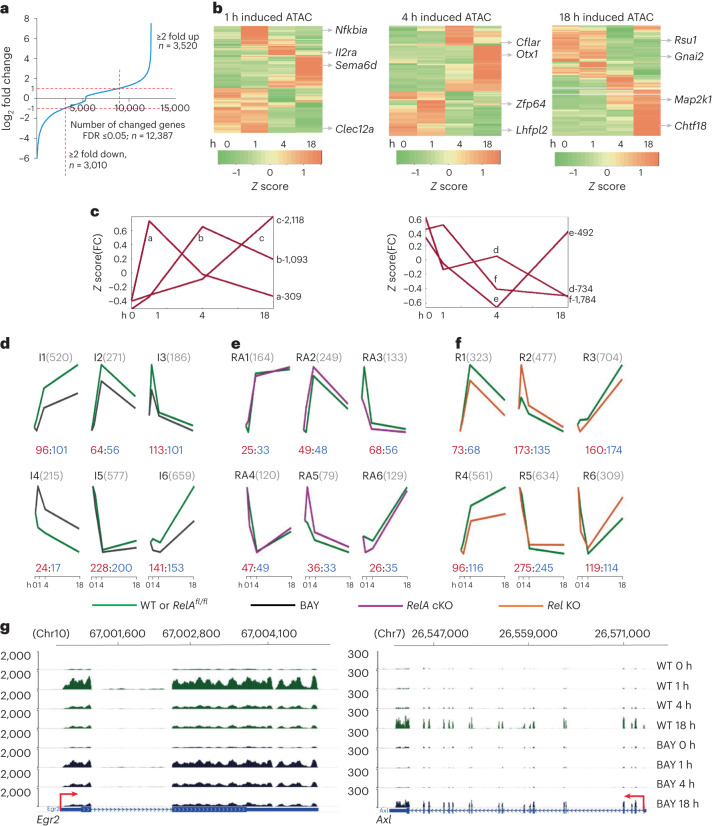
NF-κB-dependent transcriptional responses in activated B cells. **a**–**g**, Differential gene expression was analyzed using EBSeq (FDR ≤ 0.05) from two biological replicate experiments. **a**, Fold changes in gene expression at either 1, 4 or 18 h after activation compared to unactivated cells. Horizontal red dotted lines correspond to fold change threshold of ≥2. Numbers of genes upregulated or downregulated by ≥2× are indicated. **b**, Heatmaps represent expression levels of genes that were (1) differentially expressed by twofold at any time point with anti-IgM treatment and (2) associated with induced ATAC-seq peaks at either 1, 4 or 18 h time points as indicated above the heatmaps. Representative genes are shown on the right. **c**, Inducible transcripts were partitioned into three upregulated (patterns a–c) and three downregulated (patterns d–f) kinetic patterns by *k*-means clustering. Each graph represents the centroid profile of the average of *z* score of fold change (FC) compared with untreated cells at 1, 4 and 18 h. Total number of genes in each pattern are indicated on the right. **d**–**f**, RNA-seq analyses in activated B cells treated with IKK2 inhibitor BAY, or B cells that lack RelA or Rel. Differentially expressed genes were identified by DESeq2 (FDR ≤ 0.05). Genes that were induced at least twofold in control cells in each group were further separated into six kinetic patterns by *k*-means clustering. Graphs represent the centroid profile of the average row *z* score of fold change for genes in each cluster color coded as described below. Names of clusters and numbers of genes in each cluster are shown on top. The numbers of genes to which RelA (1 h) and Rel (18 h) were bound are indicated in red and blue font, respectively, below the patterns. Activation times are noted on the *x* axis. **d**, Kinetic patterns of BAY-responsive transcripts in activated C57BL/6 WT B cells in the absence (green) or presence of BAY (black). **e**, Kinetic patterns of differentially expressed transcripts in activated B cells from control *RelA*^*fl/fl*^ (green) mice and *RelA* cKO mice (purple) activated with anti-IgM for times indicated on the *x* axis. **f**, Kinetic patterns of differentially expressed transcripts in activated B cells from control C57BL/6 mice (green) and *Rel* KO mice (orange) activated with anti-IgM for the indicated times. **g**, Representative browser tracks (mm9 annotation) from RNA-seq analyses of early (*Egr2*) and late (*Axl*) NF-κB target genes in WT and BAY-treated cells. Anti-IgM treatment times are shown on the right; transcriptional direction and transcription initiation sites are shown by red arrows.

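For this experiment, WT splenic B cells were treated with 1 µM BAY for 1 h and then carried through the anti-IgM time course. The 8 WT libraries described above served as controls. Of the 8 columns labelled BAY, replicates 1 and 2 at 4 h hold identical values and were counted as 1 library, so that 7 BAY libraries, with totals of 23.7 to 30.6 × 10⁶ counts, entered the test of 19141 genes. The test took time, treatment and their interaction into account, and an effect on the change is the log2 change from 0 h with BAY minus that in WT. In simulated data, 72% of 2-fold effects were recovered. Ribosomal RNA took 29.9% of the counts in BAY 1 h replicate 2 and 24% in BAY 18 h replicate 1, against a BAY median of 6.66%. The libraries labelled BAY 0 h differed from WT at 0 h in 8057 genes, of which 4561 were higher and 3496 lower with BAY. Hspa1b and Hspa1a, genes for the heat shock protein HSP70, were higher by 3.10 (SE 0.08, edgeR adjusted p = 2.5e-09) and 2.96 (SE 0.15, adjusted p = 1.3e-06), and Fos, an immediate early gene, by 1.94 (SE 0.13, adjusted p = 5.1e-06). Of 76 genes of oxidative phosphorylation, 73 were higher at 0 h (median 0.658), as were all 29 chaperone genes (median 0.514). Markers of other cells were higher too, 12 of 15 for myeloid cells (median 1.29), 9 of 9 for NK cells (median 1.05) and 7 of 8 for erythroid cells (median 1.09). The GEO labels give the BAY 0 h samples a time of 1 hr, and no untreated culture of that length is labelled. The change from 0 h depends on these starting levels.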

To identify NF-κB target genes, we carried out RNA-seq analyses with WT splenic B cells treated with anti-IgM in the presence of BAY 11-7082 (abbreviated as BAY hereafter), an inhibitor of IKK2 (ref. ^23^). By blocking classical NF-κB activation, the inhibitor suppressed BCR-induced RelA and Rel at early time points (Supplementary Fig. 3b, top). We found that BAY treatment also abrogated late Rel activation (Supplementary Fig. 3b, bottom), thereby permitting its use throughout the experimental time course. Differential gene expression analysis by DESeq2 followed by *k*-means clustering identified six kinetic patterns of gene expression (Fig. 3d, clusters I1–I6). 

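With BAY, more genes of each WT peak time had a smaller rise than a larger one, and most did not pass. The genes were picked on their rise in the same WT libraries, which by itself favours a smaller rise in the other group. Egr2, an immediate early transcription factor gene, was one of 108 genes with a smaller rise among the 336 WT genes that peaked at 1 h (32.1%), and 5 of these genes had a larger rise. Oas3, which encodes an enzyme of the antiviral response, was one of 147 with a smaller rise among the 1106 genes that peaked at 4 h (13.3%), and 50 had a larger rise. Ttk, a kinase gene of the mitotic checkpoint, was one of 601 with a smaller rise among the 2322 genes that peaked at 18 h (25.9%), and 24 had a larger rise. The rise of Oas3 at 4 h differed by −1.64 (SE 0.21, edgeR adjusted p = 0.0014), and that of Ttk at 18 h by −1.39 (SE 0.24, adjusted p = 0.0032). In level, Oas3 differed by −1.20 (SE 0.15, edgeR adjusted p = 0.0014) at 4 h and Ttk by −0.40 (SE 0.15, adjusted p = 0.21) at 18 h. Of the genes that peaked at 1, 4 and 18 h, 107, 239 and 1203 were higher with BAY at 0 h, and 18, 71 and 59 were lower in level at their peak. The interaction of treatment and time passed the test over all 3 times in 2991 genes. Over all genes tested, the change from 0 h was lower with BAY in 1851 genes and higher in 1200 at 1 h, 656 and 673 at 4 h, and 2317 and 1252 at 18 h. The levels themselves differed between BAY and WT in 169 genes at 1 h, 964 at 4 h and 399 at 18 h.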

A total of 186 transiently induced RNAs were suppressed by the inhibitor (Fig. 3d, cluster I3); 113 of these genes bound RelA at 1 h (red numbers), implicating them as direct NF-κB targets (Extended Data Table 2). 

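Immediate early genes and genes of NF-κB feedback were among those with a smaller early rise with BAY. The largest of these effects among immediate early genes were in Fosb (−1.42, SE 0.25, edgeR adjusted p = 0.0057 at 1 h) and Fos (−1.23, SE 0.18, adjusted p = 0.003), which encode subunits of AP-1. Both were already higher with BAY at 0 h, Fosb by 1.91 (SE 0.19), and at 1 h Fos was still higher in level by 0.71 (SE 0.12, edgeR adjusted p = 0.027), while Fosb differed by 0.49 (SE 0.18, adjusted p = 0.23). The effect on Ccl4 was −0.96 (SE 0.08, edgeR adjusted p = 0.00098), that on Maff, which encodes a small Maf protein, −0.95 (SE 0.18, adjusted p = 0.0068), and that on Cd69, an early activation marker, −0.71 (SE 0.10, adjusted p = 0.003). In total, 112 genes peaked at 1 h in the fit of WT and BAY together and rose less with BAY. The 108 above have their peak from the fit of WT alone. Of the 112, 96 were lower in the test at 1 h alone (median −0.507), and 84 started from a higher level with BAY at 0 h (median 0.384), and at 1 h itself 16 were lower and 1 was higher in level (median −0.158). Cd69, for example, was 119 ± 1.46 CPM in WT and 184 ± 4.55 CPM with BAY at 0 h, and 465 ± 19.2 CPM and 412 ± 19 CPM at 1 h (n = 2 each). The class held 67 genes without WT 0 h replicate 2, 239 without the filter on low counts, 205 at a threshold of 1.5-fold and 20 with all libraries in one fit. From the suppression by BAY together with RelA binding at 1 h, the paper proposes that the genes of its early class that bind RelA are direct targets of NF-κB.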

A total of 101 of these genes also bound Rel at 18 h (blue numbers), although RNA levels did not change. A total of 271 genes with intermediate activation profiles were suppressed by the inhibitor (Fig. 3d, cluster I2), of which 64 bound RelA at 1 h. 

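Interferon-stimulated genes stood out among the genes that peaked at 4 h and rose less with BAY. Ifit3 reached 69.6 ± 2.47 CPM (n = 2) in WT at 4 h and 25.3 CPM (n = 1) with BAY, an effect on the change of −1.98 (SE 0.15, edgeR adjusted p = 0.00021). Ifit2, which encodes a related RNA-binding protein, had an effect of −1.75 (SE 0.15, edgeR adjusted p = 0.00022). Of 32 interferon-stimulated genes, 29 had a smaller change with BAY at 4 h (32 when adjusted over the list alone), 19 of them by at least 2-fold, with a median of −1.18. The death receptor gene Fas, which rose by 1.19 (SE 0.16) in WT, had an effect of −1.18 (SE 0.24, edgeR adjusted p = 0.015). The class counted 147 genes, of which 88 had a smaller change with BAY at 1 h, 78 at 4 h and 114 at 18 h. With BAY, 110 of them were higher at 0 h (median 0.397), and at 4 h 48 were lower and 11 higher in level (median −0.0252). BAY at 4 h was a single library, whose spread was taken from the other conditions. The class held 87 genes without WT 0 h replicate 1, 72 without WT 0 h replicate 2, 87 without WT 4 h replicate 2, 90 without BAY 0 h replicate 1, 78 without BAY 0 h replicate 2, 26 with all libraries in one fit and 0 by k-means, against 147.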

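Genes of mitosis and DNA synthesis were among those that peaked at 18 h in WT and rose less when BAY was present. Ccnb2, a cyclin of mitotic entry, rose by 1.03 (SE 0.16) in WT at 18 h, and the effect of BAY on its change was −1.41 (SE 0.24, edgeR adjusted p = 0.0032). Cenpf, a kinetochore gene, had an effect of −1.34 (SE 0.18, edgeR adjusted p = 0.0011), and Rrm2, a subunit of ribonucleotide reductase, of −1.35 (SE 0.20, adjusted p = 0.002). Mki67, a marker of proliferating cells, was 242 ± 2.24 CPM in WT and 151 ± 2.67 CPM with BAY at 18 h (n = 2 each), an effect of −1.13 (SE 0.07, edgeR adjusted p = 1.1e-05). The class counted 599 genes, and 557 of them were lower in the test at 18 h alone (median −0.603). The change was already smaller at 1 h in 429 of them (median −0.517) and at 4 h in 291 (median −0.488). At 0 h, 558 of the 599 were higher with BAY (median 0.62). At 18 h, 50 were lower and 10 higher in level, and the median difference in level was −0.0123. Genes of myeloid cells, among them Adgre1 (−1.52, SE 0.13, edgeR adjusted p = 7.1e-05 at 18 h), Clec4d and Fcgr1, were in the class as well. Ccnb2 was higher with BAY at 0 h by 1.12 (SE 0.17), and its level at 18 h differed by −0.29 (SE 0.17, edgeR adjusted p = 0.41). The class held 341 genes without WT 0 h replicate 1, 297 without WT 0 h replicate 2, 357 without BAY 0 h replicate 1, 339 without BAY 0 h replicate 2, 307 with the time of the peak taken from RelA fl/fl B cells and 259 with all libraries in one fit.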

A total of 1,179 late-induced genes were suppressed by the inhibitor (Fig. 3d, clusters I1 and I6), of which 254 bound Rel at 18 h. Although many of these genes also bound RelA at 1 h, maximal RNA expression coincided with late Rel binding. For a small subset of target genes, we confirmed that RNA induction was accompanied by increased protein expression (Supplementary Fig. 3c). 

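At the RNA level, all 8 genes that the study measured as protein, Myc, Egr2, Rel, Nfkbia, Bhlhe40, Ezh2, Hsp90ab1 and Cd72, were higher at 1 h and at 4 h in WT B cells, and 6 were higher at 18 h. Ezh2, a histone methyltransferase gene needed in dividing B cells, rose by 2.15 (SE 0.06, edgeR adjusted p = 3.4e-09) at 18 h, and the effect of BAY on its change was −0.48 (SE 0.07, adjusted p = 0.0021). Hsp90ab1, a chaperone gene, rose by 1.72 (SE 0.10) at 18 h. Cd72, a B cell coreceptor gene, rose by 1.32 (SE 0.05) at 4 h, and BAY had an effect of −0.33 (SE 0.08, edgeR adjusted p = 0.018) on its change at 1 h. At 1 h, 4 of the 8 genes had a smaller change with BAY (Bhlhe40, Cd72, Egr2 and Nfkbia; 7 when adjusted over the list alone). At 0 h, 4 of the 8 were higher with BAY and Rel was lower. In level, Cd72 and Nfkbia were lower at 1 h, and Ezh2 at 18 h (−0.28, SE 0.05, edgeR adjusted p = 0.018). The study chose these genes, so the counts are not independent evidence of a direction.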

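Egr2 and Axl show an early and a late course. Egr2 (ENSMUSG00000037868, chromosome 10, 66998223 to 67004936 of NCBIM37), which encodes a zinc finger transcription factor, went from 56.2 ± 0.324 CPM at 0 h to 690 ± 17 CPM at 1 h in WT (n = 2 each), a log2 change of 3.58 (SE 0.05, edgeR adjusted p = 1.5e-09). With BAY it went from 71.3 to 620 ± 18.3 CPM, an effect on the change of −0.41 (SE 0.06, edgeR adjusted p = 0.0032). Axl (ENSMUSG00000002602, chromosome 7, 26542292 to 26573724), a receptor tyrosine kinase gene, went from 9.38 ± 0.559 CPM at 0 h to 122 ± 10.1 CPM at 18 h in WT, a log2 change of 3.59 (SE 0.08, edgeR adjusted p = 1.4e-09). With BAY it went from 22.5 to 95.6 ± 3.61 CPM, an effect of −1.56 (SE 0.12, edgeR adjusted p = 4.9e-05). Axl was higher with BAY at 0 h (1.18, SE 0.09, edgeR adjusted p = 1e-05), and at 18 h its level differed by −0.37 (SE 0.08, adjusted p = 0.038).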

Taken together, these experiments identify early and late NF-κB target genes in BCR-activated B cells (Fig. 3g and Extended Data Tables 3–5).

In each cluster of differentially expressed genes, we found many genes that did not inducibly bind either RelA or Rel (Fig. 3d, difference between gray and red/blue numbers). Our interpretation is that such genes were activated by transcription factors induced by NF-κB and reflect transcriptional cascades initiated by NF-κB activation (see subsection ‘NF-κB-induced cascades’). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses revealed distinct biological functions of early and late NF-κB activation (Supplementary Fig. 3d). 

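Genes of the early response, of division and of respiration had smaller changes from 0 h with BAY. At 1 h, 14 of 27 immediate early genes had a smaller change (17 when adjusted over the list alone), with Fosb and Fos the largest, and so had 14 of 36 genes of the bZIP family of transcription factors (16 over the list alone). At 4 h, mitosis genes had a smaller change in 10 of 30 and chaperone genes in 15 of 29. At 18 h, mitosis genes had a smaller change in 26 of 30 (28 when adjusted over the list alone), 19 of them by at least 2-fold, with a median of −1.06, and DNA replication genes in 28 of 40 (36 over the list alone; median −0.493). Of 76 genes of oxidative phosphorylation, 51 had a smaller change at 1 h, 21 at 4 h and 53 at 18 h. Of 32 interferon-stimulated genes, 1 had one at 1 h and 27 at 18 h (median −0.827). Glycolysis genes had a smaller change in 8 of 21 at 18 h, among them Tpi1 and Ldha, and Eno2 had a larger one. In level, 18 of the immediate early, 26 of the mitosis, 29 of the DNA replication and 18 of the interferon-stimulated genes were higher with BAY at 0 h. At 1 h, 5 immediate early genes were higher and 1 lower in level. At 18 h, 7 mitosis, 2 DNA replication and 20 interferon-stimulated genes were lower, and 3 genes of oxidative phosphorylation were higher. Myeloid markers moved in the same direction at 1 h, when 9 of 15 had a smaller change (median −1.05), as did 6 of 9 NK cell markers and 5 of 8 erythroid markers. At 18 h, 8 of the 15 myeloid markers had one (median −0.641), with the macrophage genes C1qc (−8.20, SE 0.99, edgeR adjusted p = 0.00092) and C1qa (−3.54, SE 0.44, edgeR adjusted p = 0.00077) the largest.

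**Figure D1:**
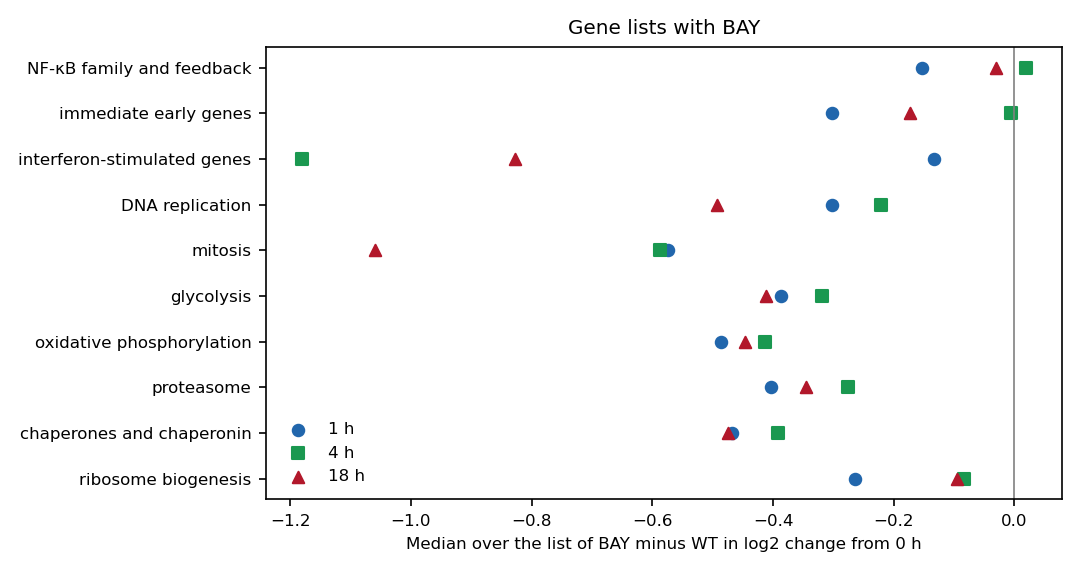
Gene lists with BAY. For each list, the median over its genes of the log2 change from 0 h with BAY minus that in WT is shown at 1 h (circles), 4 h (squares) and 18 h (triangles). Values left of the vertical line mean a smaller change with BAY. BAY at 4 h is 1 library, all other conditions are 2.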

The early transient response (cluster I3) captured pathways such as ‘NF-κB signaling’ and various cancer-related pathways as the most significant. By contrast, long-term responses (clusters I1 and I6) were enriched for aspects of cell cycle regulation, metabolism and neurodegenerative diseases (Supplementary Fig. 3d). 

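Lists of genes for textbook pathways were tested for enrichment in place of KEGG, which was not available. Suppressed means a smaller change from 0 h, and 84 of the 112 early genes were higher with BAY at 0 h. At 1 h, 16 of them were lower and 1 was higher in level. The 112 early genes that BAY suppressed held 6 of 26 genes of the NF-κB family and its feedback regulators. These were Nfkbia, Nfkbid and Nfkbiz, which encode IκB proteins, Tnfaip3, which encodes the ubiquitin-editing enzyme A20, Traf1, a TNF receptor adaptor gene, and Ripk2, a kinase gene of NOD signalling. The enrichment over all genes tested had an adjusted p of 4.95e-08 (one-sided Fisher's exact test), and 2.94e-07 among genes upregulated in WT. The early class also held 11 of 27 immediate early genes, such as Atf3, Egr2, Fos and Nr4a3 (Fisher's exact test, adjusted p = 1.81e-17), and 9 of 36 bZIP genes, such as Crem, Ddit3 and Mafk (adjusted p = 3.69e-12). Among genes upregulated in WT, these had adjusted p-values (Fisher's exact test) of 1.25e-12 and 8.29e-11. The activation markers Cd274, Cd69 and Cd83 were in the class (Fisher's exact test, adjusted p = 0.000576, and 0.0102 among genes upregulated in WT). Against WT genes with a peak at 1 h only, a background chosen after seeing the data, the adjusted p-values (Fisher's exact test) were 0.0253 for the NF-κB list and for immediate early genes, 0.0019 for bZIP genes and 0.316 for activation markers.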

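The 599 late genes that BAY suppressed were enriched for cell cycle genes by the same test. Of these genes, 558 were already higher with BAY at 0 h, and 50 were lower and 10 higher in level at 18 h. The enrichment thus describes smaller changes from 0 h and not lower levels. The 599 genes were also set against WT genes with a peak at 18 h only, a background chosen after seeing the data. They held 23 of 30 mitosis genes (Fisher's exact test, adjusted p = 1.47e-27) and 22 of 40 DNA replication genes (adjusted p = 6.56e-22), and among genes upregulated in WT the adjusted p-values were 7.35e-14 and 1.48e-08. Among genes with a peak at 18 h they were 3.24e-09 and 0.000171 (Fisher's exact test). Genes of energy metabolism were enriched over all genes tested as well. The class held 25 of 76 genes of oxidative phosphorylation (Fisher's exact test, adjusted p = 2.83e-18, 4.87e-07 among upregulated genes and 0.00292 among those with a peak at 18 h) and 7 of 21 glycolysis genes, Aldoa, Gapdh, Gpi1, Ldha, Pgam1, Pkm and Tpi1 (adjusted p = 1.11e-05, 0.0222 among upregulated genes and 0.0707 among those with a peak at 18 h). Chaperone genes made up 18 of 29 (Fisher's exact test, adjusted p = 2.19e-19, and 2.17e-07 among genes with a peak at 18 h). The class held 9 of 32 interferon-stimulated genes (Fisher's exact test, adjusted p = 2.4e-06). Among upregulated genes and those with a peak at 18 h, the adjusted p-values (Fisher's exact test) were 0.0831 and 0.00168. Proteasome genes and G1 cyclin and E2F genes were enriched over all genes tested (Fisher's exact test, adjusted p = 6.47e-06 and 0.000264), but not among genes upregulated in WT (adjusted p = 0.058 for both). No list of disease genes was tested.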

Finally, RelA and Rel also bound to many genes that were activated by BCR crosslinking but unaffected by the inhibitor (Supplementary Fig. 3e) or unaffected by activation (Supplementary Fig. 3f). Such genes may be activated by NF-κB in response to other stimuli.

### Subunit selective NF-κB target genes

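RelA deficiency was tested in B cells of RelA fl/fl × Cd19-cre mice (RelA cKO) against RelA fl/fl B cells, and Rel deficiency in B cells labelled Rel KO against the 8 WT libraries that also served as controls for BAY. Each group had 2 libraries at 0, 1, 4 and 18 h, and library totals were 35.9 to 49.6 × 10⁶ counts for RelA fl/fl and RelA cKO and 22.3 to 28.8 × 10⁶ for Rel KO. Transcript of the targeted gene differed between the models. Rela (ENSMUSG00000024927, chromosome 19, 5637483 to 5648130 of NCBIM37), which encodes RelA, was 124 ± 3.66 CPM in RelA fl/fl and 58.7 ± 1.48 CPM in RelA cKO at 0 h (n = 2 each), a log2 difference of −1.09 (SE 0.10, edgeR adjusted p = 0.00034), and it was lower by 0.89 to 1.00 at the later times. Rel (ENSMUSG00000020275, chromosome 11, 23641514 to 23670970), which encodes c-Rel, was not lower in the libraries labelled Rel KO at 0, 1 or 4 h, and was lower at 18 h. Its level was 329 ± 24.2 CPM in WT and 418 ± 11.3 CPM in Rel KO at 0 h, 757 ± 66.9 CPM and 1260 ± 1.01 CPM at 1 h, 562 ± 21.7 CPM and 602 ± 52.8 CPM at 4 h, and 400 ± 36.9 CPM and 229 ± 9.6 CPM at 18 h. A count for the whole gene can include transcript from outside a deleted part, so that it does not check the genotype, and the directions below are those of the libraries labelled Rel KO. Of 18189 genes tested in RelA cKO, 6 differed from RelA fl/fl at 0 h (Cd19, Hspb1, Ighv2-3, Igkv19-93, Lmna and Rela), and of 18767 tested in Rel KO, 3998 differed from WT at 0 h. All 6 were lower in RelA cKO, with a log2 difference of −0.92 (SE 0.08, edgeR adjusted p = 0.00025) for Cd19. RelA cKO and RelA fl/fl thus differ in Cd19-cre and Cd19 transcript as well as in RelA. The effects of RelA cKO below do not separate these. The count of 6 was 63 and 11 without RelA fl/fl 0 h replicate 1 or 2, 15 without RelA cKO 1 h replicate 1 or 2, 20 without RelA cKO 4 h replicate 1 or 2, 151 with DESeq2, 625 without the filter on low counts, 396 with all libraries in one fit and 24 with the share of Y-linked transcripts as a covariate. The count of 3998 was 2257 and 2548 without WT 0 h replicate 1 or 2, 2561 and 2421 without Rel KO 0 h replicate 1 or 2, and 2363 with all libraries in one fit. The pools differed in sex, as read from genes of the sex chromosomes. In RelA fl/fl, Y-linked transcripts made up 1.84 and 1.95% of their sum with Xist at 0 h, and 94.6 and 98.6% at 1 h. The RelA fl/fl libraries of 0 h and 1 h thus came from different pools. Their change from 0 h to 1 h also runs from female to mostly male cells. In RelA cKO, the shares were 75.7 and 46.6% at 0 h, and 99.9 and 1.62% at 1 h. Xist was higher in Rel KO than in WT at 0 h (2.40, SE 0.10, edgeR adjusted p = 6e-08), and in RelA fl/fl and RelA cKO its level differed between replicates of one time by a median of 4.63 on the log2 scale. Over WT, BAY and Rel KO that median was 0.0776, so replicates there were much alike in sex. For the hemoglobin gene Hbb-bs the medians were 1.59 in RelA fl/fl and RelA cKO and 0.131 over WT, BAY and Rel KO. Whether the latter replicates came from separate pools cannot be told from these values. Their spread may be smaller than that between separate pools. Counts of genes called with BAY and in Rel KO are therefore not on one scale with those in RelA cKO. RelA fl/fl 0 h replicate 1 was rich in heat-shock transcripts, with 3110 CPM of Hspa1a. In simulated data, 56% of 2-fold effects were recovered for RelA cKO and 74% for Rel KO.

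**Figure D2:**
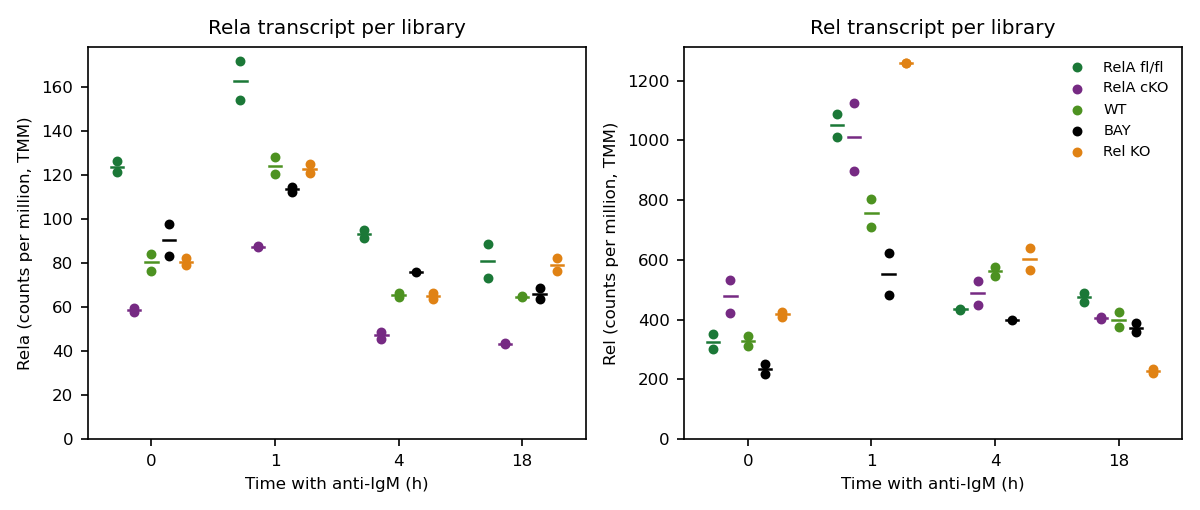
Transcript of the targeted genes in each library. Rela (left) and Rel (right) are shown in CPM normalized by TMM for every group and time point. Dots are libraries and short lines are means, n = 2 libraries except for BAY at 4 h, where n = 1.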

To distinguish between the effects of RelA and Rel, we carried out time-dependent RNA-seq in RelA-(*RelA*^*fl/fl*^*xCd19-cre* mice; Supplementary Fig. 4a) or Rel- (*Rel*^−/^^−^) deficient B cells following BCR crosslinking. Previous studies have shown that germline or conditional Rel knockouts have similar B cell subsets and functional responses^24^. Differential gene expression analyses were carried out with DESeq2 and displayed after *k*-means clustering (Fig. 3e,f). The most prominent effects of RelA deficiency were observed at 1 h (Fig. 3e, clusters RA3 and RA5), whereas those of Rel deficiency were observed at 4 h and 18 h (Fig. 3f, clusters R1, R3 and R4). 

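In RelA cKO, most calls were made at 1 h. The largest falls in the change from 0 h at this time were in transcripts such as Trf (−1.55, SE 0.41, edgeR adjusted p = 0.048), which encodes transferrin, and Sla (−1.45, SE 0.36, adjusted p = 0.038), an adaptor of antigen receptor signalling, and the largest increases included Zhx2 (1.49, SE 0.24, adjusted p = 0.017), a homeobox repressor gene, and Fyn (1.35, SE 0.24, adjusted p = 0.017), a Src family kinase gene. At 1 h, 333 genes were lower and 566 higher in their change in RelA cKO, at 4 h 0 and 1 (Ighv2-3), and at 18 h 0 and 3 (Ighv2-3, Igkv19-93 and Ly6a). With DESeq2, 6 were lower and 6 higher at 4 h and 22 and 51 at 18 h. Without the filter on low counts, these were 145 and 150 and 167 and 355. With all libraries in one fit, they were 17 and 10 and 64 and 105. At an unadjusted p under 0.05, edgeR counted 729 lower and 515 higher at 4 h and 649 and 719 at 18 h. The counts of 333 and 566 depended on single libraries. They were 0 and 1 without RelA cKO 0 h replicate 2, 5 and 28 without RelA fl/fl 0 h replicate 2, 28 and 29 without RelA fl/fl 1 h replicate 2, 124 and 301 without RelA fl/fl 1 h replicate 1, 19 and 90 without RelA cKO 1 h replicate 2, 68 and 103 without RelA cKO 1 h replicate 1, 140 and 271 without RelA fl/fl 4 h replicate 1, 140 and 270 without RelA fl/fl 4 h replicate 2, 199 and 373 without RelA cKO 18 h replicate 1, 203 and 370 without RelA cKO 18 h replicate 2, and 780 and 834 without RelA fl/fl 0 h replicate 1. They were 701 and 1168 with DESeq2, 960 and 1115 without the filter on low counts, and 1310 and 1629 with all libraries in one fit. They were 29 and 48 with the share of Y-linked transcripts as a covariate, which was chosen after seeing the data. Over the 899 genes called without it, the median absolute effect was 0.76 before and 0.75 after, and the median SE 0.16 and 0.19. At 4 h, the 1 was 4 without RelA fl/fl 0 h replicate 2. At 18 h, the 0 was 7 without RelA fl/fl 0 h replicate 1 and 1 without RelA fl/fl 4 h replicate 1 or 2 or RelA cKO 18 h replicate 2, and the 3 was 9 and 8 without RelA fl/fl 0 h replicate 1 or 2, 5 without RelA fl/fl 4 h replicate 1 or 2 or RelA cKO 1 h replicate 1 or 2, 6 without RelA cKO 4 h replicate 1 or 2, 16 without RelA cKO 18 h replicate 2, and 1 without RelA fl/fl 18 h replicate 1 or RelA cKO 0 h replicate 1 or 2. In the libraries labelled Rel KO, effects reached all 3 times. There, 3554 genes were lower and 2387 higher at 1 h, 1017 and 568 at 4 h, and 2095 and 1731 at 18 h. The 2387 were 1511 and 1570 without WT 0 h or 1 h replicate 2. The 1017 and 568 were 542 and 363 without WT 0 h replicate 1, 548 and 328 without WT 4 h replicate 1, 402 and 297 without WT 4 h replicate 2, and 578 and 341 without Rel KO 0 h replicate 1, and the 1017 were 449, 565 and 533 without WT 0 h, Rel KO 0 h or Rel KO 4 h replicate 2. At least 2-fold effects were found in 163 and 1161 genes at 1 h, 91 and 116 at 4 h, and 348 and 498 at 18 h. Of 76 genes of oxidative phosphorylation, 67 were lower in their change at 1 h (74 over the list alone; median −0.563), and at 4 h and 18 h interferon-stimulated genes were lower in 27 and 30 of 32 (31 and 30 over the list alone), with Oas3 at −2.45 (SE 0.19, edgeR adjusted p = 3.8e-06) at 18 h.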

Absence of Rel also increased the inducible activation of many genes at 1 h (Fig. 3f, cluster R2). 

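Some immediate early transcription factor genes rose more by 1 h in the libraries labelled Rel KO, though the immediate early list as a whole went both ways. Fosb, an AP-1 subunit gene, had an effect on the change of 1.08 (SE 0.26, edgeR adjusted p = 0.0077), Egr2 of 0.88 (SE 0.09, adjusted p = 0.00011) and Egr3, a related zinc finger gene, of 1.66 (SE 0.14, adjusted p = 5.5e-05). Of 336 genes with their WT peak at 1 h, 85 had a larger and 25 a smaller change in Rel KO, with a median of 0.267. Of 27 immediate early genes, 7 had a larger and 7 a smaller change. At 1 h itself, 63 of the 336 were higher and 100 lower in level in Rel KO than in WT (median −0.0433), and at 0 h 24 were higher and 96 lower (median −0.165). Egr3 was 23.5 ± 2.43 CPM in WT and 16.1 ± 0.778 CPM in Rel KO at 0 h, and 191 ± 18.3 CPM and 398 ± 3.32 CPM at 1 h (n = 2 each). Over all genes, a larger change at 1 h was found in 2387, in 1555 with DESeq2 and in 1546 with all libraries in one fit. Among genes of at least 10 CPM whose replicates moved alike, the largest increases included RP24-216M19.5 (2.70, SE 0.27, edgeR adjusted p = 0.00012) and Rnu3a (2.45, SE 0.56, adjusted p = 0.0066). In level, 10517 of 18767 genes differed from WT at 1 h, so the difference was not confined to early genes.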

We conclude that RelA and Rel regulate temporally distinct phases of inducible gene expression in B cells.

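The effects of both deficiencies were also tested against each other. At 1 h, the effect on the change from 0 h differed in 4042 genes, with that of RelA cKO above that of Rel KO in 2988 and below it in 1054. Nfkbia was among those below (−0.88, SE 0.18, edgeR adjusted p = 0.0017), as was Bhlhe40, a transcriptional repressor gene (−1.84, SE 0.29, adjusted p = 0.00047). At 4 h, 104 genes differed (72 above and 32 below), and at 18 h 864 (498 above and 366 below). At 18 h, Axl (2.20, SE 0.55, edgeR adjusted p = 0.024) and the adhesion gene Icam1 (1.48, SE 0.25, adjusted p = 0.0017) lay above, as did Oas3 (4.00, SE 0.71, adjusted p = 0.0025), whose rise by 18 h was larger in the WT control than in the RelA fl/fl control by 4.20 (SE 0.47, adjusted p = 1e-04). Across 17656 genes, which are not independent replicates, the effects of RelA cKO and of Rel KO had Pearson correlations of 0.01 at 1 h, 0.03 at 4 h and 0.03 at 18 h. The count at 18 h was 491 without WT 0 h replicate 2, 556 without WT 0 h replicate 1, 554 without RelA cKO 18 h replicate 1, 558 and 539 without Rel KO 0 h replicate 1 or 2, 529 and 531 without Rel KO 18 h replicate 1 or 2, and 1399 without the filter on low counts. Rel transcript was not lower in the libraries labelled Rel KO at 0, 1 or 4 h, and the groups differed in controls and depth. From the times at which each deficiency acted, the paper concludes that RelA and Rel control separate phases of the response.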

#### Rapidly activated genes

Twenty-one of 113 RelA-binding genes in cluster I3 were shared with cluster RA3 (Fig. 4a and Extended Data Table 2). These genes were classified as being RelA-selective. Some of the best documented NF-κB target genes, such as *Tnfaip3*, *Gadd45b* and *Nfkbia*, were in this subset. This list also contained many genes, such as *Bhlhe40*, *Arl5b* and *Plaur*, that had not been previously associated with RelA. 

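Tnfaip3, Nfkbia and Gadd45b had lower values in RelA-deficient B cells at 1 h. Tnfaip3 (ENSMUSG00000019850, chromosome 10, 18720716 to 18735463 of NCBIM37) encodes A20, which ends NF-κB signalling. It was 211 ± 128 CPM at 0 h and 334 ± 2.6 CPM at 1 h in RelA fl/fl, and 169 ± 55.9 CPM and 81.1 ± 19.8 CPM in RelA cKO (n = 2 each). Its effect on the change was −1.70 (SE 0.45, edgeR adjusted p = 0.049), and its level at 1 h was lower (−2.03, SE 0.33, adjusted p = 0.0088). Nfkbia (ENSMUSG00000021025, chromosome 12, 56590398 to 56593634), which encodes the inhibitor IκBα, was 492 ± 50.9 CPM in RelA fl/fl and 244 ± 7.56 CPM in RelA cKO at 1 h, an effect on the change of −0.78 (SE 0.16, edgeR adjusted p = 0.022). Gadd45b (ENSMUSG00000015312, chromosome 10, 80392836 to 80394949), which encodes a stress-response protein that limits JNK signalling, had an effect of −0.68 (SE 0.24, edgeR adjusted p = 0.11), and its level at 1 h was lower (−1.00, SE 0.17, adjusted p = 0.0099). With BAY, the effects on the change at 1 h were −1.00 (SE 0.06, edgeR adjusted p = 7.2e-05) for Tnfaip3, −0.61 (SE 0.10, adjusted p = 0.004) for Nfkbia and −0.87 (SE 0.16, adjusted p = 0.0063) for Gadd45b. With the share of Y-linked transcripts as a covariate, chosen after seeing the data, the effect of RelA cKO on Nfkbia was −0.89 (SE 0.17, edgeR adjusted p = 0.054) and that on Tnfaip3 −1.70 (SE 0.51, adjusted p = 0.12), so that neither passed over all genes. Adjusted over the list of RelA-selective genes alone, both passed (edgeR adjusted p = 0.0029 and 0.0085).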

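Of the 14 genes that the text names as RelA-selective, 8 had a smaller change at 1 h in RelA cKO (A930024E05Rik, Arl5b, Ing3, Nfkbia, Rap1b, Ripk2, Samsn1 and Tnfaip3), and none a larger one, with a median of −0.785. Adjusted over the list alone, all 14 were lower, but the study chose these genes on these samples, so this is not independent evidence of a direction. Arl5b (ENSMUSG00000017418, chromosome 2, 14971022 to 15004083 of NCBIM37), a small GTPase gene of the Golgi, had an effect of −1.10 (SE 0.26, edgeR adjusted p = 0.036). Its level was 69.2 ± 21.5 CPM in RelA fl/fl and 135 ± 19.9 CPM in RelA cKO at 0 h, and 360 ± 11.5 CPM and 323 ± 70.2 CPM at 1 h (n = 2 each). Bhlhe40 (ENSMUSG00000030103, chromosome 6, 108610623 to 108616919) and Plaur (ENSMUSG00000046223, chromosome 7, 25247519 to 25260892), the urokinase receptor gene, had effects of −0.90 (SE 0.25, edgeR adjusted p = 0.055) and −0.89 (SE 0.25, adjusted p = 0.06), which did not pass. Samsn1, an adaptor that limits B cell activation, had an effect of −0.88 (SE 0.23, edgeR adjusted p = 0.046). At 0 h, 10 of the 14 were higher in RelA cKO when adjusted over the list alone (median 0.403), and at 1 h Gadd45b, Nfkbia, Pim1 and Tnfaip3 were lower in level. The count of 8 was 0 without RelA fl/fl 0 h replicate 2, RelA fl/fl 1 h replicate 2, RelA cKO 0 h replicate 2, or RelA cKO 1 h replicate 1 or 2, 2 without RelA fl/fl 1 h replicate 1 or RelA fl/fl 4 h replicate 1 or 2, and 3 without RelA cKO 18 h replicate 1 or 2. It was 14 with DESeq2. With the Y-linked share as a covariate it was 0 over all genes and 14 over the list alone, where the median effect was −0.89 (median SE 0.26) against −0.79 (median SE 0.23).

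**Figure D3:**
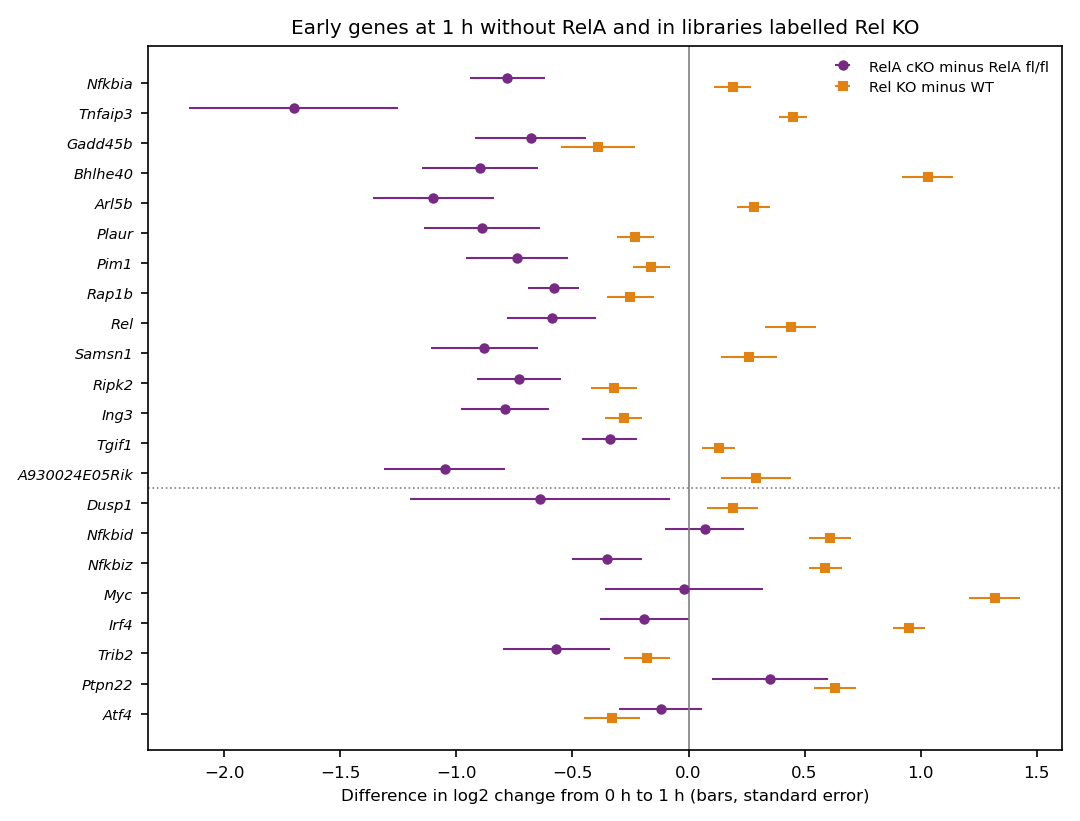
Early genes at 1 h. The difference between deficient and control B cells in the log2 change from 0 h to 1 h is shown for RelA cKO against RelA fl/fl (circles) and for libraries labelled Rel KO against WT (squares), with bars for the standard error from edgeR. Genes named in the text as RelA-selective are above the dotted line and early genes named as not RelA-selective below it.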

Many RelA-selective genes were upregulated in the absence of Rel (cluster R2), indicating that nuclear co-expression of both factors attenuated RelA-dependent early gene activation (Extended Data Table 2).

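In the libraries labelled Rel KO, 4 of the 14 RelA-selective genes had a larger change at 1 h (Arl5b, Bhlhe40, Rel and Tnfaip3), 2 a smaller one (Ing3 and Ripk2), and the median was 0.157. Adjusted over the list alone, 4 were larger and 5 smaller. Bhlhe40, which limits B cell entry into germinal centres, had an effect of 1.03 (SE 0.11, edgeR adjusted p = 0.00014), from 52.1 ± 7.12 CPM in WT and 33.9 ± 1.97 CPM in Rel KO at 0 h to 200 ± 12.3 CPM and 257 ± 10.9 CPM at 1 h (n = 2 each). The effect on Tnfaip3 was 0.45 (SE 0.06, edgeR adjusted p = 0.00044) and that on Arl5b 0.28 (SE 0.07, adjusted p = 0.013), while Gadd45b had −0.39 (SE 0.16, adjusted p = 0.075) and Plaur −0.23 (SE 0.08, adjusted p = 0.055). In level at 1 h, Arl5b, Bhlhe40 and Rel were higher in Rel KO and 7 of the 14 were lower, among them Tnfaip3 (−0.37, SE 0.04, edgeR adjusted p = 1.5e-05). The list is the study's own choice and not independent evidence, and Rel itself, the targeted gene, was not lower in these libraries at 1 h.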

**Fig. 4:**
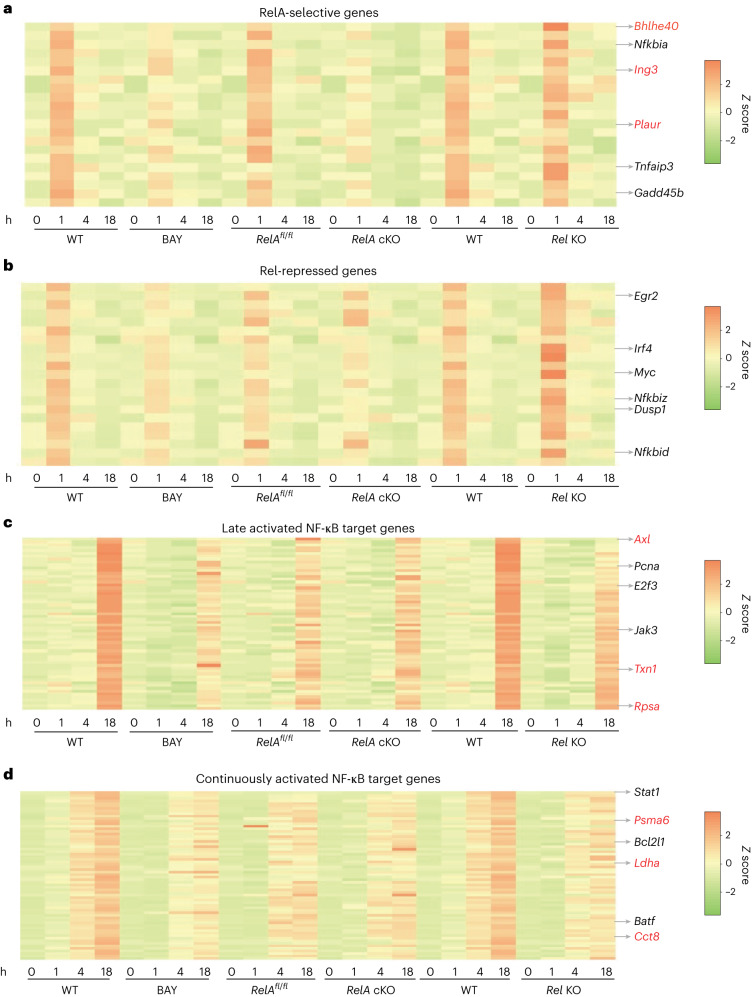
Subunit selective expression patterns of NF-κB target genes. **a**–**d**, RNA-seq *z* score heatmaps of selected genes affected by BAY 11-7082 treatment (columns 1–8), RelA deficiency (columns 9–16) or Rel deficiency (columns 17–24). Each set of eight columns shows kinetic expression patterns in control (WT or *RelA*^*fl/fl*^) and test cells (BAY, *RelA* cKO and *Rel* KO) after 0, 1, 4 and 18 h of activation. Representative genes are noted on the right of each panel. Newly identified NF-κB target genes are noted in red font. **a**, Expression patterns of 20 RelA-selective genes defined as those whose induction was reduced by the inhibitor and RelA deficiency (overlap between clusters I3 and RA3 in Fig. 3d,e). Expression patterns of the same genes in Rel-deficient B cells are shown in the last eight columns (most of these genes fell in cluster R2 in Fig. 3f). **b**, Additional genes whose expression was increased in Rel-deficient compared to WT B cells (cluster R2 in Fig. 3f). **c**, Expression patterns of NF-κB target genes that were maximally induced between 4 h and 18 h of activation (cluster I6 in Fig. 3d). **d**, Those that were discernibly upregulated at 4 h but reached maximal expression 18 h (cluster I1 in Fig. 3d).

To circumvent possible developmental abnormalities in B cells from *RelA*^*fl/fl*^*xCd19-cre* mice, we used Tat-Cre^25^ to delete RelA in mature B cells (Supplementary Fig. 4b). As controls, WT (C57BL/6) B cells were treated identically. We activated control and RelA-depleted cells with anti-IgM and evaluated the effects on RelA-selective gene induction. We found that activation profiles after *RelA* deletion in mature B cells closely resembled that of B cells from *RelA*^*fl/fl*^*xCd19-cre* mice (Supplementary Fig. 4c).

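Most early genes that BAY suppressed did not pass the test in RelA-deficient B cells. Of the 112 early genes, 108 could be tested in RelA cKO, and 10 of them (9.26%) had a smaller change at 1 h, among them Ripk2 (−0.73, SE 0.18, edgeR adjusted p = 0.038), Rap1b (−0.58, SE 0.11, adjusted p = 0.021), a small GTPase gene of cell adhesion, and A930024E05Rik (−1.05, SE 0.26, adjusted p = 0.038). Independent lists would share 2.02 genes, and among genes with their WT peak at 1 h the overlap had p = 0.00036 (one-sided Fisher's exact test). Over the whole class the median effect was −0.236, and 65.7% of the effects were negative. At 1 h, 8 genes of the class were lower in level in RelA cKO and 1 was higher. The Egr2 effect was −0.10 (SE 0.19, edgeR adjusted p = 0.82), and that of Ccl4 −0.18 (SE 0.43, adjusted p = 0.85). The count of 10 was 18 with DESeq2, 44 without the filter on low counts, and 0 with the share of Y-linked transcripts as a covariate, which was chosen after seeing the data. With that covariate the median effect of the class was −0.35, and 80 of the 108 effects were negative. The median SE went from 0.24 to 0.27, so that the calls ended with wider errors and not with smaller effects. The count was 35 without RelA fl/fl 0 h replicate 1, 0 without RelA fl/fl 0 h replicate 2, RelA fl/fl 1 h replicate 2, RelA cKO 0 h replicate 2 or RelA cKO 1 h replicate 2, 2 without RelA fl/fl 1 h replicate 1, 3 without RelA fl/fl 4 h replicate 1 or 2, 1 without RelA cKO 1 h replicate 1, and 6 without RelA cKO 18 h replicate 1 or 2.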

Eighty-one of 113 NF-κB target genes in cluster I3 were not differentially regulated in RelA-deficient B cells (Extended Data Table 2), suggesting that they were activated by either RelA or Rel. Yet, many of these genes fell in cluster R2 indicating that RelA was a better activator compared to Rel (Fig. 4b). 

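Of 111 early BAY-suppressed genes tested, 36 (32.4%) had a larger change at 1 h in the libraries labelled Rel KO and 16 (14.4%) a smaller one. Those with a larger change included Nr4a2 (0.63, SE 0.12, edgeR adjusted p = 0.0022), Traf1 (0.60, SE 0.08, adjusted p = 0.00055), a TNF receptor adaptor gene, and Ccl4 (0.45, SE 0.11, adjusted p = 0.014). Crem (−0.83, SE 0.12, edgeR adjusted p = 0.00059), which encodes a cAMP-responsive transcription factor, was among those with a smaller change. Independent lists would share 14.3 and 21.4 genes, and within the genes that peaked at 1 h in WT the overlaps had p = 0.0149 for a larger and p = 0.000679 for a smaller change (one-sided Fisher's exact test). In level at 1 h, 67 of the 111 were lower in Rel KO than in WT and 9 were higher, and at 0 h 60 were lower and 11 higher (median −0.334). The effect of RelA cKO lay above that of Rel KO in 8 genes of the class and below it in 18. BAY and Rel KO share the WT libraries, which ties both effects together. Across 17967 genes the covariance of the effects at 1 h was 0.43 and their correlation 0.57, against 0.14 and 0.49 in 10 simulations with shared controls and no effect. The controls, 2 per time, could not be split, so part of the overlap may come from them. Those simulations called at most 3 genes in Rel KO, too few to judge an overlap of calls. The count of 36 was 21 without WT 0 h replicate 1 or 2 or WT 1 h replicate 1, 22 without WT 1 h replicate 2, and 2 with all libraries in one fit.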

Our observations demonstrate differential activation potential of RelA or Rel on endogenous genes. This subset included genes such as *Dusp1*, *Nfkbid*, *Nfkbiz*, *Myc* and *Irf4*. 

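Myc, Irf4, Nfkbid and Nfkbiz rose strongly in WT at 1 h, did not pass the test in RelA cKO, and had a larger change in the libraries labelled Rel KO. Myc (ENSMUSG00000022346, chromosome 15, 61816946 to 61821929 of NCBIM37), which drives growth and division, went from 78.8 ± 8.22 CPM to 851 ± 84.9 CPM in WT and from 36.1 ± 3.07 CPM to 943 ± 46.9 CPM in Rel KO (n = 2 each), an effect on the change of 1.32 (SE 0.11, edgeR adjusted p = 5.5e-05). In RelA cKO its effect was −0.02 (SE 0.34, edgeR adjusted p = 0.99). Irf4 (ENSMUSG00000021356, chromosome 13, 30841095 to 30858796), which encodes a regulator of plasma cell and germinal centre fate, went from 429 to 2380 ± 38.4 CPM in WT and from 202 to 2090 ± 3.01 CPM in Rel KO, an effect of 0.95 (SE 0.07, edgeR adjusted p = 4.2e-05), and had −0.19 (SE 0.19, adjusted p = 0.59) in RelA cKO. Nfkbid and Nfkbiz, which encode nuclear IκB proteins, had effects of 0.61 (SE 0.09, edgeR adjusted p = 0.0009) and 0.59 (SE 0.07, adjusted p = 0.00022) in Rel KO. Dusp1, a MAP kinase phosphatase gene, had 0.19 (SE 0.11, edgeR adjusted p = 0.21) in Rel KO and −0.64 (SE 0.56, adjusted p = 0.55) in RelA cKO. Of the 8 early genes the text names as not RelA-selective, 0 had a smaller change in RelA cKO (edgeR, 0 over the list alone, 2 at an unadjusted p under 0.05 and 0 with DESeq2), and 5 had a larger one in Rel KO (Irf4, Myc, Nfkbid, Nfkbiz and Ptpn22; 5 higher and 1 lower over the list alone). The list is the study's own and not independent evidence. At 0 h, 7 of the 8 were lower in Rel KO (median −0.631), and at 1 h Myc was higher in level and Atf4, Dusp1, Irf4, Ptpn22 and Trib2 were lower. The count of 0 was 1 without RelA fl/fl 0 h replicate 1.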

A few genes in cluster I3 fell in RA5, indicating that they were positively regulated by Rel and suppressed by RelA at 1 h. 

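In RelA cKO, 4 early BAY-suppressed genes had a larger change at 1 h. These were Plau (1.72, SE 0.37, edgeR adjusted p = 0.026), which encodes the protease urokinase, Amz1 (1.36, SE 0.32, adjusted p = 0.034), a metalloprotease gene, Lmna (1.25, SE 0.21, adjusted p = 0.017) and Plk3 (0.60, SE 0.16, adjusted p = 0.048), a polo-like kinase gene. Plau was 14.2 ± 2.76 CPM in RelA fl/fl and 4.38 ± 0.766 CPM in RelA cKO at 0 h, and 50 ± 9.3 CPM and 50.2 ± 13.9 CPM at 1 h (n = 2 each). Plk3 was higher in level at 1 h (0.64, SE 0.11, edgeR adjusted p = 0.01). In the libraries labelled Rel KO, where Rel transcript was not lower at 1 h, the change of Plau was also larger (1.27, SE 0.17, edgeR adjusted p = 0.00056), as were those of Amz1 (0.45, SE 0.11, adjusted p = 0.0081) and Plk3 (0.49, SE 0.09, adjusted p = 0.0022). Lmna had an effect of −0.19 (SE 0.12, edgeR adjusted p = 0.26) there. Independent lists would share 3.43 genes, and the overlap had p = 0.244 (one-sided Fisher's exact test) among genes with their WT peak at 1 h. The 4 genes were named after their values were seen. The count of 4 was 0 without RelA cKO 0 h replicate 2 or RelA fl/fl 1 h replicate 2, 1 without RelA cKO 1 h replicate 1 or RelA fl/fl 0 h replicate 2. It was 2 without RelA cKO 1 h replicate 2, RelA fl/fl 1 h replicate 1, or RelA fl/fl 4 h replicate 1 or 2, and 1 with the share of Y-linked transcripts as a covariate.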

We conclude that the simultaneous nuclear presence of both RelA and Rel sets up a state of mutual antagonism at early activation time points.

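The 22 early genes that the text assigns to either class were compared for the effects of both deficiencies at 1 h. The effect of RelA cKO lay below that of Rel KO in 8 of the 14 RelA-selective genes (A930024E05Rik, Arl5b, Bhlhe40, Nfkbia, Rel, Samsn1, Tgif1 and Tnfaip3), and above it in none. For Tnfaip3 the difference was −2.07 (SE 0.50, edgeR adjusted p = 0.006), for Arl5b −1.29 (SE 0.29, adjusted p = 0.0041) and for Rel −0.94 (SE 0.23, adjusted p = 0.0065). It lay below in 3 of the 8 others, Irf4 (−1.05, SE 0.20, edgeR adjusted p = 0.0015), Myc (−1.26, SE 0.39, adjusted p = 0.027) and Nfkbiz (−0.85, SE 0.16, adjusted p = 0.0013). The lists are the study's own choice and not independent evidence. Rel transcript was not lower in the libraries labelled Rel KO at 1 h. From the genes that needed RelA and rose further without Rel, and the few with the opposite pattern, the paper concludes that both factors oppose each other early after activation. It also reports higher expression per cell of many of these genes without Rel, from single-cell data. For RelA-selective genes it adds deletion of RelA in mature B cells with Tat-Cre. Neither was recomputed here.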

#### Intermediate and late time points

Most RelA/Rel-binding genes with maximal expression at 18 h (clusters I1 and I6) were unaffected by RelA deficiency and located in Rel-responsive clusters R3 and R4 (Figs. 3f and 4c,d and Extended Data Tables 3 and 4). 

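The response of late BAY-suppressed genes to the deficiencies was counted at 18 h. Of 597 tested in RelA cKO, 0 had a smaller change at 18 h (edgeR; at an unadjusted p under 0.05, 16 had a smaller and 67 a larger one; 1 had a smaller one with DESeq2 and 12 without the filter on low counts) and 1 a larger one, Ly6a (1.74, SE 0.24, edgeR adjusted p = 0.034), a surface antigen induced by interferon. The median effect was 0.0203, and 46.6% of effects were negative. In the libraries labelled Rel KO, 223 of 599 (37.2%) had a smaller change at 18 h, among them Mki67 (−0.98, SE 0.08, edgeR adjusted p = 8.2e-06), Ube2c (−1.32, SE 0.25, adjusted p = 0.0028), a ubiquitin-conjugating enzyme gene of mitosis, and Orc1 (−1.03, SE 0.16, adjusted p = 0.00069), a replication origin gene. Another 25 had a larger change. In a test of the difference, added after the values were seen, the effect of RelA cKO lay above that of Rel KO in 80 of the 599 genes and below it in 2 (median difference 0.36). Independent lists would share 67.7 and 56.1 genes, and among genes with their WT peak at 18 h the overlap for a smaller change had p = 2.76e-20 (one-sided Fisher's exact test). In level at 18 h, 393 of the 599 were lower in Rel KO and 26 higher. The covariance of the BAY and Rel KO effects at 18 h was 0.22 and their correlation 0.25, against 0.15 and 0.49 simulated for shared WT controls without effects, so part of the overlap may come from the controls. The count of 223 was 104 without WT 0 h replicate 1 or 2, 145 without WT 4 h replicate 1, 131 without WT 18 h replicate 2, 144 without BAY 0 h replicate 2, 120 with the peak time from RelA fl/fl and 69 with all libraries in one fit. Without RelA fl/fl 0 h replicate 1, the count of 0 in RelA cKO was 1.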

We propose that these genes are direct targets of Rel. These included well-accepted Rel target genes (such as *Bcl2l1*), putative NF-κB target genes (such as *Icam1*) and many other genes that were not previously associated with Rel/NF-κB (such as *Axl*, *Ldha* and *Timm13*). 

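Bcl2l1 (ENSMUSG00000007659, chromosome 2, 152593052 to 152657464 of NCBIM37), which encodes the survival protein Bcl-xL, rose from 5.32 ± 0.628 CPM at 0 h to 50.1 ± 0.395 CPM at 4 h in WT, and from 2.15 ± 0.173 CPM to 3.22 ± 0.0393 CPM in the libraries labelled Rel KO (n = 2 each). The effect on its change was −2.68 (SE 0.15, edgeR adjusted p = 1.3e-06) at 4 h and −0.57 (SE 0.14, adjusted p = 0.012) at 18 h. Icam1 (ENSMUSG00000037405, chromosome 9, 20820404 to 20833241), the gene for the adhesion molecule ICAM-1, had an effect of −1.33 (SE 0.11, edgeR adjusted p = 7e-06) at 18 h, when it was 100 ± 9.94 CPM in WT and 35.4 ± 0.545 CPM in Rel KO. Axl had the largest effect of the list (−2.89, SE 0.15, edgeR adjusted p = 2.1e-07), with 14.2 ± 0.42 CPM in Rel KO at 18 h. Ldha (ENSMUSG00000063229, chromosome 7, 54096845 to 54110997), the lactate dehydrogenase A gene, had −0.77 (SE 0.12, edgeR adjusted p = 0.00074), and Timm13 (ENSMUSG00000020219, chromosome 10, 80362195 to 80363714), a mitochondrial import gene, −0.46 (SE 0.10, adjusted p = 0.006). In RelA cKO at 18 h, the effects were 0.26 (SE 0.24, edgeR adjusted p = 0.87) for Bcl2l1, 0.12 (SE 0.21, adjusted p = 0.96) for Icam1, −0.73 (SE 0.47, adjusted p = 0.79) for Axl, 0.00 (SE 0.15, adjusted p = 1) for Ldha and 0.16 (SE 0.20, adjusted p = 0.93) for Timm13. Of the 18 genes the text names as Rel targets, 12 had a smaller change at 18 h in Rel KO (13 when adjusted over the list alone) and 1 a larger one, Nfkbie (0.54, SE 0.08, edgeR adjusted p = 0.00036), with a median of −0.419. In RelA cKO, 0 had a smaller change (edgeR, 0 at an unadjusted p under 0.05, 0 with DESeq2 and 0 over the list alone; median −0.00709). The study chose the list, so it is not independent evidence. The effects of RelA cKO and Rel KO differed at 18 h for Arid3a, Axl, Icam1 and Ldha. Adjusted over the list alone, that of RelA cKO lay above in 8 genes and below in 1. By 18 h, 11 of the 18 genes rose more in WT than in RelA fl/fl (13 over the list alone, median difference 0.62). Part of the difference between both effects may thus come from the controls. The count of 12 was 6 with all libraries in one fit.

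**Figure D4:**
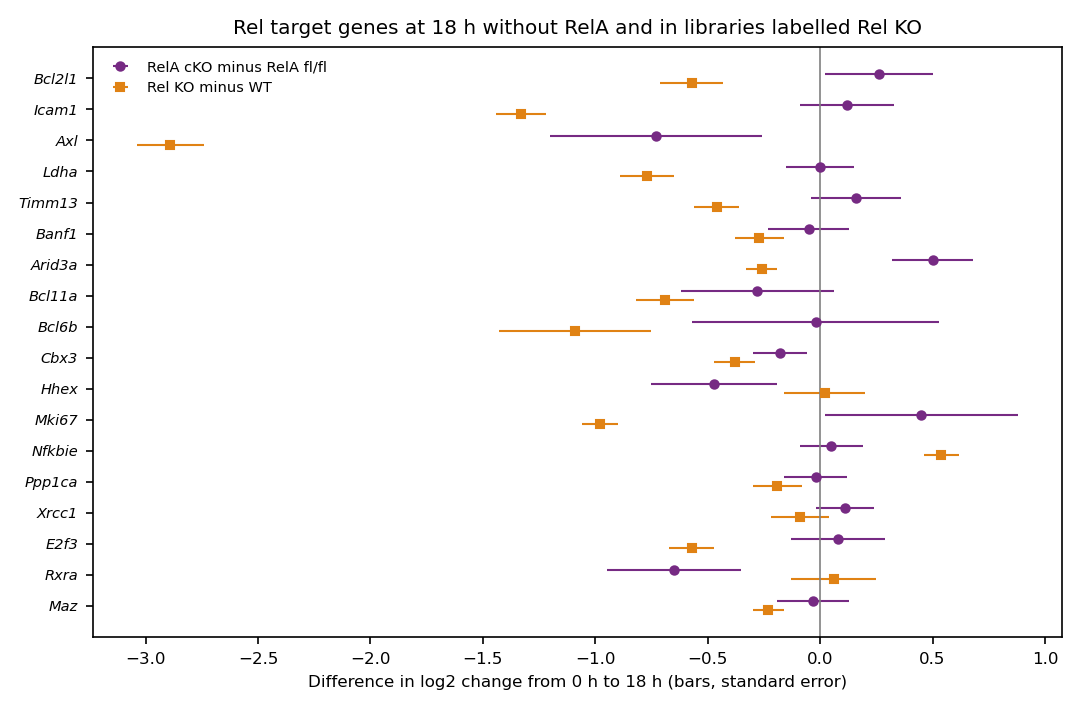
Rel target genes at 18 h. The difference between deficient and control B cells in the log2 change from 0 h to 18 h is shown for RelA cKO against RelA fl/fl (circles) and for libraries labelled Rel KO against WT (squares), with bars for the standard error from edgeR.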

Rel binding to a subset of these genes (Supplementary Fig. 4d) was further confirmed by ChIP–qPCR experiments (Supplementary Fig. 4e). Approximately one-third of NF-κB-responsive genes that were maximally expressed at 4 h (cluster I2) fell in cluster R1, marking them as Rel targets (Extended Data Table 5). 

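Among genes with a peak at 4 h that rose less with BAY, 15 of 17 interferon-stimulated genes also had a smaller change in the libraries labelled Rel KO. This was more often than in the rest of the class (one-sided Fisher's exact test, adjusted p = 0.0014, chosen after the values were seen). Both comparisons use the WT libraries, where 30 of 32 interferon-stimulated genes rose more by 4 h than in RelA fl/fl (median difference 2.42). The test therefore does not tell a shared effect from a property of these controls. Il2ra, the IL-2 receptor alpha chain, reached 54 ± 2.2 CPM in WT and 13.8 ± 1.59 CPM in Rel KO at 4 h (n = 2 each), an effect on the change of −1.43 (SE 0.16, edgeR adjusted p = 0.00024). Oas3, which encodes an enzyme that senses viral RNA, had −1.53 (SE 0.19, edgeR adjusted p = 0.00032), and Ifit3 −1.41 (SE 0.21, adjusted p = 0.0016). Of 147 genes of this class, 64 (43.5%) had a smaller change at 4 h in Rel KO and 6 a larger one (Fabp5, Hivep3, Mettl1, Mreg, Myb and Trib3). The median effect was −0.335, and 124 were lower in level at 4 h in Rel KO. Independent lists would share 8.1 genes with a smaller change, and within the genes that peaked at 4 h in WT the overlap had p = 3.1e-21 (one-sided Fisher's exact test). In RelA cKO, the median effect on the class at 4 h was −0.128. It was tested against that of Rel KO after the values were seen. Over all genes tested, the effects differed in 2 genes of the class, with that of RelA cKO below. Adjusted over the class alone, that of RelA cKO lay below in 2 and above in 7. The effects were thus not told apart for most of the class, though 76.9% of differences were positive (median difference 0.25). The covariance of the BAY and Rel KO effects at 4 h was 0.22 and their correlation 0.35, against 0.13 and 0.42 simulated for shared WT controls without effects, so part of the overlap may come from the controls. The count of 64 was 34 without WT 0 h replicate 2, 41 and 38 without WT 4 h replicate 1 or 2, 99 without the filter on low counts, 30 with the peak time from RelA fl/fl and 9 with all libraries in one fit.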

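Among WT genes that peaked late, more had a smaller than a larger change in the libraries labelled Rel KO, and most did not pass. Picking genes on their rise in the WT controls by itself favours a smaller change in Rel KO. Of 1106 genes with a WT peak at 4 h, 159 had a smaller and 22 a larger change at 4 h, and of 2322 with a peak at 18 h, 537 had a smaller and 82 a larger change at 18 h. Among DNA replication genes, 28 of 40 had a smaller change at 18 h (29 when adjusted over the list alone; median −0.522), with Prim2 (−1.08, SE 0.11, edgeR adjusted p = 4.2e-05), a primase subunit gene, and Gins2 (−1.00, SE 0.20, adjusted p = 0.0036), a helicase subunit gene. Mitosis genes had a smaller change in 16 of 30 (18 over the list alone; median −0.533), such as Cenpe (−1.24, SE 0.16, edgeR adjusted p = 0.00017), a kinetochore motor gene. Immediate early genes had a larger change in 12 of 27 at 4 h and 19 of 27 at 18 h, and all 5 follicular markers had a larger change at 18 h. Smaller changes of late genes were also present at 1 h, where 745 of the genes with a WT peak at 18 h had one, and at 0 h 22 of 30 mitosis genes were lower in level in Rel KO (median −0.731). Markers of other cells moved too, with a larger change at 18 h in 10 of 15 myeloid and 5 of 8 erythroid markers. In RelA cKO, Bcl2l1, Axl and Icam1 did not pass at 4 h or 18 h.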

We conclude that Rel-dependent gene expression occurs as early as 4 h after stimulation and dominates the NF-κB transcriptional landscape at longer time points. Most Rel target genes identified here have not been previously associated with NF-κB (Extended Data Tables 3–5).

To distinguish between NF-κB target gene expression in follicular and MZ B cells, we activated each cell type purified by fluorescence-activated cell sorting (FACS) (Supplementary Fig. 5a) with anti-IgM and carried out time-dependent RNA-seq. We found twofold fewer rapid, transiently induced genes in MZ cells (Supplementary Fig. 5b,c), and the NF-κB signaling pathway was missing in MZ cells at early time points (Supplementary Fig. 5d). Attenuated early NF-κB activation in MZ cells was substantiated by quantitative RT–PCR of select early induced NF-κB target genes (Supplementary Fig. 5e). These observations indicate that our present studies of NF-κB-dependent gene activation largely reflect responses of follicular B cells.

### Singe-cell analysis of NF-κB-dependent gene expression

To further dissect NF-κB responses, we carried out scRNA-seq in activated B cells from WT, conditional RelA knockout (*RelA*^*fl/fl*^*xCd19-cre, RelA* cKO) and Rel knockout (*Rel*^−/−^) mice. To focus on short- and long-term targets of RelA and Rel, respectively, we activated *RelA* cKO cells for 0, 1 and 4 h and *Rel*^*−/−*^ B cells for 0, 1 and 18 h. Uniform Manifold Approximation and Projection (UMAP) visualization showed relatively minor differences between genotypes, presumably reflecting alterations in only small subsets of genes due to the absence of specific NF-κB family members (Supplementary Fig. 6a). We focused on the behavior of RelA and Rel target genes identified by bulk RNA-seq analyses described above.

We observed markedly heterogenous responses of 20 RelA-selective genes (Fig. 5a). Some of the best-known NF-κB targets, such as *Tnfaip3*, *Gadd45b* and *Pim1*, were expressed in small proportions (5–25%) of activated cells. By contrast, *Rap1b* and *Rel* were expressed in relatively large proportions (70–90%) of cells. Single-cell analyses further corroborated reduced NF-κB activation in MZ B cells. Strongly RelA-dependent genes, such as *Nfkbia* and *Pim1*, were poorly induced in a cluster tentatively identified as MZ (based on the expression of *Cd1d1*, *Cd9*, *Tm6sf1*, *Dtx1*, *S1pr3* and *Cr2*) regardless of the RelA genotype (Supplementary Fig. 6b). However, other early NF-κB target genes that are less RelA-dependent, such as *Samsn1* and *Bhlhe40*, were inducible in this subset of cells. Additional studies will be required to rigorously define the contribution of BCR-induced NF-κB signaling in MZ B cells. We quantified the effects of RelA deficiency by measuring the average scaled expression levels in control and RelA-deficient cells (Supplementary Fig. 6c). We found that kinetic patterns and RelA selectivity of genes identified by bulk RNA-seq were also evident at single-cell resolution.

**Fig. 5:**
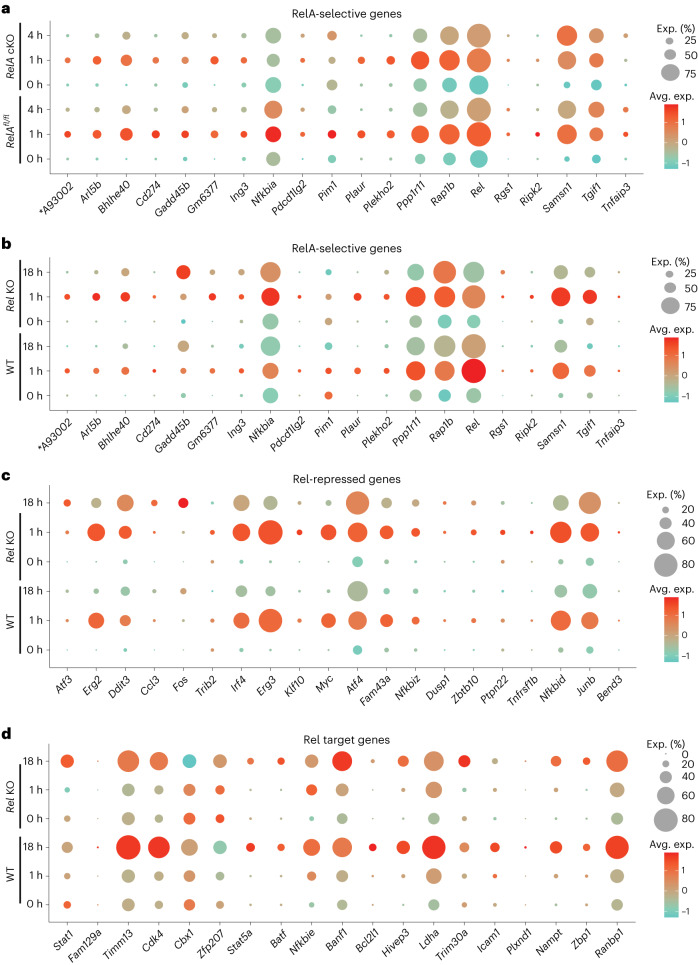
scRNA-seq analysis of NF-κB target genes in activated B cells. **a**–**d**, scRNA-seq was carried out with anti-IgM-activated B cells from *RelA*^*fl/fl*^ (control) and *RelA*^*fl/fl*^x*Cd19-cre* (*RelA* cKO) for 0, 1 and 4 h or from C57BL/6 (WT) and *Rel*^*−*^^*/*^^*−*^ B cells treated with anti-IgM for 0, 1 and 18 h. In total, 10,000 B cells were assayed from each condition. Data analysis was carried out by Seurat as described in Methods. Dotplot visualizations of differential gene expression patterns of select NF-κB target genes are shown. Gene expression changes are plotted by both scaled average expression (avg. exp., illustrated by dot color) and the percentage of cells found to express that gene (exp (%), depicted by the size of the dot). Cellular origin of libraries is indicated on the *y* axis. **a**, Single-cell analysis of RelA-selective genes from Fig. 4a (*x* axis). Expression levels and proportions of gene-expressing cells in control and *RelA* cKO B cells are depicted at 0, 1 and 4 h. **b**, Expression patterns of RelA-selective genes from Fig. 4a are depicted in WT and Rel-deficient B cells activated for 0, 1 and 18 h. **c**, Single-cell expression patterns of additional Rel-repressed genes (from cluster R2 in Fig. 3f) in WT and Rel-deficient B cells activated for 0, 1 and 18 h. **d**, Single-cell analysis of Rel target genes (from clusters R3 and R4 in Fig. 3f) in WT and Rel-deficient B cells activated for 0, 1 and 18 h. Additional quantitation for all patterns is shown in Supplementary Fig. 6c–f. An asterisk indicates that A93002 = A930024E05Rik.

To probe the basis for increased expression of many NF-κB target genes in *Rel*-deficient B cells, we first examined the status of RelA-selective genes in scRNA-seq from WT and Rel-deficient B cells. Many of these genes, such as *Arl5b*, *Nfkbia* and *Samsn1*, were upregulated on a per-cell basis in Rel^−/−^ B cells (Fig. 5b and Supplementary Fig. 6d). Increased expression in *Rel*^*−/−*^ B cells was also evident for genes that were not RelA-selective, including *Nfkbid*, *Trib2* and *Ptpn22* (Fig. 5c and Supplementary Fig. 6e). In addition to higher expression per cell, many of these genes were also expressed in a greater proportion of *Rel*^*−/−*^ B cells (for example, *Bhlhe40*, S*amsn1*, *Atf4* and *Irf4*; Fig. 5b,c). We conclude that nuclear co-expression of RelA and Rel attenuates RelA-dependent transcription. Reduced expression of *Rel* in Rel^−/−^ B cells may reflect positive autoregulation of the *Rel* gene promoter by Rel^26^ or reduced stability of the noncoding transcript.

Rel target genes also showed substantial heterogeneity at the single-cell level (Fig. 5d and Supplementary Fig. 6f). Their responsiveness to Rel was evident in both reduced expression per cell and reduced proportions of cells expressing these genes at the 18 h time point (for example, *Timm13, Ldha and Bcl2l1*). A minority of genes showed the opposite trend in scRNA-seq from that predicted by bulk RNA-seq (for example, *Banf1*). Mechanisms underlying this pattern remain to be explored. Overall, single-cell studies strongly corroborated target gene predictions and kinetic patterns observed in bulk RNA-seq analyses and revealed wide variations in NF-κB responses in BCR-activated B cells.

### NF-κB-initiated cascades

Many genes that were activated in B cells and inhibited by BAY did not bind RelA or Rel in ChIP–seq assays (Fig. 6a and Supplementary Fig. 7). We reasoned that these genes were targets of transcription factors activated by NF-κB and referred to as indirect targets of NF-κB (ref. ^19^). Of the many transcription factor genes induced in response to BCR signaling (Fig. 6b), a subset met our criteria for being direct NF-κB targets (Extended Data Table 6). 

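All 10 early transcription factor genes that the text names rose at 1 h in WT, 9 of them by at least 2-fold. Fos and Fosb, which encode AP-1 subunits, rose by 1.29 (SE 0.14, edgeR adjusted p = 0.00012) and 1.87 (SE 0.19, adjusted p = 8.3e-05), and Irf4 by 2.44 (SE 0.07, adjusted p = 2e-08). Tgif1 and Tgif2, homeobox genes that repress TGF-β signalling, rose by 0.92 (SE 0.06, edgeR adjusted p = 3e-06) and 1.67 (SE 0.06, adjusted p = 1.4e-07). With BAY, 8 of the 10 had a smaller change at 1 h (10 when adjusted over the list alone). Among them were Atf3 (−0.80, SE 0.17, edgeR adjusted p = 0.011), a stress-induced factor gene, Tgif2 (−0.53, SE 0.13, adjusted p = 0.023), Bhlhe40 (−0.55, SE 0.12, adjusted p = 0.013) and Atf4 (−0.40, SE 0.11, adjusted p = 0.035), a regulator of the amino acid response. At 0 h, 8 of the 10 were higher with BAY (median 0.329), and at 1 h Fos was higher and Irf4 lower in level (median −0.0892). Tgif1 had an effect of −0.18 (SE 0.07, edgeR adjusted p = 0.11) and Myc of −0.43 (SE 0.15, adjusted p = 0.081), which did not pass over all genes tested. The study chose the list on these samples, and it is not independent evidence.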

Early activated transcription factor genes included previously known NF-κB targets such as *Fos*/*Fosb*, *Myc* and *Irf4* (http://www.bu.edu/NF-kB/gene-resources/target-genes/), as well as new genes such as *Tgif1*/*2*, *Bhlhe40* and *Atf4* (Fig. 6c). 

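Of 7 late transcription factor genes named in the text, 6 were higher at 18 h in WT. Bcl6b, a repressor related to BCL6, rose by 5.05 (SE 0.23, edgeR adjusted p = 5.9e-08), Rxra, a retinoid receptor gene, by 2.44 (SE 0.14, adjusted p = 2.8e-07), and E2f3, a cell cycle regulator, by 1.47 (SE 0.08, adjusted p = 1.5e-07). Hhex, a homeobox gene of memory B cells, had a log2 change of 0.04 (SE 0.12, edgeR adjusted p = 0.8). With BAY, Rxra (−1.08, SE 0.19, edgeR adjusted p = 0.0036) and E2f3 (−0.64, SE 0.14, adjusted p = 0.0098) had a smaller change at 18 h, and 4 genes did when adjusted over the list alone. In the libraries labelled Rel KO, 5 of the 7 had a smaller change at 18 h, Arid3a (−0.26, SE 0.07, edgeR adjusted p = 0.023), Bcl11a (−0.69, SE 0.13, adjusted p = 0.0032), Bcl6b (−1.09, SE 0.34, adjusted p = 0.039), E2f3 (−0.57, SE 0.10, adjusted p = 0.002) and Maz (−0.23, SE 0.07, adjusted p = 0.027). Rxra had 0.06 (SE 0.19, edgeR adjusted p = 0.85) at 18 h and −0.99 (SE 0.21, adjusted p = 0.012) at 4 h. These genes were chosen by the study, so the counts are not independent evidence.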

Late-induced NF-κB-responsive transcription factor genes were targets of Rel, and most had not been previously associated with NF-κB (Fig. 6d and Extended Data Table6).

**Fig. 6:**
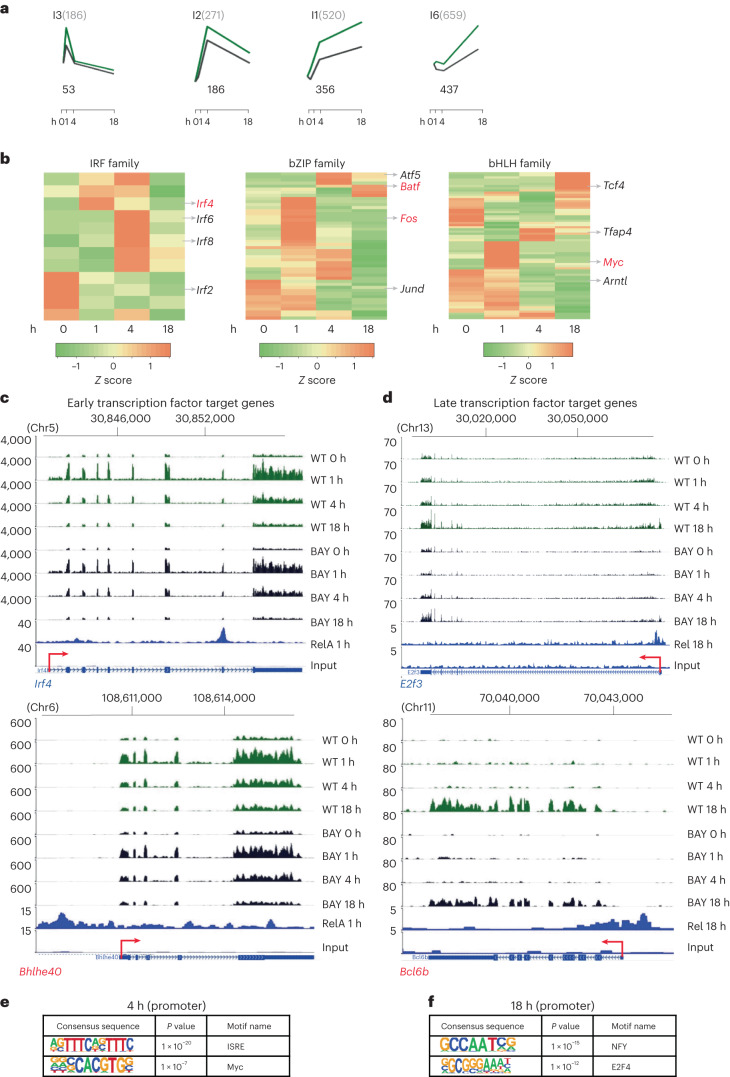
NF-κB-activated transcriptional cascades. **a**–**f**, Genes whose expression was altered by blocking both RelA and Rel induction with BAY 11-7082 but did not bind either RelA or Rel were inferred to be targets of NF-κB-induced transcription factors. **a**, Such genes were identified in four of the six *k*-means clusters in BAY-treated cells (Fig. 3d). Graphs show average row *z* score of fold change for genes in each cluster in activated WT B cells in the absence (green) or presence of BAY (black; from Fig. 3d). Activation times are noted on the *x* axis. Numbers on the top of each plotted kinetic pattern denote total number of genes in that cluster; numbers below each plot denote the numbers of genes that did not score for RelA or Rel binding at any activation time by ChIP–seq analyses. **b**, Heatmap profiles of three transcription factor gene families induced in response to B cell activation. Representative NF-κB target genes are indicated to the right of each panel (red font). See Extended Data Table 6 for a complete list of NF-κB target genes that encode transcription factors. **c**,**d**, Browser tracks of early (**c**) and late (**d**) transcription factor genes that were affected by BAY treatment. The top eight lines show RNA-seq tracks at different time points of anti-IgM treatment in the presence (BAY) or absence (WT) of BAY. The bottom two lines show RelA 1 h or Rel 18 h ChIP–seq and associated input tracks. **e**,**f**, DNA-binding motifs enriched in promoters (−400 to +100 bp relative to the transcription start site) of indirect NF-κB targets at 4 h (**e**) and 18 h (**f**). Motifs were identified using the known motifs setting in the HOMER algorithm. Significance was calculated using default statistical setting provided by HOMER.

To test the idea that indirect NF-κB target genes were activated by NF-κB-induced transcription factors, we searched for DNA-binding motifs in promoters (−400 bp to +100 bp relative to transcription start site) of genes that were upregulated at 4 h (clusters I2 + I1) and 18 h (clusters I1 + I6). Interferon-stimulated regulatory elements and Myc-binding sites were enriched in promoters of genes induced at 4 h (Fig. 6e), suggesting that a subset of indirect NF-κB target genes were direct targets of Irf4 and Myc. Promoters of indirect target genes that reached the highest levels of expression at 18 h were enriched for binding sites NF-Y and E2F4 (Fig. 6f). Rel targets included the gene encoding the closely related factor *E2f3* (Fig. 6d). The basis for the emergence of the NF-Y motif among late activated indirect target genes remains unclear. We hypothesize that Rel-regulated transcription factors, such as Arid3a, Bcl11a, Rxra, Bcl6b, Hhex and several zinc finger proteins, whose motifs were not identified in this analysis, activate gene expression from promoter distal sequences. We conclude that early and late NF-κB induce an array of transcription factor genes that activate cascades of NF-κB-regulated gene expression in activated B cells. Both direct and indirect NF-κB target genes were implicated in oncogenic processes in the CancerSea database (Supplementary Fig. 8a,b).

## Discussion

Our studies reveal that two closely related NF-κB family members drive kinetically distinct patterns of gene expression in activated B cells. Rigorous identification of many previously unknown targets of each factor revealed transcriptional cascades initiated by NF-κB activation that impact B cell function and cancer. We found that both RelA and Rel contributed to early transient gene expression. Simultaneous nuclear presence of RelA and Rel resulted in attenuated RelA-dependent gene expression that was manifested both at the expression level per cell and in proportions of cells that activated specific target genes. By contrast, late NF-κB target genes were largely Rel-dependent. We also noted that NF-κB transcriptional responses were markedly heterogeneous across individual cells. Indeed, some of the best-known target genes, such as *Tnfaip3* and *Gadd45b* among early genes and *Bcl2l1* among late genes, were induced in less than 20% of cells. Implications of our findings for B cell biology and cancer follow.

Genome-wide RelA and Rel binding was highest at times of maximal nuclear expression of each factor, at 1 h and 18 h postactivation, respectively. Residual RelA binding at 4 h occurred largely at sites that were also RelA-bound at 1 h. Most Rel binding at 1 h overlapped with RelA, setting up competition for binding at a subset of sites. Bulk and scRNA-seq analyses showed that nuclear co-expression of Rel and RelA down modulated RelA-dependent gene expression. Rel has been previously proposed to repress select inflammatory genes in TNFα-activated fibroblasts by recruiting HDAC1 (ref. ^27^). We have not investigated whether this mechanism applies in BCR-activated B cells. However, we favor the idea that repressive functions of Rel result from competition for binding sites, with Rel being a poorer transcriptional activator compared to RelA. About 40% of sites that bound RelA at 1 h also bound Rel at 18 h. In principle, early RelA binding followed by late Rel binding could confer persistent NF-κB activity as has been noted for sequential RelA and RelB recruitment^28^. This proved not to be the case.

It is interesting to note that approximately 2,000 sites were exclusively occupied by either RelA (at 1 h) or Rel (at 18 h; note that the use of ‘exclusive’ here is constrained by thresholds used to define ChIP–seq peaks during analysis). This discrimination was not based on sequences underlying RelA- or Rel-specific peaks because both sets were enriched for Sfpi1 and NF-κB motifs. Nor was it governed by chromatin accessibility because both regions were premarked with active chromatin marks in resting B cells. One possibility is that levels of post-translationally induced Rel at 1 h may be lower than de novo translated Rel present at 18 h, leading to binding site selectivity by mass action. Alternatively, site selectivity may be determined by subunit composition. Pre-existing RelA or Rel that translocate early have been proposed to largely consist of p50-containing heterodimers^29^, whereas higher levels of Rel at later time points may have substantial proportions of Rel homodimers.

Among 113 transiently induced NF-κB target genes that bound RelA at 1 h, only 21 were adversely affected in RelA-deficient B cells. We infer that Rel does not effectively substitute for the absence of RelA at these genes and termed them as being RelA-selective. The relatively few RelA-selective genes identified in this study may be a special feature of activated B cells that express robust levels of Rel. In cells that express lower levels of Rel, RelA-containing NF-κB may be the dominant factor activating these genes. Most of the 113 early NF-κB target genes also bound Rel at 18 h, yet RNA levels peaked at 1 h. Thus, sequential binding of RelA and Rel did not confer protracted transcriptional activity of these genes.

We identified an additional 254 NF-κB target genes that reached maximal expression at late time points (clusters I1 and I6). These genes were negatively affected by the absence of Rel but not RelA, marking them as Rel targets. Approximately 60% of late target genes (cluster I6) bound RelA at 1 h, yet maximal RNA levels occurred coincident with Rel binding at 18 h. Despite RelA binding at 1 h, expression of these genes was unaltered by RelA deficiency, indicating that early RelA binding was not required for their maximal expression at later times. These observations demonstrate that RelA or Rel binding per se is not an accurate measure of transcriptional activity induced by these factors.

We hypothesize that the late transcriptional activity of Rel target genes is determined by the nature of neighboring sequences. We found that RelA-bound regions associated with the 113 early and transiently induced NF-κB target genes (cluster I3) were enriched for NF-κB and Sfpi1 binding motifs, whereas Rel peaks associated with 153 late activated NF-κB-responsive genes (cluster I6) were enriched for NF-κB and IRF binding motifs. Because several *Irf* genes were induced in response to BCR stimulation, this pattern is consistent with the notion that late Rel works with factors that are upregulated at earlier stages. Interestingly, some *Irf* genes are themselves early NF-κB targets, suggesting that early NF-κB target genes may cooperate with late-induced Rel to activate late gene expression.

Indirect NF-κB targets were affected by combined blockade of RelA and Rel but did not bind either protein. Our working hypothesis is that the majority of these genes are regulated by NF-κB-induced transcriptional regulators. Indeed, many genes encoding transcription factors were among the few hundred direct NF-κB targets we identified. Some are well-established, such as *Myc* and *Irf4*. Many more were newly identified targets, including *Tgif1* and *Tgif2* that are implicated in different kinds of cancers^30–34^, stress-responsive transcription factors (*Atf3* and *Atf4*) that are implicated in crosstalk with NF-κB in tumors^35–38^ and *Bhlhe40*, a transcription factor implicated in immune function^39^.

The group of new Rel-regulated transcription factors was also biologically meaningful. Two new direct targets included *Hhex* and *Bcl6b*, both of which have been shown to be involved in optimal GC responses^40–42^. Although GC responses are severely reduced in germline *Rel* knockout mice^14,24^, Rel target genes that manifest their critical role in GCs are not known. Our evidence that Rel directly activates two key GC factors provides the first insight into pathways by which Rel impacts GC responses. Another Rel target identified here, *Bcl11a*, also links Rel to the GC. *Bcl11a* has been shown to be highly expressed in GCs^18,43^, but its functional role has not been evaluated. It is not our intention to claim that 18 h activated B cells are equivalent to GC B cells. We surmise that connections between Rel and *Hhex/Bcl6b/Bcl11a* established here may be strengthened in the GC microenvironment to optimize Rel-dependent responses.

NF-κB has been shown to be necessary for a subset of human B cell lymphomas^44,45^; translocations of *REL* and *NFKB2* have been noted in others^16,46^. Target genes that mediate NF-κB’s oncogenic potential are not well characterized. Both early and late target genes identified here provide insights into this question. Early target genes were linked to hypoxia, inflammation and quiescence in the CancerSea database, suggesting a role for NF-κB in initiating oncogenesis. By contrast, late target genes were associated with cell cycle, DNA damage and repair and invasion, suggesting continued impact of NF-κB during cancer progression. Several genes in our list of Rel targets, such as *Arid3a*, *Bcl11a* and *Bcl6b*, could serve as downstream effectors of ectopic Rel activation during lymphomagenesis^47^. Additionally, the Rel target gene *Maz* has been implicated in cancers^48,49^ and as a multiple sclerosis susceptibility gene^50^. Most early induced NF-κB target genes associated with cancers (such as *Tgif1,2* and *Atf3,4*) were also Rel-responsive, indicating that early and late Rel target genes may drive oncogenesis. Because many of these target genes encode transcription factors, NF-κB-initiated transcriptional cascades may further amplify its oncogenic functions.

## Methods

### Mice, B cell preparation, cell culture and antibodies

Primary B cells were purified from the spleens of 6- to 12-week-old WT (C57BL/6), *RelA*^*fl/fl*^ (ref. ^51^), *RelA* cKO (*RelA*^*fl/fl*^x*Cd19-*cre; generated by crossing *RelA*^*fl/fl*^ with *Cd19-cre* (Jackson Laboratory, 006785)) and *Rel* KO (*Rel*^*−/−*^) (ref. ^17^). For each experiment, five to six age-matched mice (mixed male/female) were used. Additional randomization was not required for these studies because the data were obtained ex vivo from pooled B cells obtained from multiple mice. Data collection and analysis were not performed blind to the conditions of the experiments. No animals or data points were excluded from the analyses for any reason.

All studies were conducted under the guidance of the Institutional Animal Welfare Assurance Number—NIH Intramural Research Program, D16-00602; NIA AAALAC unit, 000401. Mice were housed in an intramural NIH vivarium with full AAALAC International accreditation. The circadian light cycle is 12 h light and 12 h dark that are on automatic timers with electronic monitoring monitored by the Siemens building control system. The temperature is set at 72 °F (range, 69–75 °F) with a humidity range of 30–70%. The mice are fed an ad libitum diet from Envigo (Envigo 2018SX Global 18% protein extruded rodent diet). The Baltimore municipal water is filtered by reverse osmosis and then chlorinated at 2–3 ppm. All housing standards are as per the Guide for the Care and Use of Laboratory Animals.

Single-cell suspensions from the spleen were prepared in RoboSep buffer (Stemcell Technologies, 20104) and enriched for B cells by negative selection using EasySep Mouse B cell Isolation Kit (Stemcell Technologies, 19854). B cells were cultured at 2 × 10^6^ cells per ml in RPMI 1640 medium supplemented with 10% heat-inactivated FBS (HyClone, SH30088.03), penicillin–streptomycin–glutamine (Invitrogen, 10378016) and 55 nM 2-mercaptoethanol (Sigma-Aldrich, M6250). Follicular and MZ B cells were FACS sorted, as previously described^52^, using BD FACS-Aria Fusion. Follicular B cells were sorted as B220^+^ (BioLegend, 103240), AA4.1^−^ (BioLegend, 136510), CD21^lo^ (BioLegend, 123410) and CD23^hi^ (BioLegend, 101606). MZ B cells were sorted as B220^+^, AA4.1^−^ and CD21^hi^CD23^lo^. TAT-Cre treatment was as follows: splenic B cells (10 × 10^6^ ml^−1^) from *RelA*^*fl/fl*^ and C57BL6 (WT, as a control) were treated with 100 μg of TAT-Cre (Excellgen, EG-1001) for 45 min at 37 °C, in humidified CO_2_ incubator and then washed. Using a dead cell removal kit (Miltenyi Biotec, 130-090-101), live cells were isolated after TAT-Cre treatment and recultured for 72 h in RPMI 10% FBS supplemented with 50 ng ml^−1^ of BAFF (R&D Systems, 2149-BF). After 72 h, cultures were washed using warm RPMI, and cells were cultured at 2 × 10^6^ cells per ml until the next steps. Cells were activated with 10 μg ml^−1^ goat anti-mouse IgM Fab′2 (Jackson Laboratory, 115-006-075) for 1, 4 and 18 h. After activation, dead cells were removed with dead cell removal magnetic microbeads (Miltenyi Biotec, 130-090-101). To inhibit IKK signaling, cells were pretreated with 1 µM BAY 11-7082 (Calbiochem, B5556) for 1 h before anti-mouse IgM stimulation. The following antibodies were used for ChIP, ChIP–seq or western blot: anti-RelA (Santa Cruz Biotechnology, sc-372), anti-Rel (Santa Cruz Biotechnology, sc-71), anti-hnRNP A1 (Santa Cruz Biotechnology, sc-32301), anti-H3K27ac (Active Motif, 39133), anti-H3K4me1 (Abcam, ab8895) and anti-H3K4me3 (Abcam, ab8580). Horseradish peroxidase-coupled goat anti-mouse IgG (Santa Cruz Biotechnology, sc-2005) and goat anti-rabbit IgG (Santa Cruz Biotechnology, sc-2004) were used for immunoblotting.

### Immunoblotting

Proteins were separated by electrophoresis through 10% SDS–PAGE and electrophoretically transferred to nitrocellulose membrane. After blocking with 5% dried milk in Tris–HCl (pH 7.4)-buffered saline/0.05% Tween (TBST) for 1 h, membranes were incubated with primary antibodies overnight at 4 °C, washed in TBST and incubated for 1 h with horseradish peroxidase-coupled secondary antibodies. Proteins were detected by using the enhanced chemiluminescence systems (Pierce Biotechnology, 32106) and imaged using Syngene Imaging System.

### Flow cytometry and image cytometry

Isolated B cells (0.5 × 10^6^ cells) from spleens were fixed with 2% paraformaldehyde (Electron Microscopy, 15713) for 10 min in the dark at room temperature (23 °C). Fixed cells were washed with PBS and resuspended in ice-cold Perm Buffer III (BD Biosciences, 558050) and incubated overnight at −20 °C. Cells were washed with PBS and resuspended in BD perm/wash buffer (BD Biosciences, 554723). Cells were either stained with rabbit-anti mouse RelA (Cell Signaling Technology, 8242S; 1:1,500) or isotype (Cell Signaling Technology, 3900; 1:1,000) antibody for 1 h at 4 °C. Cells were washed with perm/wash buffer and restained with anti-rabbit Fab′2-AF647 antibody (Cell Signaling Technology, 4414; 1:1,000) for 30 min. Similarly activated cells were stained with the following antibodies: Myc-AF-647 (Cell Signaling Technology, 13871; 1:50), Egr2-APC (eBiosciences, 17-6691-82; 1:50), Rel-PE (eBiosciences, 12-6111-80; 1:200), Ikba-PE (Cell Signaling Technology, 7523; 1:100), Dec1-AF-594 (Novus Biologicals, 1800AF594; 1:100), Ezh2-PE (BD Biosciences, 562478; 1:50), CD72-BV421 (BD Biosciences, 740058; 1:200) and HSP90-β (Invitrogen, PA3-012; 1:1,500). HSP90-β-stained cells were further stained with anti-rabbit Fab′2-PE antibody (Cell Signaling Technology, 79408; 1:1,000) for 30 min. Finally, cells were washed and acquired on BD Aria Fusion or BD Symphony flow cytometer, and data were analyzed with FlowJo v10.1.

For image cytometry, cells were stained as above for RelA after anti-IgM (F(ab)′2) or PMA (Sigma-Aldrich, P1585) and Ionomycin (Sigma-Aldrich, I0634) treatment and later resuspended in perm/wash buffer solution containing DAPI (500 ng ml^−1^; Thermo Fisher Scientific, 62248) and RNase A (1 μg ml^−1^; Invitrogen, 912091021). Stained cells were acquired on Amnis ImageStream X Mk II Imaging Flow Cytometer (Luminex), and data were analyzed using IDEAS 6.0 software (Luminex).

### ChIP and ChIP–seq library construction

All ChIP experiments (*n* = 2) were performed as previously described^19^. Briefly, for H3K27ac and H3K4me3 ChIP, cells were washed twice with PBS, fixed at room temperature (23 °C) with 1% formaldehyde in PBS for 10 min. For RelA and Rel ChIP, cells were crosslinked with 1.5 mM EGS (Pierce Biotechnology, 21565) for 30 min followed by 1% formaldehyde (Sigma-Aldrich, F8775) at room temperature (23 °C) for 15 min in PBS. Reactions were quenched by adding glycine to a final concentration of 0.125 M, and cells were washed twice with cold PBS. Cells were resuspended in cell lysis buffer (50 mM HEPES–KOH (pH 7.5), 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% Na-deoxycholate and 0.1% SDS), rotated for 15 min at 4 °C and then centrifuged at 1,200*g* for 10 min at 4 °C. The nuclear pellet was resuspended in nuclear lysis buffer (50 mM HEPES–KOH (pH 7.5), 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% Na-deoxycholate and 1% SDS) and rotated for 15 min at 4 °C. After centrifugation, the pellet was lysed in buffer containing 50 mM HEPES–KOH (pH 7.5), 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS and protease inhibitors. The crosslinked chromatin was fragmented by sonication (Branson sonicator) to a shear size of 200–2,000 bp. ChIP was performed with 2.5 μg anti-RelA or anti-Rel antibody, 3 μg anti-H3K27ac or anti-H3K4me3 antibody prebound to 50 μl Protein A (Invitrogen, 10001D) or G Dynabeads (Invitrogen, 10003D). Sonicated chromatin was added to antibody-bound beads and incubated at 4 °C overnight. Beads were collected by centrifugation, washed and incubated at 65 °C for 4 h in elution buffer (50 mM Tris–HCl (pH 7.5), 10 mM EDTA and 1% SDS) to reverse crosslinking. ChIP DNA was purified by phenol–chloroform extraction followed by ethanol precipitation. ChIP–qPCR was performed using Sybr Green Fast (Applied Biosystems, 4385610). The *y* axis for Fig. 1c was calculated by the following formula: fold change = 2^(CT(input)^^−^^CT(target))/2(CT(input)^^−^^CT(neg control))^. The *y* axis for Supplementary Fig. 4e represents ChIP signals at target amplicons compared to input control. Primer sequences are provided in Supplementary Table 1.

For sequencing, adapters were ligated to the precipitated DNA fragments or the input DNA to construct a sequencing library according to the manufacturer’s protocol for the NuGEN Ovation Ultralow DNA-seq library preparation kit (0344-32, Tecan). A 75 bp single-end read sequencing was performed on Illumina NextSeq 500 instrument. Two biological replicate ChIP–seq experiments were carried out for each antibody.

### ATAC-seq library construction

ATAC-seq library construction (*n* = 2) was performed as previously described with minor modifications^53^. In total, 100,000 B cells were lysed with 100 µl of lysis buffer (10 mM Tris–HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40 and 0.1% Tween-20). After centrifuging at 500x *g* for 10 min at 4 °C, pelleted nuclei were resuspended with 50 µl of transposition mix (FC-121-1030, Illumina; 1× Tagment DNA buffer, Tn5 Transposase, nuclease-free H_2_O) and incubated for 30 min at 37 °C in a thermomixer. Transposed DNA was purified using MinElute columns (Qiagen, 28004) and subsequently amplified with Nextera sequencing primers and NEB high fidelity 2× PCR master mix for 12 cycles (New England Biolabs, M0541). PCR-amplified DNA was purified using MinElute columns and sequenced using the Illumina NextSeq sequencer with paired-end reads of 150 bases.

### RNA isolation for quantitative RT–PCR and RNA-seq of bulk B cells and Fo/MZ cells

From resting or activated B cells, follicular and MZ B cells, total RNA (*n* = 2) was isolated using the RNeasy Plus Mini Kit (Qiagen, 74134). For total B cells, cDNA was synthesized with the SuperScript First-Strand Synthesis System (Invitrogen, 11904018), while for follicular and MZ B cells, cDNA was synthesized with SuperScript IV VILO Master Mix (Invitrogen, 11756050). PCR was performed in duplicate using the ABI ViiA 7 Real-Time PCR System using QuantStudio 1.6.1 (Thermo Fisher Scientific, 4453545) with iTaq Universal SYBR Green Supermix (BioRad, 1725150). The primers are listed in Supplementary Table 2.

For RNA-seq, total RNA from B cells was used for barcoded library preparation using Illumina TruSeq total RNA preparation kit (Illumina, 20040525). Samples were sequenced at the Johns Hopkins Transcriptomics and Deep Sequencing Core using the Illumina HiSeq 2000 with 75 bp single-end reads.

For follicular and MZ B cells, indexed libraries were generated from 10 ng total RNA from two biological replicates using the SMARTer Stranded Total RNA-seq Kit v2—Pico Input Mammalian (Takara Bio, 634412) per manufacturer’s protocol. The libraries were sequenced on an Illumina NovaSeq 6000 using 100 bp paired-end reads. BCL files were demultiplexed and converted to FASTQ files using Illumina’s bcl2fastq program (v2.20.0.422).

### RNA-seq analysis

RSEM^54^ (v1.3.2) was used to align RNA-seq reads to the mouse genome and quantify transcript abundance. EBSeq^22^ (v1.24.0) was used to produce normalized reads for all samples and to identify differential RNA expression in WT, follicular and MZ samples across the entire time course. Comparisons between WT and *Rel* KO or *RelA* cKO or BAY 11-7082-treated samples were carried out in DESeq2 (ref. ^55^). Differentially expressed genes were identified using DESeq2 (v1.22.1) following the model: ddsTC <- DESeqDataSetFromMatrix(countData = countData, colData = colData, design = ~Time+Treat+Time:Treat; ddsTC <- DESeq(ddsTC, test=“LRT”, reduced = ~ Treat+Time). Two filtering steps were followed to define differentially expressed genes in cells with modified NF-κB expression. First, all differentially changed genes were selected based on an FDR ≤ 0.05 after DESeq2 analysis; second, only those genes were selected that were more than twofold upregulated or downregulated in wild samples after anti-IgM treatment. *K*-means analysis of RNA expression data was carried out in MATLAB using fold change compared with 0 h, with correlation as the distance metric, repeat clustering set to five and other parameters set to default. RNA-seq analyses were performed with activated B cells treated with IKK2 inhibitor BAY or B cells that lack RelA or Rel. Genes that were induced at least twofold in control cells in each group were further separated into six kinetic patterns by *k*-means clustering. Names of clusters and numbers of genes in each cluster are shown in Fig. 3d–f. A number of genes to which RelA (1 h) and Rel (18 h) binding were annotated are indicated in red and blue font, respectively, below the patterns. Activation times are noted on the *x* axis. For visualization, bigwig files were generated. *RelA*^*fl/fl*^ and *RelA* cKO samples were aligned to mouse genome assembly mm10, all other bigwig files were aligned to mm9. All samples were normalized to 1 million aligned reads for visualization. CancerSEA^56^ analysis in Supplementary Fig. 8a,b was analyzed in the link http://biocc.hrbmu.edu.cn/CancerSEA/ with default parameters set. Enriched KEGG pathways from the genes were identified using the web server tool ShinyGO 0.77 (http://bioinformatics.sdstate.edu/go/)^57^.

### Analysis of ChIP–seq data

Bowtie1 (v1.0) software was used to map RelA and Rel quality-filtered reads from demultiplexed FASTQ files to mouse genome assembly mm9 (Ensembl v67) with default options. CisGenome software (http://www.biostat.jhsph.edu/~hji/cisgenome/) was used for peak calling with a window size of 200 bases and a threshold of four reads (two from each strand), FDR ≤ 0.1 and fold change ≥ 2. Peaks separated by less than 200 bases were merged into one peak. For RelA ChIP–seq peak calls, we selected the peaks that were more than tenfold changed compared to input, and for Rel peak calls, we selected the peaks that are more than fivefold changed compared to input in the Rel ChIP–seq. For histone ChIP–seq, we used Bowtie2 (v2.9.2) (ref. ^58^) with default parameters, aligned on the mouse genome assembly mm9. We used HOMER annotatePeaks.pl to annotate peaks with default parameters (promoter regions were defined from −1 kb to +100 bp). We then combined the two annotated gene lists together. Motif finding was carried out with HOMER using the de novo setting for underpeaks area and known motif setting for promoter motif analysis. TFmotifView program (http://bardet.u-strasbg.fr/tfmotifview/) was used to verify the RelA 1 h and Rel 18 h peaks (Supplementary Fig. 1h). The programs ‘findMotifsGenome.pl’ and ‘findMotifs.pl’ were used to identify transcription factor binding motifs within peaks or promoter regions (−400 to +100 bp from TSSs). All samples were normalized to 10 million reads for visualization.

### Analysis of ATAC-seq data

Quality control of sequenced reads was performed by FastQC (v0.11.8) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and adapter filtration was performed by Trimmomatic (v0.33) (ref. ^59^), with the Nextera paired-end adapter annotation provided in the software. Paired ends were aligned to mm9 using Bowtie2 (v2.9.2) (ref. ^58^) with parameter -X 2000, which specifies that paired reads with insertion up to 2,000 bp were allowed to align. Reads with mapping quality score < 10 were filtered out using Samtools (v1.9), and PCR duplicates were removed using Picard tools (v1.127; http://broadinstitute.github.io/picard/). Model based analysis of ChIP-Seq (MACS) 2 (v2.1.1) (ref. ^60^) was used for removing duplicate reads and calling peaks with parameter options –shift 100 –extsize 200. Differentially accessible peaks after anti-IgM treatment at 1 h, 4 h or 18 h were analyzed by DiffBind (v3.8.4; http://bioconductor.org/packages/release/bioc/vignettes/DiffBind/inst/doc/DiffBind.pdf), with FDR ≤ 0.05 and fold change ≥ 1.5 to define induced peaks at different time point compared with 0 h. HOMER findMotifsGenome.pl was used to investigate the motif enrichment of induced peaks compared with 0 h. For genome tracks, bigwig files were created from bam files using BEDTools^61^ and UCSC Genome Browser Utilities^62^. Genome tracks were explored using the WashU Epigenome Browser^63^.

### Heatmap visualizations

Heatmaps displaying normalized read densities of ATAC-seq and ChIP–seq samples were generated with the computeMatrix and plotHeatmap modules of the deepTools package v3.4.1 (ref. ^64^).

### Droplet-based single-cell sequencing

Using a Chromium Single Cell 3ʹ GEM Kit v3 (10x Genomics, 1000094), Chromium Single Cell 3ʹ Gel Bead Kit v3 (10x Genomics, 1000093) and the Chromium Chip B Single Cell Kit (10x Genomics, 1000153), the anti-IgM Fab′2 activated splenic B cell suspensions in RPMI plus 2.0% FBS, at 1,000 cells per µl, were loaded onto a chromium single-cell controller (10x Genomics) to generate single-cell gel beads-in-emulsion (GEMs) according to the manufacturer’s protocol. Briefly, approximately 10,000 cells per sample (*n* = 2) were added to chip B to create GEMs. Cells were lysed, and the bead captured poly(A) RNA was barcoded during reverse transcription in Thermo Fisher Scientific Veriti 96-well thermal cycler at 53 °C for 45 min, followed by 85 °C for 5 min. cDNA was generated and amplified. Quality control and quantification of the cDNA were conducted using Agilent’s High Sensitivity DNA Kit (5067-4626) in the 2100 Bioanalyzer. scRNA-seq libraries were constructed using a Chromium Single Cell 3ʹ Library Kit v3 (10x Genomics, 1000095) and indexed with Chromium i7 Multiplex Kit (10x Genomics, 220103). The libraries were sequenced using an Illumina HiSeq2500 sequencer with a paired-end, single-indexing strategy consisting of 28 cycles for read 1 and 91 cycles for read 2. Multiple sequencing runs were performed to achieve greater sequencing depth for each barcode.

### scRNA-seq data processing

Demultiplexing of raw base call files into FASTQ files was completed with 10x Genomics Cell Ranger (v.3.0.2) mkfastq coupled with mouse reference version mm10. Cell Ranger count combine was used to aggregate multiple sequencing run reads to achieve increased sequencing depth. The results from Cell Ranger were processed in R v3.6.3 with Seurat v3.2.3 (ref. ^65^) using default parameters, unless otherwise specified. Quality control filtering was applied to each sample to eliminate downstream analysis of empty droplets, low-quality cells and potential doublets. Filtering excluded genes detected in less than ten cells and cells containing more than 10% mitochondrial genes. For the *RelA*^*fl/fl*^ and *RelA* cKO datasets, the filtering also excluded cells expressing less than 400 or more than 5,000 transcripts and below 800 or above 18,000 counts. While, for 0-, 1- and 4-h datasets, cells express less than 300 or more than 4,000 transcripts and below 800 or above 15,000 counts. For the WT and *Rel*^*−/−*^ 18-h dataset, 300 or 6,000 transcripts and 800 or 40,000 counts, respectively, were filtered out. Subsequently, each sample was normalized using the NormalizeData function. The top 2,000 highly variable genes, selected with the FindVariableFeatures function, were used for integrated analysis. Following scaling, principal component analysis was performed, and then 20 dimensions were used for the FindNeighbors and RunUMAP functions to generate UMAP, setting a resolution of 0.3 to group cells into clusters with distinct gene expression profiles.

### Statistical analysis

Statistical tests were performed on qRT–PCR, ChIP–qPCR and flow cytometry data using GraphPad Prism 9.2.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-023-01561-7.

## Supplementary information

Supplementary Information Supplementary Figs. 1–8 with associated legends, full blot image for Supplementary Fig. 3b and full blot image depicting anti-Rel antibody (sc-71) validation.

Reporting Summary

Peer Review File

Supplementary Table 1 ChIP–PCR primers used in Fig. 1c and Supplementary Figs. 1c and 4d.

Supplementary Table 2 qRT–PCR primers used in Supplementary Figs. 4c and 5e.

Supplementary Data 1 Supporting data for Supplementary Fig. 1b. Nuclear Translocation_Similarity index between RelA and DAPI.

Supplementary Data 2 Supporting data for Supplementary Fig. 3c. Median fluorescence intensity (MFI) for NF-κB targets.

Supplementary Data 3 Supporting data for Supplementary Fig. 4c. Gene expression analysis of RelA-selective genes in ex vivo RelA deleted B cells (by qRT–PCR CT values provided).

Supplementary Data 4 Supporting data for Supplementary Fig. 4e. ChIP–PCR analysis of Rel target genes at 18 h after anti-IgM treatment (CT values provided).

Supplementary Data 5 Supporting data for Supplementary Fig. 5e. Gene expression analysis of NF-κB target genes in follicular and MZ B cells (by qRT–PCR, CT values provided).

## Source data

Source Data Fig. 1 Statistical source data.

## Figures and Tables

**Extended Data Table 1:**
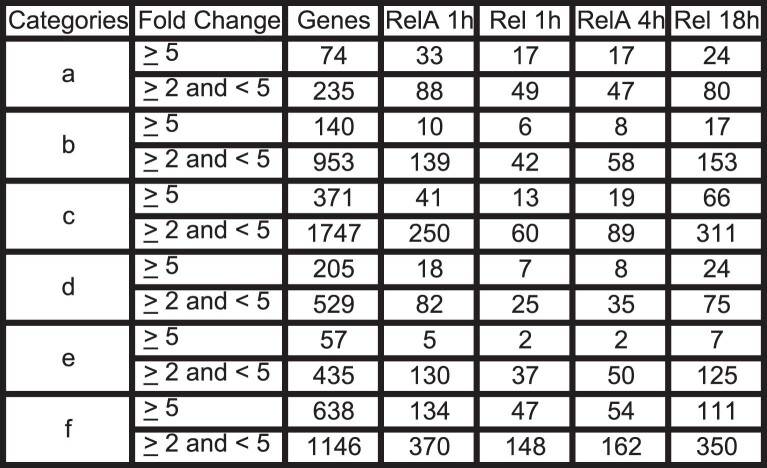
Inducible number of genes and RelA or Rel binding across differentially expressed genes in each *k*-means category. Each category was further segregated into two groups with >5 or >2 and <5-fold change. Numbers correspond to RelA or Rel ChIP–seq peaks at the indicated times that were annotated to genes in each group by HOMER

**Extended Data Table 2:**
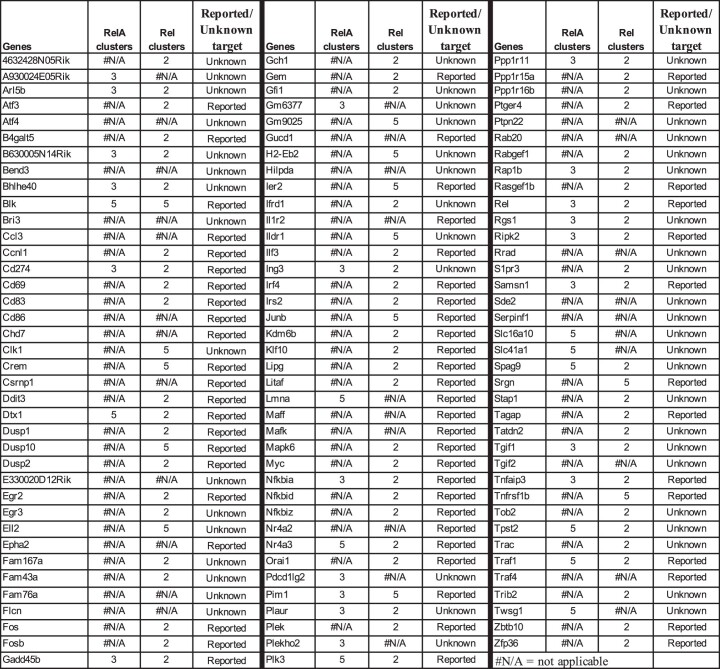
Direct NF-κB targets from Fig. 3d, cluster I3

**Extended Data Table 3:**
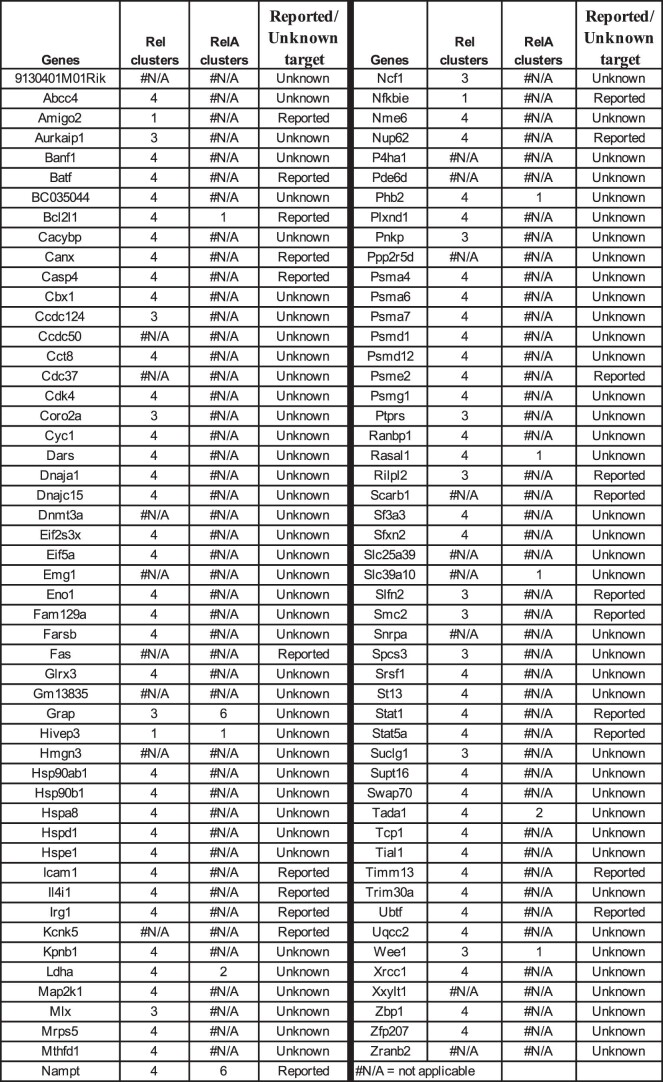
Direct NF-κB targets from Fig. 3d, cluster I1

**Extended Data Table 4:**
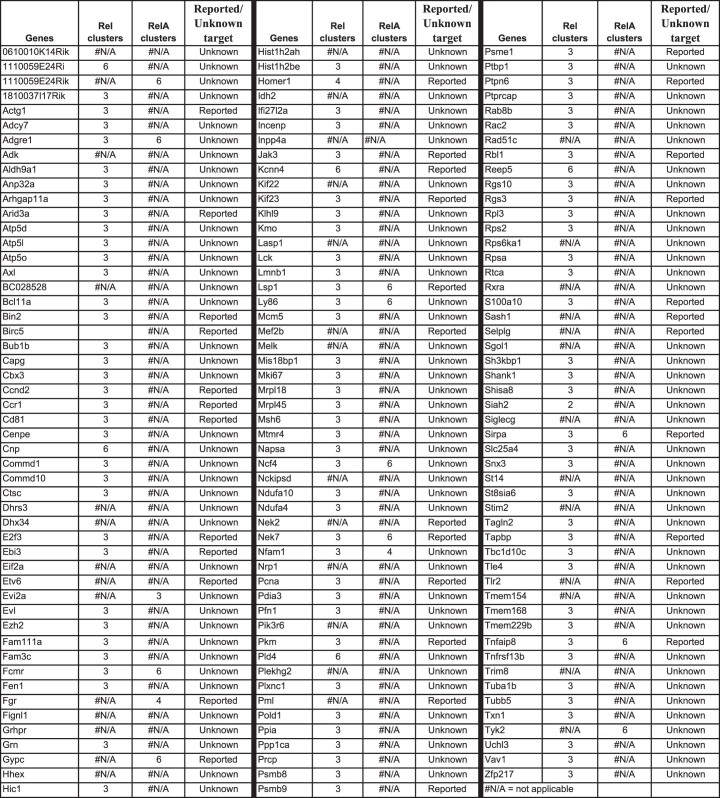
Direct NF-κB targets from Fig. 3d, cluster I6

**Extended Data Table 5:**
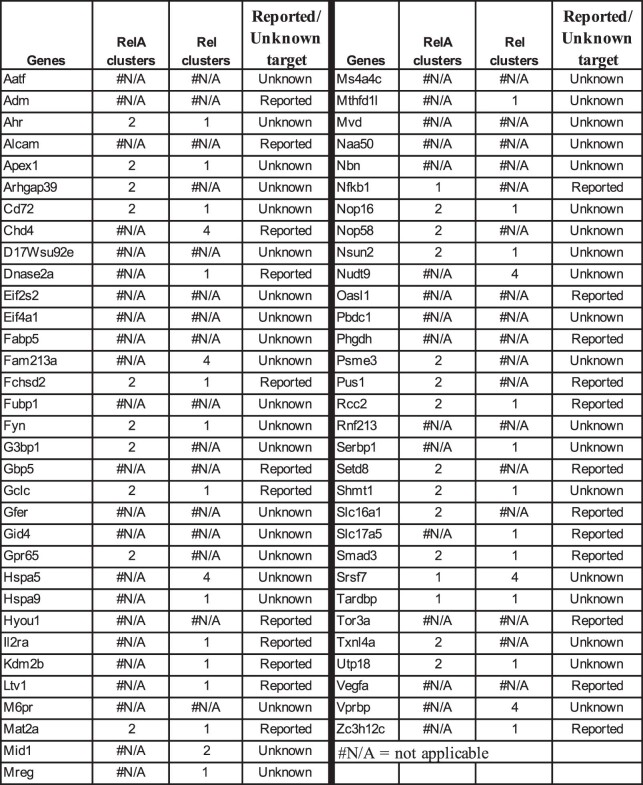
Direct NF-κB targets from Fig. 3d, cluster I2

**Extended Data Table 6:**
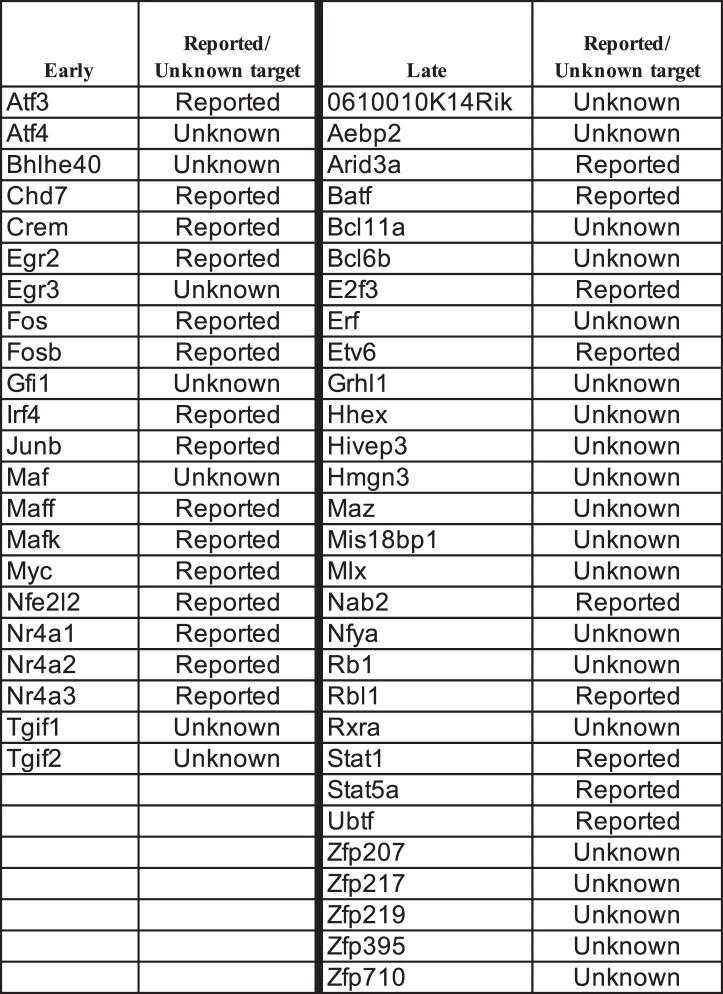
Direct transcription factor targets of NF-κB

## Data Availability

The datasets generated and analyzed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Superseries accession number GSE197035 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197035). Source data for Fig. 1c are provided. ChIP–seq data are also available at https://wangftp.wustl.edu/~dli/nih-mingming/biowulf/ and may be visualized at WashU Epigenome Browser: https://epigenomegateway.wustl.edu/. TFmotifView results are available here: http://bardet.u-strasbg.fr/tfmotifview/?results=734fKxPAnCh8w1 (RelA 1 h); http://bardet.u-strasbg.fr/tfmotifview/?results=H1bHoIdGkHrKPy (Rel 18 h). Supplementary Data 1–5 and Source data are provided with this paper.

## Code availability

No custom code was used in these studies.

# Supplementary material for: NF-κB subunits direct kinetically distinct transcriptional cascades in antigen receptor-activated B cells
**Source:** Nat Immunol. 2023 Jul 31;24(9):1552–64. doi: 10.1038/s41590-023-01561-7
**Supplement:** Supplementary file 4 — ChIP–PCR primers used in Fig. 1c and Supplementary Figs. 1c and 4d.

ChIP-PCR primers

Main Figures

Figure 1c

Primer Name	Sequence
Bach2-F	GCCACTTACTTGGGGAAATG
Bach2-R	GACAACTGCCAACGTCTTGA
Bcl2l1-F	GTTGCCACACAAAAGTCAAG
Bcl2l1-R	TTGCCATCATAGGGTTTTCC
Ccl3-F	AGGTCAGGTGCTCTCTCAGC
Ccl3-R	GAGCCCTCGAAGTGTGACTC
Cdc274-F	CTCTTCCTCATTCCCCTTCA
Cdc274-R	CTGCGTGGGTCTGGAGTTA
Dennd4a-F	CCTTTTCCTGACCTCTGTCT
Dennd4a-R	TCCTCTTTCACAAGCATCCA
Etv6-F	TGTTACTTCTGTCCCCACCA
Etv6-R	TCCACTTCCACTTCTCTCTT
Gm14005-F	CAGGCACAATGACATCTGCT
Gm14005-R	CTCTGACTCAACGGGGAAAC
Gm20098-F	GTGACTTCCGCTCTGTAGCA
Gm20098-R	GGCAACCTATCTCTGTGTGG
Gpr132-F	GAACCTCCCTAACCAACAG
Gpr132-R	CCTGAGAAGAGCCATCATCC
Klf10-F	AGACGGGAGCACTGAGACA
Klf10-R	ACACCTTTGCCGCTGATT
Mcl1-F	GGAAAGGGTGGGATGTCA
Mcl1-R	TGCCTGAGAAGAAAAGCAAG
Mcm9-F1	TGGAATCGCCTCAAAGAAC
Mcm9-R1	TGCTTCAACCTCCCTTG
Nfkbia distal- F	AACTGGCTCGTCTCCACT
Nfkbia distal-R	CACTCAGGGCTCATCAAAAAG
Pdcd1lg2-F	ACGACTGCTTGGGGAAGTT
Pdcd1lg2-R	CACCTGGGGATGACACTCTAA
Psm6-F	TGTGGGCTTTGCTAAACAGA
Psm6-R	TGCCTCGATGGAAAGTTTG
Slamf6-F	CAGACACACAACCTGGCACTACA
Slamf6-R	AACCGAAGGTGGAACATCC
Stim2-F1	TGGCTTCTTGGGTGGTAAT
Stim2-R1	CCTCTCTCCTTGGTCTTTTG
Tnfaip3-F	TGATGGGAACTGGAAATGC
Tnfaip3-R	CTGTGTGTCTGGGTGGTTTTT
Tpd52-F	ATGACCCAGAGGAAATGGAA
Tpd52-R	CAGCCAGTGAGCCTAATCAA
Zfp619-F	GGTTTACGAGGATTCAACAAGG
Zfp619-R	AGACCTGGGAGGGTTTCAGT

Supplementary Figures

Figure S1c

Primer Name	Sequence
Bcl2l1 F	CCGAGACGCAAAAAGGAGT
Bcl2l1 R	GGGACAGATGGATGAAGGAA
Nfkbia-F	CTGAGTGGCTGGAAAGTCCT
Nfkbia-R	CTGGCAAATCGCTAAGAGG
Negative-control-F	GCCATCTTTCTACCTTCCACA
Negative-control-R	CTCTGTCTGCCCTGTTAT

Figure S4e

Primer Name	Sequence
Arid3a-F	GGGGTTTTTAAGCCCATTTT
Arid3a-R	GCAAGATGGATAAGCCAAGC
Arid3a-neg-F	TAGACGGGGAATCTGGACAC
Arid3a_neg_R	GTCGGGTGAGCAACAAAGA
Bcl11a-F	CATTTGGTGATTCTAAGGCTGA
Bcl11a-R	GGTTTGAGGAGCAGGAAGAC
Bcl11a-neg-F	GTTGCTGGAGGTGGGTGTA
Bcl11a-neg-R	GCAGTCCTATGGTGAGAGTTGA
Bcl6b-F	AGTGGGAGAAGGAGGAGTGA
Bcl6b-R	GGACAATGGAAGGAAACGAA
Bcl6b_neg_F	GGACAGGAGGAAAGGGCTAT
Bcl6b_neg_R	CCCACACAGCAACACTCATT
Cbx3-F	GAGGAAGGAGACGGGAAAAT
Cbx3-R	TAGGGGCTCGTTGTGTT
Cbx3-neg-F	ACAGTCTTTGTGGCAGCAGA
Cbx3_neg_R	TTCTACCCCTCCCTTT
Hhex-F	AAGCGCAGTGAAAAAGTTG
Hhex-R	AAGGTGCAGGAAAAGCAATC
Hhex-neg-F	ACCTCAACAGGCGATGACTT
Hhex_neg_R	CCAGCCACAAAGATGGAAAT
Ldha-F	AAGAGTCGAGTCCTTCCTC
Ldha-R	TCTACTTCACGCAACCTCAA
Ldha_neg_F	TTGCGTCAGGGAAATGTATG
Ldha_neg_R	AAGGTCGTGGGAAAGATGG
Mki67-F	AAAACGGCGTTTCAAATTC
Mki67-R	CCTCTGGACTTCCCCAATC
Mki67-neg-F	AGAGAGACACACTCAGGATGGA
Mki67-neg-R	TGTTGGGGAAGGATTAGGAG
Nfkbie-F	ATGATGGCTTGTGTGGAATG
Nfkbie-R	AACAGGGAGGACAGGAGGA
Nfkbie_neg_F	CTCAGCCTCAACTCCTCTCC
Nfkbie_neg_R	TCTCTTCTCCCCAGCCTTC
Ppp1ca-F	GAGAAGTCAGCGATTAAATGC
Ppp1ca-R	GCCGCGTTCAGATGAGTTA
Ppp1ca-neg-F	TCTGAGGAGGGCTTGAGGT
Ppp1ca_neg_R	CAAAAGGGTTCCAGTTCCAC
Xrcc-1-F	CACGTAGGACCCAATCACTG
Xrcc-1-R	CTCAGGTTCCACCACTCTCC
Xrcc1_neg_F	ATTTCAACCTCCCCTGATT
Xrcc1_neg_R	GAGCGAGTCCAGCACAAGTA

# Supplementary material for: NF-κB subunits direct kinetically distinct transcriptional cascades in antigen receptor-activated B cells
**Source:** Nat Immunol. 2023 Jul 31;24(9):1552–64. doi: 10.1038/s41590-023-01561-7
**Supplement:** Supplementary file 8 — Supporting data for Supplementary Fig. 4c. Gene expression analysis of RelA-selective genes in ex vivo RelA deleted B cells (by qRT–PCR CT values provided).

Fig S4c: Gene expression of RelA selective genes in ex vivo RelA deleted B cells

Experiment 1

						WT+TAT	WT+TAT	WT+TAT	WT+TAT
	Target name	WT 0h	WT 1h	WT 4h	WT 18h	0h	1h	4h	18h
Replicate 1	Bactin	19.13	19.16	18.74	18.32	19.50	19.42	18.26	17.62
Replicate 2	Bactin	19.14	18.76	18.63	18.23	19.41	19.46	18.39	17.67
Replicate 1	Nfkbia	20.15	18.73	20.06	21.17	20.13	18.94	19.73	20.31
Replicate 2	Nfkbia	20.14	18.90	20.09	21.19	19.66	18.93	19.77	20.54
Replicate 1	Tnfaip3	22.77	21.44	23.14	24.80	24.11	22.23	22.87	23.52
Replicate 2	Tnfaip3	22.89	21.39	23.07	24.86	24.13	22.12	22.87	23.65
Replicate 1	Gadd45b	23.42	22.01	23.50	25.83	24.01	22.33	24.21	25.35
Replicate 2	Gadd45b	23.65	21.80	23.75	26.19	24.01	22.16	24.20	25.20
						WT+TAT	WT+TAT	WT+TAT	WT+TAT
	Target name	WT 0h	WT 1h	WT 4h	WT 18h	0h	1h	4h	18h
Replicate 1	Bactin	19.24	18.78	18.95	19.16	19.63	19.09	18.94	18.67
Replicate 2	Bactin	19.14	18.93	19.27	19.43	19.52	19.10	18.82	18.74
Replicate 1	Pim-1	24.06	22.04	24.83	26.78	25.24	22.45	24.43	26.10
Replicate 2	Pim-1	23.95	21.85	24.95	26.25	24.88	22.33	24.24	25.44
Replicate 1	Ripk2	24.82	23.18	25.32	25.59	25.12	23.35	24.94	24.88
Replicate 2	Ripk2	24.74	23.34	25.29	25.76	24.78	23.27	24.66	24.24
Replicate 1	Ing3	23.60	23.11	24.06	24.34	23.97	23.12	23.59	23.77
Replicate 2	Ing3	23.46	22.74	23.72	24.27	23.65	22.97	23.30	23.16
Replicate 1	Tgif1	21.77	20.28	21.98	23.54	21.71	19.96	21.15	22.04
Replicate 2	Tgif1	22.32	20.35	21.93	23.05	21.65	20.35	21.15	22.54
Replicate 1	Samsn1	22.56	21.43	22.40	22.92	22.87	21.47	22.10	22.22
Replicate 2	Samsn1	22.61	21.39	22.32	22.94	22.76	21.42	21.99	21.60
						WT+TAT	WT+TAT	WT+TAT	WT+TAT
	Target name	WT 0h	WT 1h	WT 4h	WT 18h	0h	1h	4h	18h
Replicate 1	Bactin	19.42	19.56	19.89	19.67	20.25	19.42	18.54	18.88
Replicate 2	Bactin	19.29	19.58	19.52	19.68	19.94	19.52	19.29	19.01
Replicate 1	Bhlhe40	20.55	19.94	21.04	22.43	20.79	19.69	20.10	21.45

Replicate 2	Bhlhe40	21.31	19.96	21.09	22.44	21.22	19.73	20.37	21.46

		RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl
	Target name	0h	1h	4h	18h	+ TAT 0h	+ TAT 1h	+ TAT 4h	+ TAT 18h
Replicate 1	B actin	19.60	18.69	18.48	18.36	19.31	18.60	19.49	17.03
Replicate 2	B actin	19.72	18.46	18.44	18.22	19.39	19.72	19.31	16.90
Replicate 1	Nfkbia	19.76	18.19	20.01	21.36	20.13	19.61	20.72	20.55
Replicate 2	Nfkbia	19.73	17.96	20.02	21.39	20.13	20.34	20.87	20.54
Replicate 1	Tnfaip3	23.08	21.16	23.36	24.81	24.75	23.40	23.50	23.19
Replicate 2	Tnfaip3	23.23	21.09	23.34	24.98	24.67	23.77	23.74	23.63
Replicate 1	Gadd45b	23.93	21.17	24.07	26.16	24.27	22.73	25.10	24.96
Replicate 2	Gadd45b	24.10	21.12	24.00	26.01	24.36	22.91	25.13	24.83

		RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl
	Target name	0h	1h	4h	18h	+ TAT 0h	+ TAT 1h	+ TAT 4h	+ TAT 18h
Replicate 1	Bactin	18.25	17.88	17.64	17.64	19.09	17.83	17.84	20.47
Replicate 2	Bactin	18.15	18.29	17.76	17.53	19.44	17.95	17.99	20.51
Replicate 1	Pim1	24.45	21.25	22.59	24.78	25.66	21.64	22.88	28.17
Replicate 2	Pim1	24.22	21.68	22.63	24.96	25.69	21.66	22.90	28.34
Replicate 1	Ing3	22.98	21.87	22.99	23.40	23.94	22.14	23.96	27.37
Replicate 2	Ing3	23.22	21.68	22.94	23.81	23.60	22.21	23.81	27.11
Replicate 1	Bhlhe40	20.70	19.09	19.89	21.58	21.63	19.47	20.66	25.24
Replicate 2	Bhlhe40	20.45	18.51	19.89	22.14	21.47	19.21	19.97	24.74

		RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl
	Target name	0h	1h	4h	18h	+ TAT 0h	+ TAT 1h	+ TAT 4h	+ TAT 18h
Replicate 1	Bactin	19.70	19.80	19.68	19.55	19.56	18.98	19.12	17.45
Replicate 2	Bactin	19.84	19.37	19.62	19.57	18.87	18.80	19.31	18.29
Replicate 1	Ripk2	23.88	22.05	24.99	29.87	25.18	23.43	26.24	25.61
Replicate 2	Ripk2	23.88	22.61	25.02	29.72	25.18	23.43	25.98	24.74

		RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl
	Target name	0h	1h	4h	18h	+ TAT 0h	+ TAT 1h	+ TAT 4h	+ TAT
Replicate 1	Bactin	18.01	17.97	17.63	17.78	18.75	17.87	17.89	20.77
Replicate 2	Bactin	17.99	17.87	17.74	18.02	18.77	17.82	18.04	20.94
Replicate 1	Tgif1	20.37	19.19	19.77	21.99	21.07	19.15	20.27	25.07
Replicate 2	Tgif1	20.34	19.07	19.90	22.35	21.25	19.28	20.19	24.86
Replicate 1	Samsn1	22.19	19.99	20.41	21.55	22.89	20.17	21.15	24.37
Replicate 2	Samsn1	22.40	19.91	20.58	21.59	22.89	20.14	21.27	24.42

Experiment 2

						WT+TAT	WT+TAT	WT+TAT	WT+TAT
	Target name	WT 0h	WT 1h	WT 4h	WT 18h	0h	1h	4h	18h
Replicate 1	Bactin	19.13	18.26	16.97	16.05	18.48	18.58	17.10	15.81
Replicate 2	Bactin	19.14	18.60	16.52	16.30	18.29	18.66	17.34	15.67
Replicate 1	Nfkbia	20.33	17.93	18.36	18.52	19.32	18.27	19.04	18.78
Replicate 2	Nfkbia	20.49	17.95	18.51	18.52	19.40	18.26	19.05	18.72
Replicate 1	Tnfaip3	23.43	21.16	21.29	22.11	23.36	21.57	21.05	22.43
Replicate 2	Tnfaip3	23.63	21.41	21.49	22.00	23.66	21.68	21.30	22.37
Replicate 1	Gadd45b	23.54	20.98	21.40	22.99	22.97	21.08	22.04	23.82
Replicate 2	Gadd45b	24.08	20.87	21.72	23.14	23.34	20.93	22.52	23.93
						WT+TAT	WT+TAT	WT+TAT	WT+TAT
	Target name	WT 0h	WT 1h	WT 4h	WT 18h	0h	1h	4h	18h
Replicate 1	Bactin	19.12	17.97	17.44	17.60	18.29	17.82	17.59	17.51
Replicate 2	Bactin	18.99	17.97	17.27	17.41	17.94	17.70	17.62	18.09
Replicate 1	Pim1	24.31	21.36	22.64	25.08	25.09	21.17	23.06	26.24
Replicate 2	Pim1	24.58	21.34	22.47	25.06	24.77	21.10	23.40	26.56
Replicate 1	Ripk2	24.86	22.30	23.71	24.86	24.49	22.06	23.94	25.13
Replicate 2	Ripk2	24.79	22.23	24.37	24.91	23.96	23.08	23.79	24.41
Replicate 1	Ing3	24.59	22.17	22.90	24.11	23.35	21.92	23.33	24.68
Replicate 2	Ing3	23.74	22.15	23.31	24.48	24.78	22.13	23.65	24.49
						WT+TAT	WT+TAT	WT+TAT	WT+TAT
	Target name	WT 0h	WT 1h	WT 4h	WT 18h	0h	1h	4h	18h
Replicate 1	Bactin	18.89	17.84	17.32	18.07	18.08	17.60	17.72	17.54

Replicate 2	Bactin	19.56	18.19	17.37	18.11	17.97	17.69	17.94	17.77
Replicate 1	Tgif1	21.19	19.32	19.54	**22.00**	20.65	19.00	**19.94**	22.10
Replicate 2	Tgif1	22.04	19.25	19.67	**22.33**	20.76	19.00	**20.07**	22.08
Replicate 1	Samsn1	23.10	20.23	20.24	21.85	22.62	19.85	20.54	**21.33**
Replicate 2	Samsn1	24.45	20.57	20.61	21.82	22.44	19.93	20.73	**21.71**

	Target name	WT 0h	WT 1h	WT 4h	WT 18h	WT+TAT<br>0h	WT+TAT<br>1h	WT+TAT<br>4h	WT+TAT<br>18h
Replicate 1	B actin	19.50	17.85	17.48	16.99	18.01	17.66	17.66	16.54
Replicate 2	B actin	19.52	17.97	17.43	17.30	18.11	17.89	17.62	16.66
Replicate 1	Bhlhe40	21.81	18.93	18.81	20.03	19.97	18.58	18.96	20.05
Replicate 2	Bhlhe40	21.61	18.93	18.90	20.12	19.72	18.58	18.93	19.94

		RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl
	Target name	0h	1h	4h	18h	+ TAT 0h	+ TAT 1h	+ TAT 4h	+ TAT<br>18h
Replicate 1	Bactin	18.46	18.57	17.24	16.38	17.97	18.13	17.17	17.71
Replicate 2	Bactin	18.36	18.64	18.11	15.93	19.21	18.44	16.47	18.90
Replicate 1	Nfkbia	19.59	17.98	18.56	18.35	19.37	19.26	19.32	21.91
Replicate 2	Nfkbia	19.68	17.95	18.61	18.37	21.96	19.30	18.70	22.30
Replicate 1	Tnfaip3	22.95	21.53	21.53	22.10	23.87	22.71	21.12	25.14
Replicate 2	Tnfaip3	23.16	21.51	21.82	22.08	24.82	22.55	23.93	25.07
Replicate 1	Gadd45b	23.38	21.27	22.97	22.97	22.78	21.98	21.31	25.84
Replicate 2	Gadd45b	23.87	21.27	22.96	23.28	26.03	22.17	24.62	26.35

		RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl	RelA fl/fl
	Target name	0h	1h	4h	18h	+ TAT 0h	+ TAT 1h	+ TAT 4h	+ TAT<br>18h
Replicate 1	Bactin	19.16	18.81	18.63	18.54	18.85	18.83	17.93	17.89
Replicate 2	Bactin	18.94	18.23	19.48	18.67	19.08	19.08	18.27	17.92
Replicate 1	Pim1	23.82	22.62	25.04	27.45	25.05	22.96	23.19	26.00
Replicate 2	Pim1	23.75	22.02	24.72	25.99	25.69	23.11	23.97	25.98

	Target name	RelA fl/fl<br>0h	RelA fl/fl<br>1h	RelA fl/fl<br>4h	RelA fl/fl<br>18h	RelA fl/fl<br>+ TAT 0h	RelA fl/fl<br>+ TAT 1h	RelA fl/fl<br>+ TAT 4h	RelA fl/fl<br>+ TAT<br>18h

Replicate 1	Bactin	19.56	21.13	20.43	21.14	20.03	20.31	21.93	19.36
Replicate 2	Bactin	20.03	21.09	20.37	21.65	20.48	20.32	21.90	19.61
Replicate 1	Ing3	24.42	24.89	25.49	26.84	25.75	24.93	26.22	25.62
Replicate 2	Ing3	24.44	24.58	25.31	27.68	26.08	24.95	26.25	25.71

		RelA fl/fl							
		+ TAT							
		18h							
	Target name	0h	1h	4h	18h	+ TAT 0h	+ TAT 1h	+ TAT 4h	
Replicate 1	Bactin	21.08	20.31	19.48	18.30	21.11	19.94	19.97	21.36
Replicate 2	Bactin	20.78	20.28	19.52	18.28	22.09	19.94	20.00	21.48
Replicate 1	Ripk2	25.95	23.16	24.93	24.33	27.43	23.88	25.07	27.37
Replicate 2	Ripk2	25.91	22.97	25.10	24.43	26.87	24.40	25.07	27.62

		RelA fl/fl							
		+ TAT							
		18h							
	Target name	0h	1h	4h	18h	+ TAT 0h	+ TAT 1h	+ TAT 4h	
Replicate 1	Bactin	19.76	19.19	18.77	18.34	19.19	18.97	17.77	17.77
Replicate 2	Bactin	19.73	19.01	18.79	18.39	19.10	18.90	18.10	17.57
Replicate 1	Tgif1	21.98	20.39	21.24	22.89	20.80	20.21	20.07	21.99
Replicate 2	Tgif1	21.93	19.38	21.26	23.53	21.13	19.76	20.61	22.42
Replicate 1	Samsn1	22.99	20.73	22.10	23.25	22.31	21.02	21.89	21.86
Replicate 2	Samsn1	22.91	20.61	21.98	23.23	22.26	21.10	21.79	22.18
Replicate 1	Bhlhe40	21.04	19.83	20.28	21.64	20.21	20.10	19.35	20.78
Replicate 2	Bhlhe40	20.77	19.55	20.15	21.37	20.23	19.82	19.32	20.62

# Supplementary material for: NF-κB subunits direct kinetically distinct transcriptional cascades in antigen receptor-activated B cells
**Source:** Nat Immunol. 2023 Jul 31;24(9):1552–64. doi: 10.1038/s41590-023-01561-7
**Supplement:** Supplementary file 9 — Supporting data for Supplementary Fig. 4e. ChIP–PCR analysis of Rel target genes at 18 h after anti-IgM treatment (CT values provided).

Figure S4e: ChIP-PCR analysis of Rel target genes at 18h after anti-IgM treatment

Experiment 1

	**Target Name**	**Input 18h-neg**	**Rel 18h-neg**	**Target Name**	**Input-target**	**Rel 18h-target**
Replicate 1	Ppp1ca -ve	28.68	31.04	Ppp1ca	29.19	29.98
Replicate 2	Ppp1ca -ve	28.68	29.14	Ppp1ca	30.43	29.53
Replicate 1	Nfkbie -ve	28.91	29.06	Nfkbie	28.68	27.40
Replicate 2	Nfkbie -ve	27.86	29.20	Nfkbie	28.99	26.97
Replicate 1	Ldha -ve	28.90	30.95	Ldha	30.22	29.77
Replicate 2	Ldha -ve	28.95	29.77	Ldha	30.46	29.25
Replicate 1	Hhex -ve	29.89	30.80	Hhex	29.67	28.39
Replicate 2	Hhex -ve	29.01	29.36	Hhex	29.87	28.40
Replicate 1	Arip3a -ve	30.61	34.93	Arip3a	29.08	28.25
Replicate 2	Arip3a -ve	30.06	31.17	Arip3a	29.46	28.46
Replicate 1	Bcl6b -ve	32.96	34.26	Bcl6b	30.56	28.55
Replicate 2	Bcl6b -ve	32.13	31.68	Bcl6b	29.86	28.56
Replicate 1	Cbx3 -ve	30.45	30.33	Cbx3	30.30	30.43
Replicate 2	Cbx3 -ve	28.86	29.09	Cbx3	31.31	30.25
Replicate 1	Xrcc -ve	31.16	30.30	Xrcc	30.18	28.55
Replicate 2	Xrcc -ve	29.51	30.72	Xrcc	29.08	27.99
Replicate 1	Bcl11a1-ve	27.90	28.19	Bcl11a1	29.04	27.31
Replicate 2	Bcl11a1-ve	28.25	28.29	Bcl11a1	29.03	26.93
Replicate 1	Mki67 -ve	27.45	28.11	Mki67	29.29	26.71
Replicate 2	Mki67 -ve	27.23	28.51	Mki67	29.47	26.51

Experiment 2

	**Target Name**	**Input 18h-neg**	**Rel 18h-neg**	**Target Name**	**Input-target**	**Rel 18h-target**
Replicate 1	Ppp1ca -ve	26.99	27.68	Ppp1ca	28.36	28.02
Replicate 2	Ppp1ca -ve	27.00	26.65	Ppp1ca	28.50	28.73
Replicate 1	Nfkbie -ve	26.41	26.73	Nfkbie	27.97	25.85
Replicate 2	Nfkbie -ve	26.50	26.55	Nfkbie	27.34	25.73
Replicate 1	Ldha -ve	26.95	27.92	Ldha	27.80	27.06
Replicate 2	Ldha -ve	27.14	27.22	Ldha	27.90	27.14
Replicate 1	Hhex -ve	27.87	26.19	Hhex	27.87	26.71
Replicate 2	Hhex -ve	27.52	26.22	Hhex	27.91	26.72
Replicate 1	Arip3a -ve	28.71	28.37	Arip3a	27.68	25.98
Replicate 2	Arip3a -ve	28.96	27.88	Arip3a	27.92	26.58
Replicate 1	Bcl6b -ve	32.69	31.45	Bcl6b	28.74	26.75
Replicate 2	Bcl6b -ve	30.64	29.07	Bcl6b	28.00	26.86
Replicate 1	Cbx3 -ve	27.27	28.34	Cbx3	29.64	28.98
Replicate 2	Cbx3 -ve	27.27	27.26	Cbx3	30.41	28.91
Replicate 1	Xrcc -ve	28.45	28.40	Xrcc	27.88	26.18
Replicate 2	Xrcc -ve	27.53	27.20	Xrcc	27.50	26.26
Replicate 1	Bcl11a1-ve	28.12	28.48	Bcl11a1	28.93	27.61
Replicate 2	Bcl11a1-ve	28.19	28.37	Bcl11a1	28.81	27.70
Replicate 1	Mki67 -ve	27.94	28.15	Mki67	29.92	27.61
Replicate 2	Mki67 -ve	27.72	28.52	Mki67	29.41	27.42

# Supplementary material for: NF-κB subunits direct kinetically distinct transcriptional cascades in antigen receptor-activated B cells
**Source:** Nat Immunol. 2023 Jul 31;24(9):1552–64. doi: 10.1038/s41590-023-01561-7
**Supplement:** Supplementary file 10 — Supporting data for Supplementary Fig. 5e. Gene expression analysis of NF-κB target genes in follicular and MZ B cells (by qRT–PCR, CT values provided).

Fig S5e: Gene expression analysis of NF- κ B target genes in FO and MZ B cells in

Experiment 1

	**Target Name**	**Rel KO -<br>FO 0h**	**Rel KO -<br>FO 1h**	**Rel KO -<br>FO 4h**	**Rel KO -<br>FO 18h**
Replicate 1	Gapdh	21.46	21.34	20.94	19.57
Replicate 2	Gapdh	21.67	21.42	20.64	19.51
Replicate 1	Nfkbia	22.22	21.43	22.27	22.71
Replicate 2	Nfkbia	22.01	21.32	22.14	22.84
Replicate 1	Tnfaip3	24.31	23.77	25.32	25.89
Replicate 2	Tnfaip3	24.25	23.89	25.90	26.06
Replicate 1	Gadd45b	24.36	22.57	25.24	25.84
Replicate 2	Gadd45b	24.33	22.58	25.31	25.92
Replicate 1	Bcl2l1	29.52	29.92	28.99	26.61
Replicate 2	Bcl2l1	29.52	29.74	28.11	26.66

	**Target Name**	**WT - FO 0h**	**WT - FO 1h**	**WT - FO 4h**	**WT - FO<br>18h**
Replicate 1	Gapdh	21.65	21.95	21.26	18.27
Replicate 2	Gapdh	21.79	22.32	20.53	17.90
Replicate 1	Nfkbia	22.32	21.16	21.90	21.04
Replicate 2	Nfkbia	22.67	21.20	21.80	20.94
Replicate 1	Tnfaip3	25.35	23.47	24.04	23.37
Replicate 2	Tnfaip3	25.31	23.47	24.49	23.14
Replicate 1	Gadd45b	25.48	22.97	23.97	23.92
Replicate 2	Gadd45b	25.43	22.81	23.92	24.18
Replicate 1	Bcl2l1	29.31	27.07	24.16	22.36
Replicate 2	Bcl2l1	29.35	26.95	24.07	22.28

	**Target Name**	**RelA cKO -<br>FO 0h**	**RelA cKO -<br>FO 1h**	**RelA cKO -<br>FO 4h**	**RelA cKO -<br>FO 18h**
Replicate 1	Gapdh	21.31	21.95	20.69	19.69
Replicate 2	Gapdh	21.24	21.73	21.03	19.05
Replicate 1	Nfkbia	22.22	22.18	22.56	22.76
Replicate 2	Nfkbia	22.13	22.27	22.70	22.66
Replicate 1	Tnfaip3	26.30	26.95	23.87	25.29
Replicate 2	Tnfaip3	26.38	27.14	23.68	25.53
Replicate 1	Gadd45b	25.41	23.66	24.07	25.17
Replicate 2	Gadd45b	25.51	23.55	24.12	24.83
Replicate 1	Bcl2l1	29.72	28.46	24.66	23.46
Replicate 2	Bcl2l1	29.34	28.10	24.40	23.52

	**Target Name**	**RelA fl/fl -<br>FO 0h**	**RelA fl/fl -<br>FO 1h**	**RelA fl/fl -<br>FO 4h**	**RelA fl/fl -<br>FO 18h**
Replicate 1	Gapdh	20.52	21.40	20.57	19.75

Replicate 2	Gapdh	20.67	21.76	19.69	19.55
Replicate 1	Nfkbia	21.50	20.13	21.28	22.50
Replicate 2	Nfkbia	21.59	20.00	21.03	22.69
Replicate 1	Tnfaip3	25.87	22.39	23.05	25.20
Replicate 2	Tnfaip3	25.84	22.46	23.18	25.22
Replicate 1	Gadd45b	24.18	21.40	22.82	25.28
Replicate 2	Gadd45b	24.18	21.39	22.96	25.06
Replicate 1	Bcl2l1	27.97	24.71	23.52	23.51
Replicate 2	Bcl2l1	27.85	24.88	23.45	23.91

Experiment 2

	Target Name	Rel KO -<br>FO 0h	Rel KO -<br>FO 1h	Rel KO -<br>FO 4h	Rel KO -<br>FO 18h
Replicate 1	Gapdh	21.16	20.69	19.81	18.91
Replicate 2	Gapdh	21.28	20.90	19.51	18.93
Replicate 1	Nfkbia	20.68	19.28	20.76	22.12
Replicate 2	Nfkbia	20.60	20.41	20.78	22.14
Replicate 1	Tnfaip3	23.81	23.19	24.03	25.64
Replicate 2	Tnfaip3	23.66	22.95	24.25	25.81
Replicate 1	Gadd45b	23.09	22.58	23.40	25.59
Replicate 2	Gadd45b	23.25	22.28	23.49	25.23
Replicate 1	Bcl2l1	28.28	28.80	28.14	25.86
Replicate 2	Bcl2l1	27.81	28.42	28.16	25.72

	Target Name	WT - FO 0h	WT - FO 1h	WT - FO 4h	WT - FO<br>18h
Replicate 1	Gapdh	22.17	22.42	20.81	17.57
Replicate 2	Gapdh	22.14	22.45	20.96	17.57
Replicate 1	Nfkbia	22.06	21.23	22.18	20.23
Replicate 2	Nfkbia	22.55	21.05	22.11	20.11
Replicate 1	Tnfaip3	24.65	24.39	23.35	22.33
Replicate 2	Tnfaip3	24.80	23.52	23.05	21.80
Replicate 1	Gadd45b	25.08	23.25	23.87	23.45
Replicate 2	Gadd45b	25.10	23.18	23.86	23.56
Replicate 1	Bcl2l1	28.75	27.64	24.00	21.58
Replicate 2	Bcl2l1	29.08	26.42	23.72	21.66

	Target Name	RelA cKO -<br>FO 0h	RelA cKO -<br>FO 1h	RelA cKO -<br>FO 4h	RelA cKO -<br>FO 18h
Replicate 1	Gapdh	21.61	20.73	19.77	15.88
Replicate 2	Gapdh	21.74	20.78	19.74	16.06
Replicate 1	Nfkbia	22.96	21.92	21.12	19.11
Replicate 2	Nfkbia	22.81	21.26	21.11	19.17
Replicate 1	Tnfaip3	26.73	24.47	23.25	21.78
Replicate 2	Tnfaip3	26.85	24.74	23.33	21.96

Replicate 1	Gadd45b	26.32	23.76	22.78	21.48
Replicate 2	Gadd45b	25.88	23.59	22.96	22.14
Replicate 1	Bcl2l1	29.15	28.18	22.40	20.63
Replicate 2	Bcl2l1	29.24	27.94	22.84	20.56

		RelA fl/fl -	RelA fl/fl -	RelA fl/fl -	RelA fl/fl -
	Target Name	FO 0h	FO 1h	FO 4h	FO 18h
Replicate 1	Gapdh	21.18	20.87	19.24	15.72
Replicate 2	Gapdh	20.97	20.82	19.21	15.52
Replicate 1	Nfkbia	21.94	20.20	20.29	18.43
Replicate 2	Nfkbia	21.79	20.35	20.22	18.43
Replicate 1	Tnfaip3	25.90	23.32	22.11	21.46
Replicate 2	Tnfaip3	25.45	23.34	22.05	21.22
Replicate 1	Gadd45b	25.08	22.63	22.96	22.34
Replicate 2	Gadd45b	25.29	23.07	22.89	21.72
Replicate 1	Bcl2l1	26.83	25.82	22.51	19.86
Replicate 2	Bcl2l1	26.55	25.99	22.11	19.56

RelA cKO and Rel KO mice

Rel KO -<br>MZ 0h	Rel KO -<br>MZ 1h	Rel KO -<br>MZ 4h	Rel KO -<br>MZ 18h
21.30	21.41	21.50	23.43
20.76	21.95	20.91	22.87
22.81	22.39	23.23	25.98
22.67	22.38	23.48	25.76
25.79	25.84	25.73	29.46
25.69	25.85	26.72	29.02
25.29	24.42	26.03	30.46
25.31	24.51	25.97	29.45
29.95	30.84	29.71	30.49
29.40	30.52	29.50	30.63

WT - MZ<br>0h	WT - MZ<br>1h	WT - MZ<br>4h	WT - MZ<br>18h
22.06	22.67	25.95	20.34
21.95	22.71	25.81	19.53
23.37	22.99	27.89	23.25
23.13	23.23	27.74	23.39
26.05	25.81	29.92	25.76
26.40	25.93	29.18	26.24
26.28	24.75	30.17	26.12
25.65	24.94	30.23	26.21
29.50	29.00	30.50	24.72
29.34	28.86	30.74	24.68

RelA cKO -<br>MZ 0h	RelA cKO -<br>MZ 1h	RelA cKO -<br>MZ 4h	RelA cKO -<br>MZ 18h
22.49	23.43	23.22	28.92
22.34	22.80	22.97	27.73
24.83	25.35	25.55	31.71
24.95	25.04	25.92	29.75
28.61	28.50	28.21	32.86
28.71	28.20	27.93	32.36
26.30	26.17	27.28	32.85
26.37	26.23	27.04	33.18
30.94	30.63	28.36	31.39
30.29	31.20	27.91	31.89

RelA fl/fl -<br>MZ 0h	RelA fl/fl -<br>MZ 1h	RelA fl/fl -<br>MZ 4h	RelA fl/fl -<br>MZ 18h
21.91	21.36	21.70	29.16

21.82	21.42	21.64	28.75
23.40	22.51	23.97	29.67
23.72	22.46	23.98	28.90
25.10	24.98	25.68	31.31
26.03	25.28	25.83	31.58
26.29	27.75	26.12	32.44
26.12	27.70	26.11	32.64
30.06	27.96	26.10	31.88
30.70	27.58	26.14	33.20

**Rel KO -<br>MZ 0h**	**Rel KO -<br>MZ 1h**	**Rel KO -<br>MZ 4h**	**Rel KO -<br>MZ 18h**
21.60	20.77	19.20	24.87
21.55	20.44	19.08	25.04
21.72	22.31	22.94	27.28
21.28	21.89	22.94	28.50
24.39	24.71	24.66	30.79
24.36	25.13	24.75	30.98
24.93	24.32	24.51	30.19
24.75	24.45	24.55	31.29
30.01	29.65	28.19	32.89
29.54	29.85	28.33	34.21

**WT - MZ<br>0h**	**WT - MZ<br>1h**	**WT - MZ<br>4h**	**WT - MZ<br>18h**
22.47	22.34	21.46	23.25
22.67	22.06	21.77	23.53
23.32	23.71	24.61	25.81
23.25	23.64	24.56	25.50
25.26	25.83	25.92	28.98
24.88	25.53	25.76	28.56
26.21	25.41	26.90	29.25
25.98	25.55	26.36	29.00
30.27	30.14	26.91	27.51
29.92	29.43	26.97	27.57

**RelA cKO -<br>MZ 0h**	**RelA cKO -<br>MZ 1h**	**RelA cKO -<br>MZ 4h**	**RelA cKO -<br>MZ 18h**
20.47	21.02	20.59	28.69
20.33	20.95	20.59	27.57
22.76	22.93	22.94	30.70
22.59	22.67	22.41	29.91
26.34	26.37	25.59	30.79
26.52	26.46	26.06	32.83

25.07	24.33	25.18	33.22
25.47	24.87	25.23	32.15
28.84	29.65	25.32	31.74
28.76	28.98	25.28	30.80

**RelA fl/fl -**	**RelA fl/fl -**	**RelA fl/fl -**	**RelA fl/fl -**
**MZ 0h**	**MZ 1h**	**MZ 4h**	**MZ 18h**
20.77	20.05	19.44	28.30
20.83	20.08	19.54	29.40
21.94	20.92	21.51	29.88
21.95	21.10	21.50	29.07
25.20	23.80	23.49	31.40
25.18	23.90	23.59	30.36
24.70	23.78	24.88	31.81
24.84	23.19	24.14	31.83
27.71	26.65	24.75	32.22
27.74	26.83	24.72	33.20

How the deposited data were processed for this re-analysis (not part of the article)

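The deposited values are expected counts per gene, estimated by the authors with RSEM from 75 bp single-end reads of total RNA, and they were not normalized between libraries. Of 46517 genes, 13339 have no count in any library. The 40 columns are 5 groups at 4 times with 2 replicates each, and the columns labelled BAY 4 h replicates 1 and 2 hold identical values, so that 39 libraries were analysed. Counts were rounded to whole numbers, genes with low counts were left out by the default filter of edgeR 4.0.16, and libraries were normalized by TMM. Quasi-likelihood tests compared each time with 0 h, each group with its control at each time, and the changes from 0 h between group and control. The control was WT for BAY and for Rel KO, and RelA fl/fl for RelA cKO. P-values were adjusted by the Benjamini-Hochberg method, and a gene passed at an adjusted p of at most 0.05. A gene counted as suppressed by BAY if the interaction of treatment and time passed, its level was at least 2-fold above 0 h in WT, and its change at the time of its WT peak was smaller with BAY.

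DESeq2 1.42.0, R 4.3.3 and the other alternatives were used to check how far results depend on the method. The tests were checked on simulated data with known effects. EBSeq and KEGG, which the paper used, were not available, so edgeR and 36 fixed gene lists took their place. Gene identifiers were matched to GENCODE vM1, which is on the NCBIM37 build, and 32847 matched. The labels name the mm9, mm10 and GRCm38 builds without saying which one was used for the counts. The tests, thresholds, gene lists, rule for naming genes and most alternatives were chosen before the data were examined. The background of WT genes with the same peak, the covariates for ribosomal RNA and for Y-linked transcripts, the removal of structural RNA and the removal of both BAY libraries rich in ribosomal RNA were chosen after seeing the data. ChIP-seq, ATAC-seq and single-cell data were not part of the deposited counts used here, so statements that rest on them were not recomputed.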

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

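The tests with ribosomal RNA as a covariate, of genes rising at 1 h, of the starting state of BAY cells, and of the heat-shock library, and the use of the overlap with early genes to weigh loss of RelA, were chosen only after the result was seen. Groups differed from each other in several ways. The effects of RelA cKO and of libraries labelled Rel KO on the change from 0 h differed in 4042 genes at 1 h, 104 at 4 h and 864 at 18 h. The effect at 1 h differed from that at 18 h in 180 genes with BAY, 523 in RelA cKO and 8074 in Rel KO. By 4 h, 30 of 32 interferon-stimulated genes rose more in WT than in RelA fl/fl. Among genes the paper does not discuss, Hspa1a and Hspa1b, which encode HSP70, were higher with BAY at 0 h by 2.96 and 3.10 on the log2 scale, and 18 of 36 ribosome biogenesis genes had a larger change in RelA cKO at 1 h (2 with the Y-linked share as a covariate, with a median of 0.63 with and without it).

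More genes differed between libraries labelled Rel KO and WT at 1 h than at 4 h or 18 h. With the trend of each library on the genomic span of genes taken out, 5850 differed at 1 h, against 1726 at 4 h and 3981 at 18 h, and with the share of ribosomal RNA as a covariate 6115 differed at 1 h, still more than at the later times, which argues against either as the whole cause. Of genes rising at 1 h in RelA fl/fl, whose libraries are not in this comparison, 42.9% differed, against a median of 32.9% and a maximum of 39.9% in 10000 lists of like level that did not pass there. The share of Y-linked transcripts in their sum with Xist was 10.3, 10.5, 8.75 and 15% in Rel KO replicate 1 at 0, 1, 4 and 18 h. In WT replicate 1 it was 64.2, 70.9, 58.4 and 59.7%. A sex difference alike at all times would largely drop out of the change from 0 h. A response that differs by sex would not, and it cannot be told apart from loss of Rel, because the groups differed in sex at every time. Sex was not tested here.

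More genes differed between BAY and WT at 0 h than later. With the trend on gene span taken out, 8131 differed at 0 h, against 221 at 1 h, 751 at 4 h and 356 at 18 h, which argues against that trend. Cells stimulated with anti-IgM for 1 h would show the early response, but genes that peak at 1 h were higher by only 10.4% of their median WT rise. Genes that peak at 4 h were higher by 2.3% of their median WT change at 4 h and by 3.84% of that at 18 h. Genes that peak at 18 h were higher by 26.5% of their change at 18 h and by 63.2% of that at 4 h. Genes that peak at 1 h were higher by 27.1% of their change at 4 h. The genes that peak at 1 h thus argue against stimulation of 1 h, and those that peak at 4 h against stimulation of 4 or 18 h. The genes that peak at 18 h do not settle it. Partial stimulation was not tested. Of the 336 genes that peak at 1 h, 107 were higher and 26 lower with BAY at 0 h, and Fos and Fosb were higher by 1.94 and 1.91. An action of BAY on unstimulated cells, with 558 late genes higher at 0 h, cannot be told apart from the length of culture, because no untreated culture of that length is labelled.

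More genes differed between RelA cKO and RelA fl/fl at 1 h than at 4 h or 18 h. Without the RelA fl/fl 0 h library rich in heat-shock transcripts, 1614 were called at 1 h, which argues against that library as the cause. The effects of the called genes had a Spearman correlation of −0.29 with the mean difference between male and female pools (0.01 for the RelA fl/fl pair, −0.21 and −0.27 for the RelA cKO pairs), and 77 genes were called with the Y-linked share as a covariate. Over the 899 genes called without it, the median absolute effect was 0.76 before and 0.75 after, and the median SE 0.16 and 0.19. Of early genes suppressed by BAY, 10 were lower, against 2.02 expected of independent lists, and 0 with the covariate, while the median effect of that class went from −0.24 (median SE 0.24) to −0.35 (median SE 0.27). Calls thus ended with wider errors and not with smaller effects. Loss of RelA and sex of the pools cannot be told apart for the called genes, because the pools of RelA fl/fl and RelA cKO differed in sex at 0 h and 1 h. RelA cKO also carries Cd19-cre and had less Cd19 transcript at 0 h (−0.92, SE 0.08). Loss of RelA cannot be told apart from that difference either, which was not tested.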

How the results depend on the processing

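The enrichment against WT genes of the same peak and the tests with the ribosomal RNA and Y-linked covariates, without structural RNA and without both BAY libraries rich in ribosomal RNA were chosen only after the result was seen. Of 918 alternative values of 36 results, 719 were within 1.5 times the value reported and 199 were not, and the cause was not tested. The limits are 2 libraries per condition, 1 for BAY at 4 h, pools of unknown overlap that differ in sex, and a depth at which 56% of simulated 2-fold effects were recovered in RelA cKO; a library left alone in its condition was assumed to vary like the others. RLE factors, removal of structural RNA and leaving out both BAY libraries moved none.

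Values are given as lower then higher for changes at 1, 4 and 18 h. With DESeq2, RelA cKO gave 701 and 1168, 6 and 6, and 22 and 51, Rel KO 1555 higher at 1 h, early BAY-suppressed genes lower in RelA cKO 18, late ones 1, RelA-selective genes lower 14 and RelA cKO at 0 h 151. With no filter on low counts, BAY gave 239 early genes, RelA cKO 960 and 1115, 145 and 150, and 167 and 355, Rel KO 1625 lower at 4 h, early genes lower in RelA cKO 44, 4 h genes lower in Rel KO 99, late genes lower in Rel KO 348 and in RelA cKO 12, RelA-selective genes 13, not RelA-selective 2, Rel targets in RelA cKO 1, different effects of RelA cKO and Rel KO at 18 h 1399 and RelA cKO at 0 h 625. With all libraries in one fit, BAY gave 20, 26 and 259 genes, RelA cKO 1310 and 1629, 17 and 10, and 64 and 105, Rel KO 1546 higher at 1 h, 350 and 207 at 4 h and 1266 and 1088 at 18 h, early genes higher in Rel KO 2, 4 h genes lower 9, late genes lower 69 and 2 in RelA cKO, RelA-selective genes lower in RelA cKO 14 and higher in Rel KO 1, not RelA-selective 2, Rel targets 6, RelA cKO at 0 h 396 and Rel KO at 0 h 2363. With the level at that time in place of the change, RelA cKO gave 528 lower at 1 h, 10 and 0 at 4 h and 5 and 31 at 18 h, Rel KO 5957 and 4560 at 1 h and 3211 and 2078 at 4 h, RelA-selective genes lower 4, not RelA-selective lower 1 and higher in Rel KO 1. K-means gave 0 BAY-suppressed genes at 4 h. The peak time from RelA fl/fl gave 307 late genes, 30 of the 4 h genes lower in Rel KO and 120 of the late ones. A 1.5-fold threshold gave 6203 genes up in WT, peaks of 674, 1841 and 3688 and 205 early BAY-suppressed genes. The ribosomal RNA covariate gave RelA cKO 619 lower at 1 h and 5 and 5 at 18 h, early genes lower 23 and not RelA-selective 1. The Y-linked covariate gave RelA cKO 29 and 48 at 1 h, 2 and 7 at 18 h, early genes lower 0, RelA-selective genes 0 and RelA cKO at 0 h 24.

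The labels match replicates by number only. The difference between replicates 1 and 2, compared across genes between conditions, had median correlations of −0.106 for BAY and WT, 0.0761 for RelA cKO and RelA fl/fl, and −0.0349 for Rel KO and WT. The ranges were −0.766 to 0.575, −0.627 to 0.447 and −0.744 to 0.751. Some conditions thus shared replicate differences, and the medians do not exclude a pairing of some libraries. With the replicate number as a replicate block, RelA cKO at 0 h gave 14 and the other 35 results stayed within 1.5 times.

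Without single libraries, 493 of 606 values were within 1.5 times, and 113 were not. The lowest and highest values are given where any moved. BAY-suppressed genes with peak at 1 h ranged from 67 to 120. BAY-suppressed genes with peak at 4 h ranged from 72 to 189. BAY-suppressed genes with peak at 18 h ranged from 297 to 837. RelA cKO genes lower at 1 h ranged from 0 to 780. RelA cKO genes higher at 1 h ranged from 1 to 834. RelA cKO genes higher at 4 h ranged from 1 to 4. RelA cKO genes lower at 18 h ranged from 0 to 7. RelA cKO genes higher at 18 h ranged from 1 to 16. Rel KO genes higher at 1 h ranged from 1511 to 2540. Rel KO genes lower at 4 h ranged from 402 to 1525. Rel KO genes higher at 4 h ranged from 297 to 664. Early BAY-suppressed genes lower in RelA cKO at 1 h ranged from 0 to 35. Early BAY-suppressed genes higher in Rel KO at 1 h ranged from 21 to 38. 4 h BAY-suppressed genes lower in Rel KO at 4 h ranged from 34 to 87. Late BAY-suppressed genes lower in Rel KO at 18 h ranged from 104 to 328. Late BAY-suppressed genes lower in RelA cKO at 18 h ranged from 0 to 1. RelA-selective list lower in RelA cKO at 1 h ranged from 0 to 12. Not RelA-selective list lower in RelA cKO at 1 h ranged from 0 to 1. Genes whose RelA cKO and Rel KO effects differ at 18 h ranged from 491 to 1146. RelA cKO genes different at 0 h ranged from 5 to 63. Rel KO genes different at 0 h ranged from 2257 to 4319.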

Differences from the paper's values

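The paper gives 186 genes for the early class suppressed by BAY, and 112 were found here. Of the alternatives set before the data were examined, the value fell within 1.5 times the paper's under no filter on low counts (239), k-means classes (133) and a 1.5-fold threshold (205). It did not under DESeq2 (116), RLE factors (121), a replicate block (108), one fit of all libraries (20), the peak time from RelA fl/fl (114) or without any single library (67 to 120). For the class with a peak at 4 h, the paper gives 271 genes, and 147 were found here. The value fell within 1.5 times the paper's under no filter (214), a 1.5-fold threshold (197) and without WT 18 h replicate 2 (189). It did not under DESeq2 (178), RLE factors (177), a replicate block (143), one fit (26), k-means (0), the peak time from RelA fl/fl (143) or without any other library (as few as 72). For the late class, the paper gives 1179 genes, and 599 were found here. The value fell within 1.5 times the paper's under no filter (866), a 1.5-fold threshold (849) and without WT 18 h replicate 1 (837). It did not under DESeq2 (689), RLE factors (726), a replicate block (583), one fit (259), k-means (694), the peak time from RelA fl/fl (307) or without any other library (297 to 641). The paper's classes are k-means clusters of genes that pass a DESeq2 likelihood ratio test over all times and change 2-fold in WT. The classes here use an interaction test over all times in edgeR and the same 2-fold change, then the WT peak time and a smaller rise with BAY at that time.

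The paper states that effects of Rel deficiency stand out at 4 h and 18 h. Here, the libraries labelled Rel KO had 5941 genes with a different change at 1 h, 1585 at 4 h and 3826 at 18 h. Among genes with a WT peak at 4 h or 18 h, a smaller change at the peak was more frequent than a larger one (159 against 22, and 537 against 82). This is the paper's direction, but the genes were picked on their rise in the same WT controls. That choice by itself favours a smaller change in Rel KO, so these counts do not weigh the paper's statement.

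The paper states that many RelA-selective genes rise further without Rel, and reports single-cell data for this, which were not recomputed here. Its class is larger than the genes its text names, so the counts cover a part of it. Of the 14 it names, 4 had a larger and 2 a smaller change at 1 h in the libraries labelled Rel KO, and Gadd45b (−0.39) and Plaur (−0.23) did not pass with edgeR. With DESeq2, 4 had a larger and 5 a smaller change, Gadd45b (−0.43, adjusted p = 0.026) and Plaur (−0.27, adjusted p = 0.016) among the latter. Of these 14, 8 passed as lower in RelA cKO with edgeR, and all 14 passed with DESeq2.

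The paper names Myc and Tgif1 among early NF-κB targets. Here the effects of BAY on them at 1 h were −0.43 and −0.18 and did not pass with edgeR, and they passed with DESeq2 (−0.49, adjusted p = 0.0026, and −0.24, adjusted p = 0.012). It names Bcl11a, Bcl6b, Hhex and Maz as targets of Rel among late genes that respond to NF-κB. Here Hhex did not rise by 18 h in WT (0.04), and the effects of BAY at 18 h were 0.18 for Bcl11a, 0.43 for Bcl6b, −0.51 for Hhex and −0.14 for Maz, none of which passed with edgeR. With DESeq2, Hhex passed (−0.57, adjusted p = 0.045) and the others did not. Rxra and E2f3 passed as lower with BAY. In the libraries labelled Rel KO at 18 h, Bcl11a (−0.69, edgeR adjusted p = 0.0032), Bcl6b (−1.09, adjusted p = 0.039), Maz (−0.23, adjusted p = 0.027) and E2f3 (−0.57, adjusted p = 0.002) passed as lower, the paper's direction, and Hhex (0.02) and Rxra (0.06) did not pass with edgeR or DESeq2.

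The paper takes a few early genes that rise further without RelA to be positively regulated by Rel. Of the 4 such genes found here, Plau, Amz1 and Plk3 had a larger change in the libraries labelled Rel KO too, and Lmna did not pass.

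The paper reports reduced expression of Rel in Rel-deficient B cells from single-cell data. Here, in bulk libraries labelled Rel KO, Rel transcript was lower at 18 h (229 against 400 CPM in WT) and not at 0 h (418 against 329), 1 h (1260 against 757) or 4 h (602 against 562).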

Other observations

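Interferon-stimulated genes separated the control groups of both knockouts. Ifit3, an RNA-binding antiviral gene, rose in WT from 2.78 ± 0.0856 CPM at 0 h to 69.6 ± 2.47 CPM at 4 h and in RelA fl/fl from 4.87 ± 2.19 to 9.53 ± 6.14 CPM (SD, n = 2 each). The WT change was larger by 3.70 (SE 0.51, edgeR adjusted p = 0.00072) at 4 h and by 5.77 (SE 0.58, adjusted p = 4.1e-05) at 18 h. Mx2, a GTPase gene that blocks viruses, had a larger WT change by 3.60 (SE 0.48, edgeR adjusted p = 0.00056) at 4 h. Over the list, 30 of 32 genes had a larger change in WT at 4 h (32 when adjusted over the list alone; median difference 2.42) and 30 at 18 h (median 2.44), and 0 at 1 h by edgeR (median 0.16). In RelA fl/fl, 10 of these genes were higher and 8 lower at 4 h than at 0 h. The groups were of different genotype and differed in depth and ribosomal RNA, so that genotype and batch are not separable. This comparison of WT with RelA fl/fl was among the tests chosen only after other results were seen.

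Growth and division genes differed as well. In RelA cKO at 1 h, Polr1b, a subunit of RNA polymerase I, and Ppan and Nop56, which act in ribosome assembly, had larger changes by 1.26 (SE 0.22, edgeR adjusted p = 0.017), 1.06 (SE 0.20, adjusted p = 0.017) and 1.01 (SE 0.17, adjusted p = 0.017). Polr1b was 74 ± 8.19 CPM in RelA fl/fl and 126 ± 10.7 CPM in RelA cKO at 1 h (SD, n = 2 each). Of 36 ribosome biogenesis genes, 18 had a larger change and 30 when adjusted over the list alone (median 0.635). The count of 18 was 0 without RelA cKO 0 h replicate 2 or RelA fl/fl 0 h or 1 h replicate 2, 2 and 5 without RelA cKO 1 h replicate 1 or 2, 11 without RelA fl/fl 4 h replicate 1 or 2, 30 with DESeq2, 29 without the filter on low counts, and 2 with the share of Y-linked transcripts as a covariate, where the median stayed at 0.63. The pools of both groups differed in sex. Mitosis genes rose more in WT than in RelA fl/fl by 18 h in 24 of 30 (median difference 1.07), and DNA replication genes in 26 of 40 (median 0.54). Over 19020 genes, the change was larger in WT in 1712 and smaller in 373 at 1 h, 1154 and 158 at 4 h, and 2259 and 632 at 18 h.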
